# DDR1 regulates RUNX1-CBFβ to control breast stem cell differentiation

**DOI:** 10.1016/j.stemcr.2025.102576

**Published:** 2025-07-03

**Authors:** Colin Trepicchio, Gat Rauner, Nicole Traugh, Ruohong Wang, Meadow Parrish, Daniel E.C. Fein, Youssof Mal, Piyush B. Gupta, Stefano Monti, Charlotte Kuperwasser

**Keywords:** organogenesis, organoids, 3D model, organoid model, differentiation, adult stem cells, human breast, hydrogel model, tissue development, regeneration

## Abstract

Understanding epithelial stem cell differentiation and morphogenesis during breast tissue development is essential, as disruption in these processes underlie breast cancer formation. We used a next-generation single-cell-derived organoid model to investigate how individual stem cells give rise to complex tissue. We show that discoidin domain receptor 1 (DDR1) inhibition traps cells in a bipotent state, blocking alveolar morphogenesis and luminal cell expansion, which is necessary for complex epithelium formation. Disrupting RUNX1 function produced nearly identical phenotypes, underscoring its critical role downstream of DDR1. Mechanistically, DDR1 affects the interaction and expression of RUNX1 and its cofactor core binding factor beta (CBFβ), thereby regulating its activity. Mutational analyses in breast cancer patients reveal frequent alterations in the DDR1-RUNX1 signaling axis, particularly co-occurring mutations. Together, these findings uncover DDR1-RUNX1 as a central signaling pathway driving breast epithelial differentiation, whose dysregulation may contribute fundamentally to breast cancer pathogenesis.

## Highlights

• Primary breast organoids reveal facultative multilineage stem cells in adult tissues
• A novel DDR1-RUNX1 signaling axis regulates multiple stages of breast development
• A DDR1-RUNX1 axis regulates the stem-differentiation balance in breast organoid development

## Introduction

Epithelial organogenesis, morphogenesis, and differentiation are core processes of developmental biology, underlying the specification, expansion, and differentiation of stem cells into organized multicellular tissues. In the case of the human breast, which is characterized by both its complex ductal and lobular anatomy and its multilineage epithelium, the process by which these structures arise from stem cells and how they relate to each other during development has been difficult to study. In addition, how stem cell differentiation and tissue morphogenesis is controlled in a highly regenerative tissue such as the breast is important to understand as defects in these processes underlie the formation of breast cancer (Arendt et al., 2010, 2014; Russo and Russo, 2004).

The human breast is a dynamic tissue that undergoes several developmental phases, starting during embryogenesis with organogenesis, then continuing postnatally at puberty, again during pregnancy, lactation, and finally regressing during post-lactation involution. The breast actively regenerates during each menstrual and pregnancy cycle until ultimately atrophying and losing its regenerative capacity at menopause (Arendt et al., 2014; Russo and Russo, 2004). Unlike rodents, human breast tissue is composed of 15–20 lactiferous ducts, which are responsible for transporting milk from the lobules to the nipple. Lobules with differing levels of complexity are composed of many terminal ductal lobular units (TDLUs) that consist of terminal ducts culminating in grape-like clusters of alveoli (Arendt et al., 2014; Russo and Russo, 2004). A single lobule can have anywhere from 10 to 100 TDLUs, each composed of both luminal epithelial cells that line the inside of the ducts and alveoli and basal/myoepithelial cells that lie outside the luminal cells and are in direct contact with the basement membrane (Arendt et al., 2014; Russo and Russo, 2004; Woodward et al., 2005). During development, both luminal and myoepithelial cells are derived from bipotent stem cells that give rise to unipotent luminal and basal progenitors, which in turn serve as precursor reservoirs for mature luminal and myoepithelial cells in the adult tissue, respectively (Arendt et al., 2014; Woodward et al., 2005).

The ability of breast epithelial stem cells to create complex structural components, such as ducts and alveoli, is governed by a combination of intrinsic cell programming and cell-cell interactions, as well as extrinsic signals from the microenvironment (Woodward et al., 2005). Mouse models have been traditionally used to study mammary stem cells, development, and morphogenesis; however, there are inherent differences between species that limit the direct translation of findings to humans (Russo and Russo, 2004). Traditional models including 2D cell culture as well as 3D organoid and mammosphere models have also provided valuable insights in studying breast stem cells and epithelial differentiation. However, they fall short in capturing the complexities of human breast tissue organogenesis and morphogenesis.

Recently, we reported the creation of a next-generation 3D organotypic model with advanced representation of complex glandular human TDLU architecture and function (Rauner et al., 2021; Sokol et al., 2016). We found that human breast TDLU organoids form in response to collagen signaling through the activation of discoidin domain receptor 1 (DDR1) (Rauner et al., 2021). DDR1 activation by binding collagen gives rise to basal progenitors and luminal cells, which drive alveolar budding, branching, and the formation of complex TDLU organoids (Rauner et al., 2021). In this study, we investigated how DDR1 signaling in single stem cells leads to the creation of these complex multi-structural tissues. In doing so, we identified Runt-related transcription factor 1 (*RUNX1)* as a necessary transcriptional regulator linking DDR1 signaling with bipotent stem cell differentiation that in turn is required for tissue morphogenesis. These findings, along with mutational data, suggest that disruption of this signaling axis could have important implications in the biology of breast cancer.

## Results

### Live imaging of single cells reveals the complex and dynamic nature of TDLU organoid formation and morphogenesis

To investigate stem cell dynamics and tissue morphogenesis from the earliest stages of breast development, we seeded single primary human breast epithelial cells from various patients (*N* = 7; see Table S1) into 3D hydrogels. We observed the formation of complex, multilayered, and heterogeneous breast TDLU organoids in all donor samples (Figure 1A) (Rauner et al., 2021; Sokol et al., 2015, 2016). We combined this method with high-speed point scanning confocal microscopy, to visualize organogenesis from a single bipotent stem cell in real time (Figure 1B; Video S1). We observed that TDLU organoid formation takes ∼18–21 days to complete and proceeds through 4 distinct stages: induction, patterning, morphogenesis, and maturation. Within the first 3 days after seeding, stationary single stem cells are induced to proliferate and exit the bipotent stage (Figure 1B; Video S1) (Rauner et al., 2023). Shortly thereafter, between days 5 and 8, stem cell progeny exhibit dynamic cell movements where they travel along an emerging branch prior to the formation of a cohesive tissue (Figure 1B; Video S1) (Rauner et al., 2023). Interestingly, while single cells during the induction phase express the epithelial-mesenchymal transition (EMT)/stem cell marker ZEB1, by the patterning phase, ZEB1 expression is lost, consistent with stem cells undergoing lineage commitment and differentiation (Figure 1C). Epithelial cells continue to divide and invade the matrix, in a manner reminiscent of tissue patterning, clearing room for the organoid to develop primary ducts. Around day 9, basal progenitor cells begin the process of morphogenesis whereby ducts elongate and alveolar buds appear (Figure 1B; Video S1) (Rauner et al., 2023). This leads to the formation, maturation, and differentiation of organoids that are anatomically equivalent to human breast TDLUs (Figures 1Di–1Div). These structures are histologically normal with an inner layer containing mature E-Cadherin expressing luminal cells (Figures 1Di, 1Dii, and 1Div) and external CK14^+^ myoepithelial cells (Figures 1Di, 1Diii, and 1Div). Since TDLU organoids are derived from a single cell (Video S1) (Rauner et al., 2023), and the resulting complex tissue is composed of both ducts and alveoli as well as both basal and luminal cell lineages, (Figures 1B and 1D), this parent-progeny relationship between the precursor cell and the TDLU demonstrates they are facultative multilineage stem cells (Rauner et al., 2023; Woodward et al., 2005).

**Figure 1:**
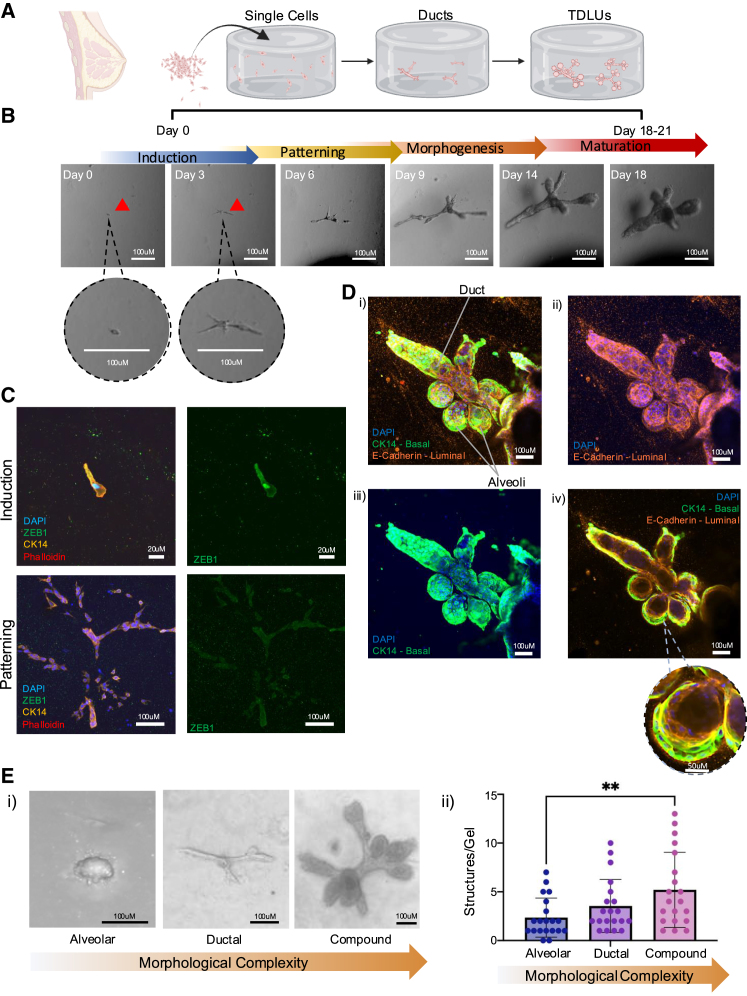
Phenotypic characterization of patient-derived single-cell hydrogel methodology (A) Schematic representation and summary of human breast organogenesis in a 3D hydrogel TDLU organoid model. (B) Timeline with brightfield images of TDLU formation from single cells, starting on day 0 immediately after hydrogel polymerization to the formation of complex ductal-lobular structures from day 18 onward. Four phases of organogenesis showing induction, patterning, morphogenesis, and maturation. Scale bars, 100 μm. (C) Representative immunofluorescent staining showing single cells expressing EMT transcription factor ZEB1 during induction, while during patterning this expression is lost. ZEB1 (green), CK14 (orange), phalloidin (red), and DAPI (blue). Scale bars, 20 μm for induction and 100 μm for patterning. (D) Immunostaining of (i–iv). A three-dimensional maximum intensity projection (MIP) TDLU organoids, at day 21 of development, stained with phalloidin (red) for actin cytoskeleton, with CK14 (green), E-Cadherin (orange) for cell lineage, and with DAPI (blue) for nuclei. Scale bars, 100 μm. (v) A two-dimensional cross-section of MIP (i) with offset highlighting a lobule showing distinct CK14^+^ (green) and E-Cad^+^ (orange) layers with an interacting layer displaying yellow. Scale bars, 100 μm; scale bars of offset, 50 μm. (E) Representative brightfield images (i) and quantification (ii) of 3D organoid morphologies from 5 primary patients. Mean ± SD (*n* = 4 gels/primary patient samples). Scale bars, 100 μm.

Video S1. Confocal Imaging Time-Lapse of a Single Human Breast Cell Generating a Mature Ductal-Lobular Organoid

Interestingly, not all organoids formed from single cells result in highly complex TDLUs. Rather, some remain in a simpler state, categorized as alveoli only or ductal only, which is not observed when seeding tissue clusters (Rauner et al., 2021) (Figure 1E). Alveolar organoids are characterized by the formation of simple acini or clusters of cells, while ductal organoids are characterized by the formation of elongated and branched structures and lack alveoli. In contrast, complex TDLU organoids are compounded structures containing both ducts and varying numbers of alveoli at their terminal regions (Figure 1E). A quantitative assessment of organoid types across five patient samples revealed that single cells form on average 11 organoids per 1,000 seeded cells, with a distribution of 2.5 alveolar, 3.5 ductal, and 5.5 compound TDLU structures, respectively (Figure 1E).

### Inhibition of DDR1 restricts stem cells to a bipotent state and blocks alveologenesis

Using this approach, we examined the effects of DDR1, a receptor tyrosine kinase activated by collagen binding, on the early stages of development, using the well-studied specific small molecule inhibitor of DDR1, DDR1-IN-1 (DDR1i) (Rauner et al., 2021) (Figure 2A). Prior studies have established a role for DDR1 during mammary morphogenesis (Rauner et al., 2021) but little is known of its role in stem cells during the early stages of breast development. When single patient-derived cells were treated with DDR1i during induction, there was a complete absence of TDLU formation, a large increase in the proportion of alveolar only organoids in relation to other structure types, and a significant reduction in the overall number of organoids formed (Figures 2B and S1A). Additionally, alveolar-only organoids that did form in the presence of DDR1i at induction exhibited noticeable abnormalities. Staining of these disorganized, rudimentary structures with epithelial marker E-Cadherin along with specific luminal (EpCAM and CK7) and basal (CK14) markers (Figure 2C) revealed that cells within the structures co-stained for both luminal and basal markers, suggesting that they are trapped in a bipotent state. Interestingly, these simple acinar structures no longer express nuclear ZEB1 (Figures S1Bi and S1Bii).

**Figure 2:**
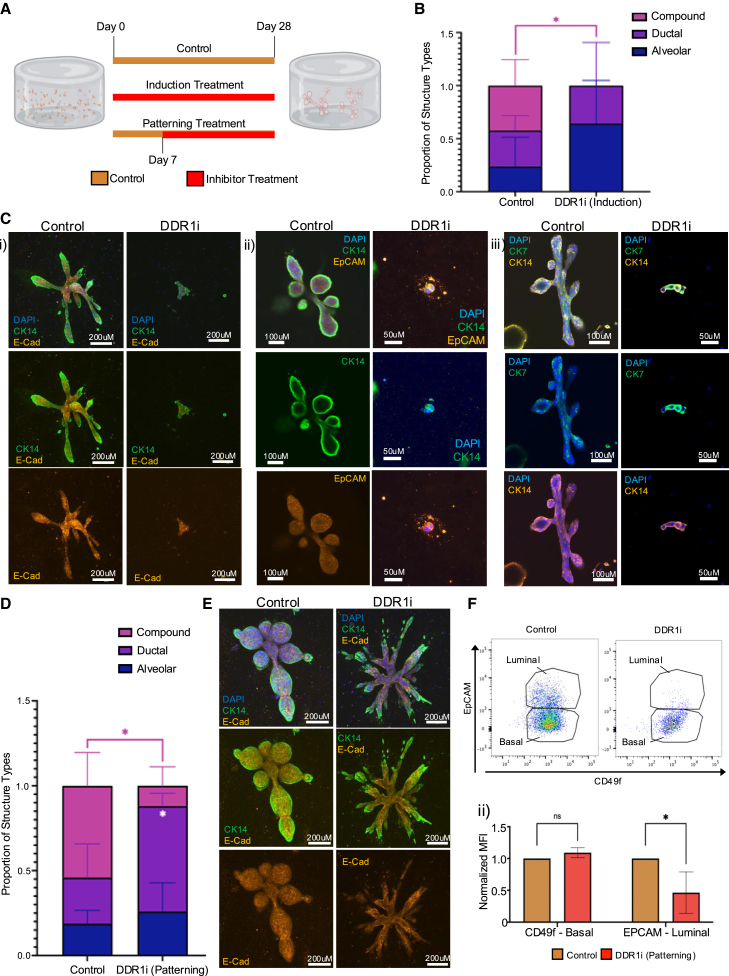
Effect of DDR1 signaling inhibition on TDLU organoid development (A) Schematic of the strategy to test the effects of DDR1i on breast TDLU organogenesis. Inhibition during induction began with DDR1i treatment starting at day 0 and concluded when control structures were fully formed no later than day 28. Inhibition during patterning started with DDR1i beginning day 7 and concluding around day 28. (B) Normalized quantification of the types of organoids that formed following DDR1i treatment during induction. Data are presented as mean ± SD (*n* = 4 gels/3 primary patient samples). (C) Representative immunofluorescence staining of organoids from control or DDR1 inhibitor-treated gels, with treatment initiated during the induction phase of organoid formation. Stained as follows: (i) basal marker CK14 (green), epithelial marker E-Cadherin (orange), and DAPI (blue) staining (scale bars, 200 μm); (ii) basal marker CK14 (green), luminal marker EpCAM (orange), and DAPI (blue) staining (scale bars, 100 and 50 μm for control and DDR1i treatment, respectively); (iii) luminal marker CK7 (green), basal marker CK14 (orange), and DAPI (blue) staining (scale bars, 100 and 50 μm for control and DDR1i treatment, respectively). (D) Normalized quantification of the types of organoids formed in DDR1i treated cultures beginning during patterning. Data are presented as mean ± SD (*n* = 4 gels/3 primary patient samples). (E) Representative immunofluorescence staining of organoids from control or DDR1i treated gels initiated during the patterning phase of organoid formation. CK14 (green), E-Cadherin (orange), and DAPI (blue) staining. Scale bars, 200 μm. (F) Representative flow cytometry plot analysis of basal (CD49f) and luminal (EpCAM) cells (FACS) (i) and quantification of mean fluorescent intensity (ii) from primary patient samples cultured in 3D, treated with DDR1i during patterning (*n* = 3 primary samples, and values are expressed as mean ± SD). Statistical significance was determined via multiple t tests, with significance levels indicated as follows: ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001, and ^∗∗∗∗^*p* < 0.0001.

To assess the role of DDR1 during the patterning stage, 3D cultures derived from single cells were treated with DDR1i starting on day 7 (Figure 2A). Although the total number of organoids formed was comparable to the control, these organoids also failed to develop into complex ductal-alveolar TDLUs (Figures 2D and S1C). Instead, these organoids remained in a simple ductal-only in state, consistent with DDR1i treatment on tissue clusters (Rauner et al., 2021). Staining of these ductal-only organoids with E-Cadherin and CK14 demonstrated lineage specification, and differentiation into both ductal luminal and basal cells (Figure 2E). This indicates that DDR1 inhibition during patterning does not alter stem cell differentiation but does interfere with tissue patterning and the formation of alveoli.

The capacity to undergo alveolar morphogenesis is driven by coordinated expansion and differentiation of luminal cells (Rauner et al., 2021). In their absence, ductal structures form. Therefore, we examined whether the lack of alveolar morphogenesis in response to DDR1i might be due to a failure of luminal cell expansion. Luminal (EpCAM^high^) and basal (EpCAM^neg/low^/CD49f^pos^) cells were assessed by flow cytometry in primary single-cell-derived organoids that formed in the presence or absence of DDR1i during patterning. Indeed, a significant reduction in the number of luminal cells was found in DDR1i-treated organoids (Figure 2F), consistent with the previous data indicating that the failure to form alveoli is due to a failure in luminal cell expansion (Rauner et al., 2021). Together, these findings demonstrate that DDR1 plays a crucial role in driving the specification and differentiation of stem cells during induction but also the expansion of luminal cells during patterning.

### DDR1 regulates *RUNX1* expression and transcriptional activity

Studies have suggested that *RUNX1* is essential for breast stem cells to exit the bipotent state and commit to a specific lineage (Hong et al., 2017; Sokol et al., 2015). Consistent with these findings, Runx1 protein expression was observed during late induction and it remained elevated throughout the subsequent stages of organogenesis (Figures 3A and S2). Since DDR1i inhibited lineage specification and differentiation in stem and progenitor cells, we therefore examined *RUNX1* expression using single-cell RNA sequencing (scRNA-seq). Organoid cultures were grown for 14 days and treated continuously with DDR1i (DDR1i) or treated with DDR1i for 12 days followed by release from inhibition for two additional days (DDR1r) before sequencing (Figure 3B) (Rauner et al., 2021).

**Figure 3:**
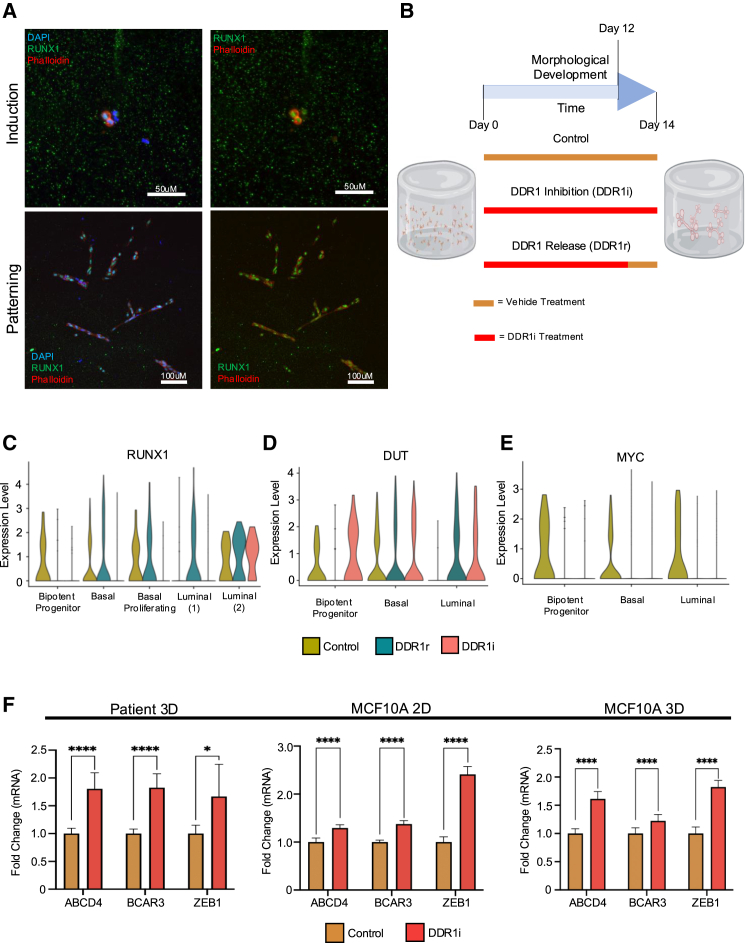
Effect of DDR1 inhibition on *RUNX1* and RUNX1 target genes (A) Representative immunofluorescent panels showing RUNX1 staining in developing organoids. Scale bars, 50 and 100 μm for induction and patterning time points, respectively. (B) Schematic representation of DDR1 inhibitor time course design for scRNA-seq. DDR1i treatment starting on day 0 and concluding on day 14, and DDR1r treatment with DDR1i initiation on day 0 and cessation on day 12, with the last two days free from inhibition. (C–E) Violin plots showing the distribution of *RUNX1*, *DUT*, and *MYC* expression in primary tissue organoids under control, DDR1r, or DDR1i conditions. (F) Compilation of RT-qPCR quantification data derived from three primary patient samples cultured in a 3D environment, MCF10A cells grown in 2D or MCF10A cells grown in 3D, comparing RUNX1 target gene response to DDR1 inhibition. Values are expressed as mean ± SD. Statistical significance was determined via multiple t tests, with significance levels indicated as follows: ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001, and ^∗∗∗∗^*p* < 0.0001.

Cells were categorized into clusters based on their expression profiles as bipotent progenitors, non-dividing basal cells (basal), proliferating basal cells, and two types of luminal cells (luminal 1 and luminal 2). Luminal 1 cells were characterized by expression of classical luminal epithelial markers such as *KRT7*, *KRT8*/18, *KRT19*, and *EPCAM* (Rauner et al., 2021; Sokol et al., 2016), while luminal 2 cells, expressed more mature luminal differentiation markers including Lactotransferrin (Figure S3A; Table S2).

Consistent with the immunofluorescence (IF) findings, in the absence of DDR1i, *RUNX1* is heterogeneously expressed in various cell types including bipotent stem cells, basal cells, and luminal cells (Figure 3C). The highest levels of *RUNX1* are expressed in bipotent progenitor cells and basal cell types, with lower levels expressed in luminal cells. Interestingly, DDR1 is expressed in similar cell populations including bipotent progenitor and basal cells with lower levels in luminal cells (Figure S3B).

Notably, treatment with DDR1i resulted in a significant reduction of *RUNX1* expression in both basal cell populations and bipotent progenitor cells. This downregulation was reversible in basal cells, as *RUNX1* expression recovered upon removal of DDR1i (DDR1r) (Figure 3C). However, bipotent progenitors exhibited an irreversible decrease in *RUNX1* expression, suggesting distinct regulatory mechanisms influenced by DDR1 in these cell types. Interestingly, luminal 2 cells, which uniquely do not express DDR1 in the breast, were also the only cell type unaffected by DDR1i in terms of *RUNX1* expression (Figures 3C and S3B). This observation underscores the differential roles of DDR1 across various breast cell lineages.

Given that *RUNX1* expression levels were sensitive to DDR1 activity, we also examined whether *RUNX1* target gene expression might be responsive to DDR1i. Indeed, DDR1i caused differential expression in several direct *RUNX1* target genes including *DUT*, an essential nucleotide metabolism enzyme seen upregulated across breast cancers (Davison et al., 2021), and *MYC*, along with *ANP32B*, *PLEC*, *CEBPD*, *ID1*, and *STAT3* (Figures 3D, 3E, and S3C–S3G). The responsiveness of *RUNX1* to DDR1i was specific as expression of other members of the RUNX family (*RUNX2* and *RUNX3*) (Figures S3H and S3I) or its essential cofactor core binding factor beta (*CBFβ*) (Figure S3J) were not affected by DDR1i.

To further validate these findings, we treated three additional primary organoid cultures and assessed mRNA expression of additional *RUNX1* target genes to DDR1i. While patient heterogeneity in response to DDR1i was observed (Figures S3Ki–S3Kiii), *RUNX1* target genes were similarly affected by DDR1i (Figure 3F). We also examined the expression of these *RUNX1* target genes in MCF10A and MCF10F cells, normal immortalized breast cell lines that maintain populations of basal and luminal lineages (Sokol et al., 2015). Cultured in 2D and stimulated with collagen and DDR1i, MCF10A (Figure 3F) and MCF10F (Figure S3L) cells showed a significant change in mRNA expression of these *RUNX1* target genes. MCF10A cells grown in 3D also showed a significant change in *RUNX1* target gene expression (Figure 3F). Taken together, these data show that DDR1 activity can modulate *RUNX1* expression and the expression of *RUNX1* target genes.

### Disruption of RUNX signaling phenocopies DDR1 inhibition

Given that DDR1 regulates the expression of *RUNX1* and its target genes, and considering RUNX1’s role in breast stem cell differentiation (Sokol et al., 2015), we investigated whether inhibiting RUNX1 could similarly impact organoid formation, as observed with DDR1i. To this end, we treated primary single-cell-derived organoid cultures with the pan-RUNX inhibitor AI-10-104, which impedes RUNX activity by blocking its binding to CBFβ (Figure S4A) (Illendula et al., 2016). Although AI-10-104 is a broad-spectrum RUNX inhibitor, RUNX1 is the only RUNX family member expressed in these organoids, thus likely enhancing the specificity of the observed effects to RUNX1 (Figures S3H and S3I). AI-10-104 treatment was initiated either on day 0, before stem cells exit from bipotency, or on day 7 during progeny patterning. Similar to DDR1i, administering AI-10-104 during induction led to an increase in the proportion of alveolar-only organoids compared to other structures, as well as a complete loss of formation of mature TDLU organoids (Figure 4A). However, unlike DDR1i, there was no significant reduction in the total number of organoids that formed (Figure S4B). The alveolar colonies that did develop in the presence of AI-10-104 were immature, disorganized, and composed of cells that are double-positive for both luminal and basal markers, consistent with stem cells being trapped in a bipotent state (Figure 4B) (Sokol et al., 2015).

**Figure 4:**
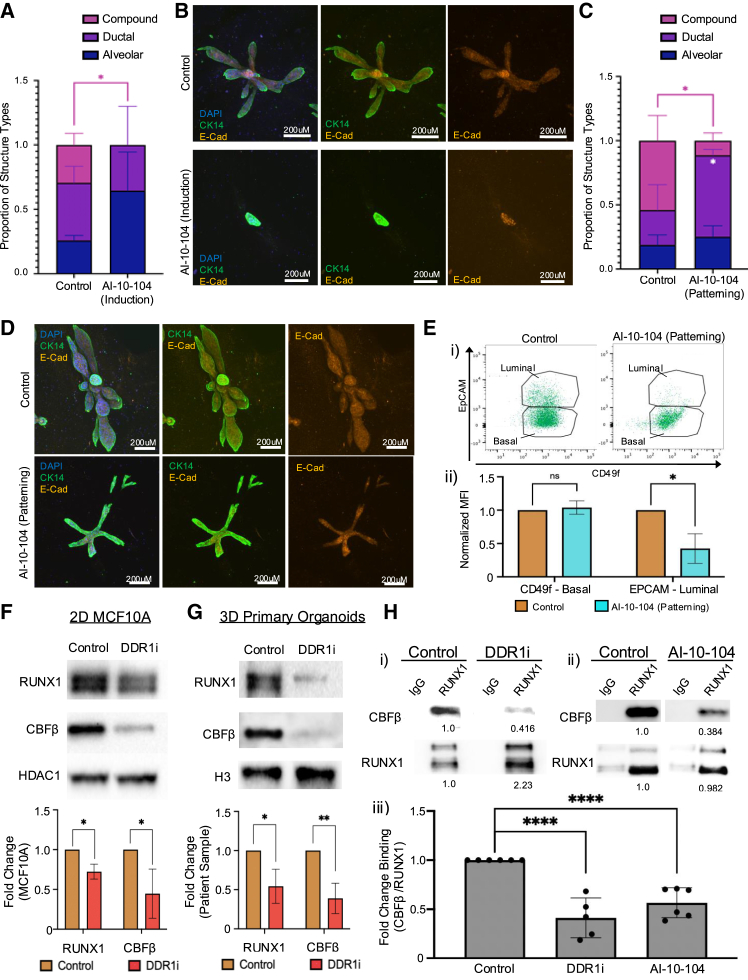
Effect of RUNX signaling inhibition on TDLU organoid development (A) Quantification of the types of organoids that formed following AI-10-104 treatment during induction. Data are presented as mean ± SD (*n* = 4 gels/2 primary patient samples). (B) Representative immunofluorescence staining of organoids from control or RUNX inhibitor-treated gels, with treatment initiated during the induction phase of organoid formation. CK14 (green), E-Cadherin (orange), and DAPI (blue) staining. Scale bars, 200 μm. (C) Quantification of the types of organoids that formed following AI-10-104 treatment during patterning (*n* = 4 gels/3 primary patient samples). Data are presented as mean ± SD. (D) Representative immunofluorescence staining of organoids from control or RUNX inhibitor-treated gels, with treatment initiated during the induction phase of organoid formation. CK14 (green), E-Cadherin (orange), and DAPI (blue) staining. Scale bars, 200 μm. (E) Representative flow cytometry plot analysis of basal (CD49f) and luminal (EpCAM) cells (FACS) (i) and quantification of mean fluorescent intensity (ii) from primary patient samples cultured in 3D, treated with RUNX inhibitor during patterning (*n* = 3 primary samples). values are expressed as mean ± SD. (F) Representative western blot analysis and quantification of Runx1 and Ddr1 expression from nuclear lysates of MCF10A cells treated with collagen and DDR1i (*n* = 3). Data are presented as mean ± SD. (G) Representative western blot and quantification of nuclear protein from fractionated lysate obtained from primary patient samples cultured in 3D hydrogels (*n* = 3). Data are expressed as mean ± SD. (H) CoIP of Runx1 and subsequent blotting and quantification of CBFβ from the lysate of MCF10A samples cultured in 2D treated with collagen or collagen and either DDR1i or RUNX inhibitor AI-10-104. Normalized quantification values below the blot. Quantification is derived from *n* = 6 independent experiments for control and AI-10-104 and *n* = 5 for DDR1i treatment and is presented as mean ± SD. Statistical significance was determined through multiple t tests, with significance levels indicated as follows: ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001, and ^∗∗∗∗^*p* < 0.0001.

Similar to DDR1i, AI-10-104 treatment during the patterning phase also led to a loss of complex TDLU organoid formation (Figure S4C). The organoids that did form under AI-10-104 treatment were primarily composed of simple ductal structures (Figure 4C). Despite these changes, the total number of organoids remained unaffected by AI-10-104 treatment (Figure S4D), suggesting a blockage in tissue patterning rather than in organoid initiation. Immunofluorescence staining for E-Cadherin and CK14 in organoids treated with AI-10-104 starting from day 7 revealed lineage specification similar to that observed with DDR1i treatment, despite the inability to form alveoli at the terminal ends of the elongating ductal structures (Figure 4D). We also examined whether the lack of alveolar morphogenesis in AI-10-104 treated organoids might be due to differences in the number of cells present within the structures. Indeed, a significant reduction in the number of EpCAM^high^ luminal cells was found in AI-10-104 treated organoids (Figure 4E), consistent with the notion that the failure to form alveoli is due to a failure of luminal cell expansion (Rauner et al., 2021).

Since DDR1i and AI-10-104 treatment phenocopy each other, we sought to determine whether DDR1 inhibition might affect the expression and/or interaction of RUNX1 and CBFβ. MCF10A cells stimulated with collagen and DDR1i showed a significant reduction in the total levels of RUNX1 protein expression as well as the expression of RUNX1 co-factor CBFβ (Figure 4F), whose binding is essential for both RUNX1 protein stabilization and transcriptional activity (Qin et al., 2015). Similarly, primary single-cell-derived organoids grown in 3D treated with DDR1 inhibitor also exhibited a similar decrease of RUNX1 and CBFβ protein expression (Figure 4G).

The RUNX1-CBFβ complex is critical for both the stability of RUNX1 protein but also for its activity as a transcription factor (TF) (Qin et al., 2015). Since DDR1i reduced the levels of RUNX1 and CBFβ, we investigated whether DDR1 inhibition might also affect their interaction. Indeed, oc-immunoprecipitation of CBFβ with RUNX1 in MCF10A cells showed a significant reduction in complex formation in the presence of DDR1i (Figures 4Hi and 4Hiii), similar to that seen with the RUNX1-CBFβ inhibitor AI-10-104 (Figures 4Hii and 4Hiii; Figure S4A).

We used two additional RUNX inhibitors, with differing effects on RUNX1/CBFβ complex formation to assess morphological phenotypes. Cells and organoids were treated with either RO5-3335, which was discovered in a screen for small molecules that also disrupts the RUNX1 and CBFβ complex (Figure S4A) (Illendula et al., 2016), or AI-10-49, which targets the oncogenic CBFβ fusion protein CBFβ-SMMHC more selectively than the wild-type complex. RO5-3335 treatment phenocopied DDR1i or AI-10-104 treatment and had a significant increase in the proportion of alveolar or ductal structures generated when treatment began during induction or patterning, respectively, along with a loss of complex TDLU structures (Figures 2B, 4A, S4A, and S4E). While treatment with AI-10-49 during induction also resulted in the loss of complex TDLU structures, it caused significantly different structural proportions in culture compared to other treatments. The notably similar phenotypes of organoids treated between DDR1i, where DDR1i decreases CBFβ/RUNX1 expression, and inhibitors specific for CBFβ/RUNX1 complex formation (AI-10-104 and RO5-3335), suggest that DDR1 regulates RUNX expression and activity to influence tissue patterning and differentiation.

Finally, we also treated organoids with a gamma-secretase inhibitor to block NOTCH1 signaling during the same experimental time points to rule out confounding effects from overlapping stem cell signaling pathways and evaluate whether all inhibitors of stem cell activity phenocopy each other. The Notch signaling pathway plays a crucial role in the regulation of mammary stem cells and promotes the differentiation of luminal progenitors while inhibiting the myoepithelial lineage, thereby helping to shape the architecture of the mammary gland (Rauner et al., 2021). Interestingly, inhibiting NOTCH1 during induction led to a failure in TDLU formation but did not cause an expansion of alveolar organoid formation, an outcome not observed with either DDR1i or AI-10-104 treatments (Figure S4F). Instead, NOTCH1 inhibition during both induction and patterning led to an increase in ductal-only organoids compared to other structure types. This indicates that stem cell activity regulated by NOTCH during the early stages of breast organoid development differs from that of DDR1-RUNX1, highlighting the distinct stem cell signaling pathways influencing tissue development and architecture.

Together, these results elucidate a common stem cell regulatory pathway involving these two proteins, which differs from Notch signaling that guide the complex morphological development of stem cells into complex breast tissue organoids. It also underscores the importance of RUNX during induction and patterning. Like DDR1, during induction, RUNX1 is necessary for differentiation of bipotent stem cells, while during patterning, it is required for the expansion of luminal cells. The disruption of this luminal cell differentiation consequently inhibits alveologenesis, preventing the formation of complex TDLUs and thus mirroring the effects observed with DDR1 inhibition.

### DDR1 and RUNX share a core transcriptional network that controls breast epithelial differentiation

Given the strong phenotypic similarities observed following DDR1 and RUNX1 inhibition, we sought to investigate whether these effects could be attributed to a common transcriptional network. To test this, we first performed bulk RNA-seq analysis on primary breast organoids, from 3 different donors, treated with DDR1 or RUNX inhibitors. A total of 353 genes were differentially expressed upon DDR1 inhibition and 182 following RUNX inhibition. (Figure 5A).

**Figure 5:**
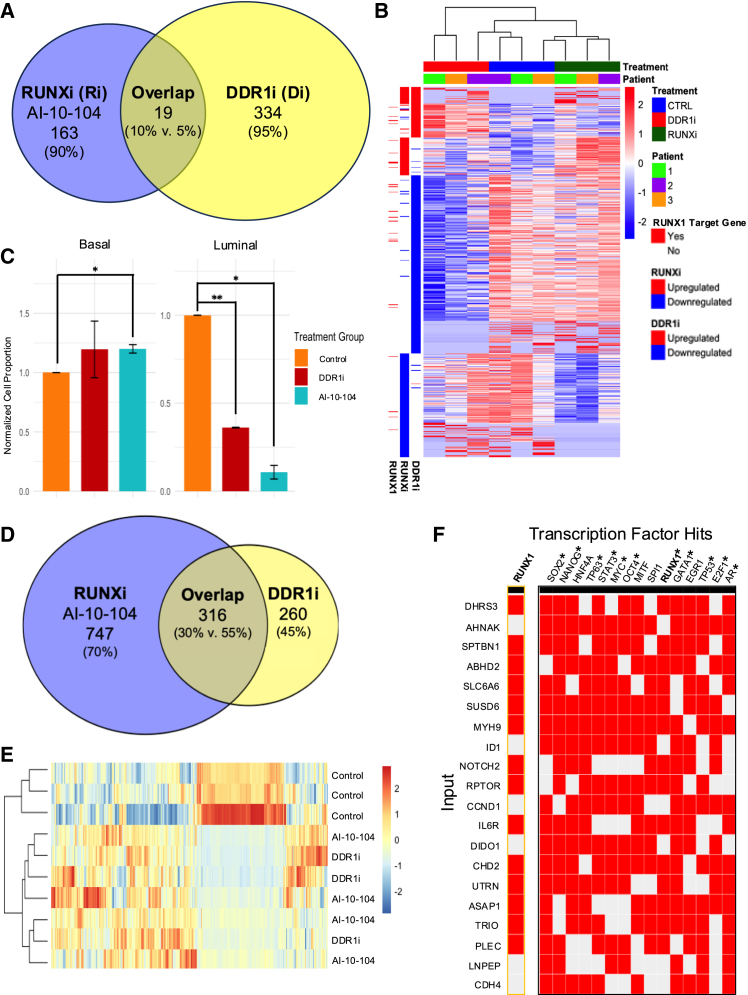
Interplay between DDR1 and RUNX1 in regulating breast epithelial differentiation (A) Venn diagram illustrating the overlap of differentially expressed genes in three primary patient treated with DDR1 and RUNX inhibitors. (B) Heatmap of the overlapping differentially expressed genes from DDR1i and RUNXi treated organoids, as compared to the control. Bars on right represent clustered groupings of differentially expressed genes for DDR1i and RUNXi. Dashes in *RUNX1* column represent *RUNX1* target genes. (C) Normalized cell populations determined through the deconvolution of bulk sequencing by using CIBERSORTx (Steen et al., 2020). (D) Venn diagram illustrating the overlap of differentially expressed genes in MCF10A cells treated with DDR1 and RUNX inhibitors, highlighting a core set of 316 genes impacted by both treatments treated with Col-1 and DDR1 inhibitor (DDR1i) or Col-1 and RUNX inhibitor (RUNX1i), compared to control. (E) Heatmap of the overlapping differentially expressed genes from MCF10A cells, as compared to the control. (F) Unsupervised clustering analysis showing that DDR1i and AI-10-104 treated cells cluster closely together, distinct from control cells, suggesting similar transcriptional responses to both inhibitors. Heatmap of the overlapping differentially expressed genes, as compared to the control. Hierarchically clustered heatmap visualization of the associations between *DDR1-RUNX1* overlapping gene set (input) and enriched transcription factors, utilizing data from the ChEA database (Lachmann et al., 2010). ^∗^ represents transcription factor hits of interest. Statistical significance was determined through multiple t tests, with significance levels indicated as follows ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001.

Unsupervised hierarchical clustering of primary sample-derived organoids showed consistent clustering of treatment groups away from control samples, highlighting similar responses of each patient sample to each inhibitor, and showed the range of effects on *RUNX1* target genes with each treatment (Figure 5B). Among the differentially expressed genes (DEGs), approximately 25% represented direct *RUNX1* transcriptional targets, suggesting a partial but limited overlap. Nineteen of these DEGs from both treatment groups overlapped, indicating a common core of gene targets (Figure 5; Table S3). Using the ChEA dataset (Lachmann et al., 2010) on Harmonize, we found that 94 of the 353 DDR1i-associated genes (∼26%) and 47 of the 182 RUNXi-associated genes (25%) were direct targets of *RUNX1* (Figure S5A).

Gene set enrichment analysis (GSEA) of DEGs revealed loss of *KRAS* and apical signaling as well as expression of *MYC* and *MTOR* targets shared following DDR1i or *RUNX* inhibition (Table S4). GSEA of MicroRNAs (miRNAs) revealed that the differentially expressed gene sets from both DDR1i and RUNXi treatment groups overlapped with genes regulated by miR-93, significantly with miR-93-5p (*p* = 9.27e−3 for DDR1i; *p* = 9.86e−6 for RUNXi), and trending toward significance for miR-93-3p (*p* = 0.0566 for DDR1i; *p* = 0.086 for RUNXi) (Figures S5B and S5C). miR-93 expression is known to be repressed by *RUNX1* and other members of the RUNX TF family and has been implicated in migration and proliferation of normal and cancerous cells (Bao et al., 2020). The large overlap of miR-93-5p target genes in the leading edge for both DDR1i and RUNXi gene sets suggests additional ways *RUNX1* and *DDR1* could share regulatory mechanisms (Figure S5B).

We also applied CIBERSORTx-cell lineage-deconvolution to infer population-level changes (Steen et al., 2020). Both DDR1i and RUNXi treatments significantly reduced the proportions of luminal cell populations (Figure 5C), consistent with the morphological and FACS data (Figures 2F and 4D).

The limited overlap in core transcriptional regulators observed in primary organoids likely reflects patient heterogeneity and long-term adaptations (21 days post-seeding) of primary organoids. 

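MCF10A is a spontaneously immortalized, non-tumorigenic human breast epithelial cell line. RNA-seq was carried out on 16 MCF10A libraries in 4 groups of 4. The first group was a vehicle control that received no collagen, and the second received collagen alone. The third received collagen with DDR1-IN-1 (DDR1i), a small molecule inhibitor of the kinase DDR1, and the fourth received collagen with AI-10-104 (RUNXi), which blocks binding of RUNX proteins to CBFβ. Inhibitors were present for 48 h, DDR1i at 2 μM and AI-10-104 at 5 μM, and collagen was added at 0.05 mg/mL for the last 24 h.
The authors aligned the reads to GRCh37 with STAR and deposited the number of reads counted on each gene in each library, without normalization or a filter on low counts. The paper's text does not name the counting tool, the gene annotation or the use of strand. Total counts per library ranged from 12184619 to 44332378 in the control group (median 25472523) and from 17570707 to 27695778 with collagen alone (median 26844098). They ranged from 16173156 to 24133596 with collagen and DDR1i (median 22253132) and from 15558341 to 26162434 with collagen and RUNXi (median 22570373).
Each inhibitor was compared with collagen alone. Collagen replicate 3, the library that the authors removed as an outlier, was left out, so that 3 collagen libraries and 8 inhibitor libraries shared one fit and one estimate of the spread. Counts were scaled with edgeR's TMM method, genes with low counts were removed with its filterByExpr function, and 13548 of the 26475 genes in the table were tested. A gene was taken as a DEG when its adjusted p-value from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was under 0.05. The choice of collagen libraries, the filter and the test each changed the number of DEGs.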

Given this, we next examined the transcriptional relationship between *DDR1* and *RUNX1* more directly, using the normal human breast MCF10A cell line exposed to either collagen alone or collagen in combination with DDR1 or RUNX inhibitors. Under these conditions, DDR1 and RUNX inhibition induced highly overlapping transcriptional responses, identifying 316 shared DEGs (representing over half of all DDR1-responsive genes). 

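With collagen replicate 3 left out, 334 genes were differentially expressed with DDR1i (229 of them higher than with collagen alone) and 549 with RUNXi (351 of them higher). The lists shared 193 genes, of which 148 were higher and 43 lower with both inhibitors. Both lists were drawn against the same 3 collagen libraries. In 20 simulations in which neither inhibitor had an effect but both were compared with the same collagen libraries, 0 genes were shared each time. Each simulation called 1 gene at most per inhibitor, so that it cannot measure how much the shared libraries add to the overlap. The overlap fell to 1 gene with collagen replicate 3 included, with 9 DEGs for DDR1i and 60 for RUNXi, and with the vehicle control in place of collagen alone as the reference 1 gene was shared as well. Collagen replicate 3, which took no part in the test, lay beyond the other 3 collagen libraries on the side of the inhibitors for 148 of the 148 genes higher with both and for 43 of the 43 genes lower with both. It lay within the range of the inhibitor libraries for 139 and 42 of these genes.
*ATP2B4*, which encodes a plasma membrane calcium pump, lies on chromosome 1 from 203595960 to 203713209 (GRCh37). Its expression was 28.5 ± 2.49 normalized CPM (SD, n = 3) with collagen alone, 66.1 ± 11.7 (SD, n = 4) with DDR1i and 62.3 ± 6.81 (SD, n = 4) with RUNXi, and 50.1 in collagen replicate 3. The log2 fold change was 1.21 with DDR1i (standard error 0.16, adjusted p = 0.000871 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.13 with RUNXi (standard error 0.16, adjusted p = 0.000215 from the same edgeR test). It was the 1 gene that stayed in the overlap with collagen replicate 3 included (adjusted p = 0.0331 and 0.0258 from the same edgeR test). In the vehicle control *ATP2B4* had 37.1 ± 5.50 CPM (SD, n = 4), between collagen alone and the inhibitors.
*UTRN* (chromosome 6, 144606471 to 145174170), which encodes utrophin, had 10.9 ± 2.74 CPM (SD, n = 3) with collagen alone, 30.6 ± 5.70 (SD, n = 4) with DDR1i and 27.4 ± 4.05 (SD, n = 4) with RUNXi. Its value in collagen replicate 3 was 32.3 CPM, and its adjusted p with that library included was 0.464 for DDR1i and 0.356 for RUNXi (same edgeR test). In the vehicle control *UTRN* had 29.7 ± 10.2 CPM (SD, n = 4), near the inhibitor groups rather than collagen alone.
Among the genes that were lower, *CSTA* (chromosome 3, 122044095 to 122060816), which encodes cystatin A, fell from 145 ± 31.2 CPM (SD, n = 3) to 78.7 ± 11.0 (SD, n = 4) with DDR1i and 82.0 ± 13.7 (SD, n = 4) with RUNXi, and had 74.99 CPM in collagen replicate 3. The log2 fold changes were -0.89 (standard error 0.15, adjusted p = 0.00401, same edgeR test) and -0.83 (standard error 0.15, adjusted p = 0.00421, same edgeR test). With collagen replicate 3 included, its adjusted p was 0.386 and 0.206 (same edgeR test). In the vehicle control *CSTA* had 91.6 ± 20.3 CPM (SD, n = 4), nearer the inhibitor groups than collagen alone. For these genes, each of the 4 DDR1i and each of the 4 RUNXi libraries lay beyond all 3 collagen libraries tested, and each gene stayed differentially expressed with both inhibitors in the 11 fits that each left out 1 tested library.

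**Figure D1:**
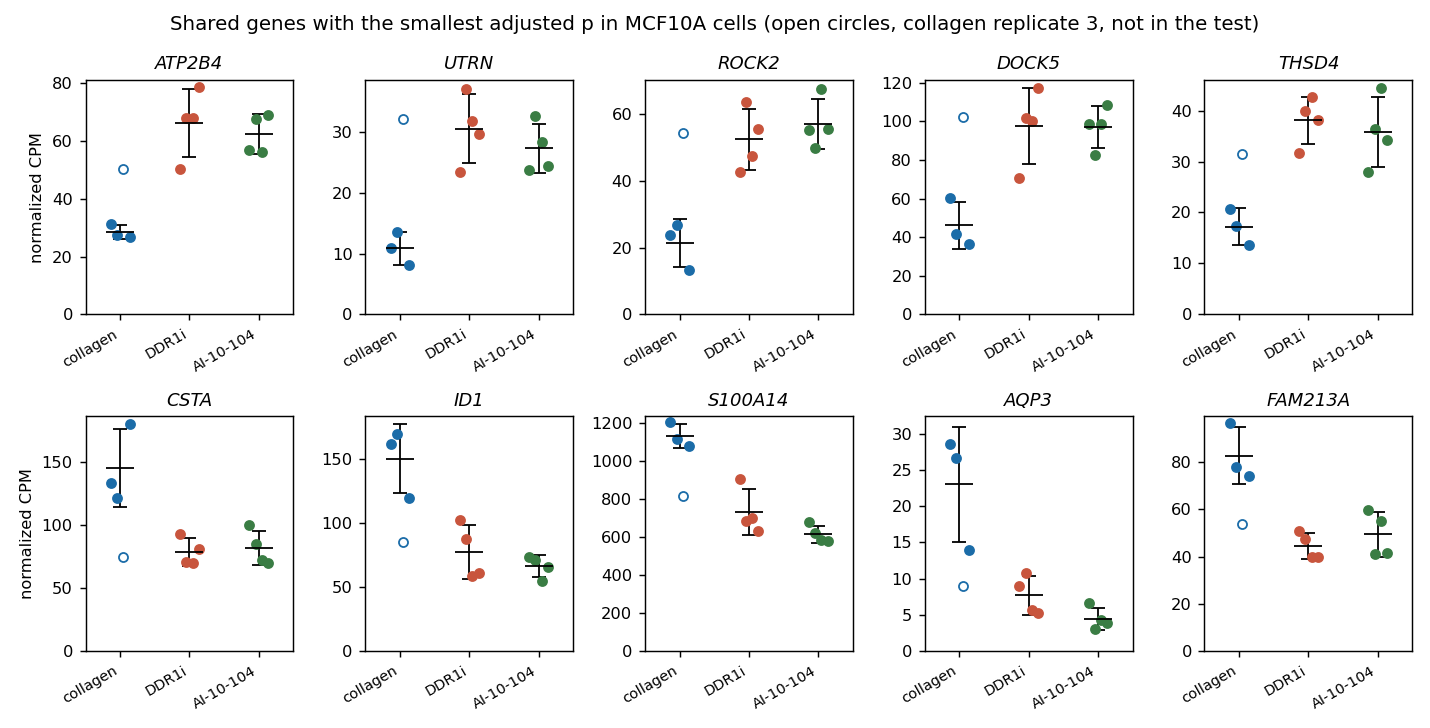
Normalized CPM of the 5 higher and 5 lower shared genes with the smallest adjusted p, on an axis from 0, in each library with collagen alone, collagen and DDR1i, and collagen and RUNXi. Filled points are the libraries tested, bars are their mean ± SD (n = 3, 4 and 4), and the open circle is collagen replicate 3, which was not tested. In each of the 10 genes the open circle lies beyond the other collagen libraries on the side of the inhibitor libraries, as for *ATP2B4*, with 50.1 CPM against a mean of 28.5 in the other collagen libraries.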

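The shared genes made up 57.8% of the genes differentially expressed with DDR1i (95% Wilson confidence interval 52.4 to 62.96%, which covers counting error only) and 35.2% of those with RUNXi. The remaining 141 DDR1i genes and 356 RUNXi genes were differentially expressed with a single inhibitor. In fits that each left out 1 library, the number of shared genes ranged from 31 without collagen replicate 4 to 313 without DDR1i replicate 1. The share of DDR1i genes ranged from 26.3% without RUNXi replicate 4 to 81.7% without DDR1i replicate 3.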

Over half the genes (316 out of 576) that exhibited differential expression upon DDR1 inhibition overlapped with those affected by RUNX inhibition (Figure 5D). Moreover, unsupervised clustering analysis of these 316 DEGs indicated that cells treated with DDR1i, and cells treated with AI-10-104 closely clustered together, contrasting with the control cells (Figure 5E). 

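Hierarchical clustering (Euclidean distance, complete linkage) was applied to log2 CPM of the 193 shared genes, scaled per gene. Divided into 2 branches, the 11 libraries separated by treatment with 0 misplaced: collagen replicates 1, 2 and 4 on one branch and the 8 inhibitor libraries on the other. The mean distance between a DDR1i and a RUNXi library was 10.2 ± 2.08 (SD, 16 pairs), below the mean distance between DDR1i libraries (11.5 ± 3.25, SD, 6 pairs) and above that between RUNXi libraries (8.70 ± 1.22, SD, 6 pairs). The distance of a collagen library to a DDR1i library was 26.7 ± 7.73 (SD, 12 pairs) and to a RUNXi library 26.0 ± 5.81 (SD, 12 pairs). These genes were chosen for their difference between the groups, so that no p-value was computed. When collagen replicate 3 was clustered together with the other libraries on these genes, it was placed on the inhibitor branch. Clustered on all 13548 tested genes, 2 libraries (collagen replicates 1 and 2) joined the inhibitor branch, and on the 500 most variable genes 4 libraries were misplaced.
Fig. 5E shows 3 libraries with DDR1i, and the paper does not say which of the 4 these are. Relative to the mean of all 16 libraries, the mean log2 expression of the 148 higher genes was -0.09, 0.20, 0.36 and 0.34 in DDR1i replicates 1 to 4. It was 0.13, 0.13, 0.26 and 0.27 in RUNXi replicates 1 to 4, and -0.57, -0.54 and -0.91 in collagen replicates 1, 2 and 4, against 0.25 in collagen replicate 3. From the overlap, obtained in a short-term design, the paper concludes that both inhibitors act on a common transcriptional network.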

Notably, GSEA of the genes within this shared set reveals that they are implicated in known *RUNX1* processes such as tissue development, EMT (Ariffin, 2022), estrogen response (Stender et al., 2010), *MYC* signaling (Choi et al., 2017), as well as numerous other functions (Table S5). This short-term design captured immediate transcriptional responses without confounding compensatory mechanisms, thus revealing a robust common transcriptional network.

We next analyzed the overlapping *RUNX1/DDR1* target gene set to gain deeper insights into how they are regulated at the transcriptional level. (Figures 5F and S5D). We identified several TFs including *SOX2*, *NANOG*, and *OCT4* that regulate the same *RUNX1/DDR1* target genes. These TFs have known roles in the regulating pluripotent stem cell functions as well as cooperating in MCF10A cells with driving stem-like phenotypes (Figures 5F and S5) (Qu et al., 2015; Sokol et al., 2015). 

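The genes drawn in Fig. 5F and Fig. S5D, 35 in all, were selected by the authors from the overlap found in these libraries, so that their expression here is not independent evidence. Of the 35 genes, 30 were higher and 5 lower with both inhibitors. Differential expression with both was found for 20 genes over all genes tested, and for 35 when p was adjusted over the list alone. With collagen replicate 3 included, 1 of these 20 genes remained (*ATP2B4*). With the trend of expression with transcript length removed from each library, 4 of the 35 genes were found with both, of which 3 were among the 20.
Of the transcription factors, *NANOG* had 0 counts in the 16 libraries and *SOX2* had 10 counts in total, found in 3 libraries. *POU5F1*, which encodes OCT4, had 487 counts in total, found in 15 libraries. Activity of these factors was not measured by the counts.
*ID1* (chromosome 20, 30193086 to 30194318), one of the genes of Fig. 5F, had 150.0 ± 26.8 CPM (SD, n = 3) with collagen alone, 77.0 ± 21.0 (SD, n = 4) with DDR1i and 66.3 ± 8.50 (SD, n = 4) with RUNXi, and 85.3 in collagen replicate 3. The log2 fold changes were -0.96 (standard error 0.17, adjusted p = 0.00595 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.18 (standard error 0.17, adjusted p = 0.000431 from the same edgeR test). With collagen replicate 3 included, its adjusted p was 0.272 with DDR1i and 0.0258 with RUNXi (same edgeR test). In the vehicle control *ID1* had 120.5 ± 33.4 CPM (SD, n = 4), between collagen alone and the inhibitors.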

Other significant TFs identified as regulating the *DDR1/RUNX1* target genes include *TP63*, *STAT3*, *MYC*, *GATA1*, *TP53*, *E2F1*, and *AR* (Figure 5F). Notably, these TFs regulate stemness and differentiation programs in the breast, but also in other stratified epithelial tissues (Portal et al., 2022; Wu et al., 2003), as well as the hematopoietic system (Aigner et al., 2019; Choi et al., 2017; Huang et al., 2014; Shimizu and Yamamoto, 2023; Trikha et al., 2011). The contrasting results between chronic inhibition in 3D versus acute disruption in MCF10 cells highlight the complexity of *DDR1-RUNX1* signaling dynamics. Acutely, DDR1/RUNX1 share transcriptional responses, while chronically *DDR1/RUNX1* yields subtler transcriptional changes due to cellular adaptation or lineage-specific survival biases. This context-dependent regulation underscores the importance of temporal dynamics and cellular context in the regulation of genes essential for breast epithelial differentiation.

### *DDR1/RUNX1* axis mutations commonly occur in breast cancer

Breast cancer is fundamentally a disease of misregulated development and differentiation—breast cells no longer properly respond to developmental cues and begin to break free from their lineage-restricted behaviors. Breast cancer progression has consequently been linked to the process of de-differentiation. Thus, factors that control differentiation are often among the most frequently mutated genes in breast cancers. The aforementioned results, which indicate that *DDR1* influences a core set of stem cell and differentiation genes by regulating both the expression and interactions of *RUNX1*, also suggest that *RUNX1* and *DDR1* may be altered in breast cancer. Indeed, previous studies have linked both *RUNX1* and DDR1 to specific breast cancer phenotypes within specific subtypes. Both *RUNX1* and *CBFβ* are in the top 30 genes mutated in breast cancer (Ariffin, 2022; Griffith et al., 2018). Expression of *RUNX1* has been hypothesized to be protective to HR^+^ cancers as *RUNX1* has an antagonistic effect on ERα signaling (Stender et al., 2010). Additionally it has been shown that loss of function *RUNX1* somatic mutations occur at a higher rate in estrogen receptor (ER) positive breast cancers, rather than ER negative breast cancers (Ariffin, 2022; Koboldt et al., 2012), further linking this TF to tumor suppressor activity in hormone receptor (HR) positive breast cancers. It is believed that RUNX1 activity stabilizes the epithelial phenotype of the breast tissue (Hong et al., 2017). This observation has been supported by studies using MCF10A cells, where spontaneous *RUNX1* loss in xenograft models is associated with poorly differentiated tumors (Kadota et al., 2010), and targeted knockdown has been shown to lead to hyperproliferation and atypical morphogenesis of spheroids grown from the cell line (Wang et al., 2011). In non-hormonally regulated breast cancers, *RUNX1* expression has been hypothesized to drive increased proliferation (Fernández et al., 2023). Recent studies of DDR1 have shown that its loss plays a role in the epithelial to mesenchymal transition and that higher levels of *DDR1* expression decreases the invasive capacity of a tumor (Koh et al., 2015).

To further characterize the effects of the expression and acquired mutations of these proteins in breast cancer subtypes, we utilized the extensive breast cancer database on cBioPortal; in-depth analysis of genetic alteration types by gene demonstrated that *DDR1* alterations in breast cancer were predominantly amplifications (2.48%), while the majority of *RUNX1* and *CBFβ* alterations were mutations (2.93% and 3.24%, respectively) (Figure 6A). These alterations occur at rates such as those seen with epidermal growth factor receptor (*EGFR)* mutations, a commonly occurring mutation, at frequencies between 3% and 5% of all breast tumors (Figure 6A). Further analysis of this database revealed a highly significant tendency for the co-occurrence of mutations in *DDR1* and *RUNX1* as well as in *DDR1* and *CBFβ*, while *RUNX1* and *CBFβ* mutations tend to be mutually exclusive, as expected (Figure 6B). Together, these data suggest that the *DDR1-RUNX1* axis is often perturbed in breast cancer tumors.

**Figure 6:**
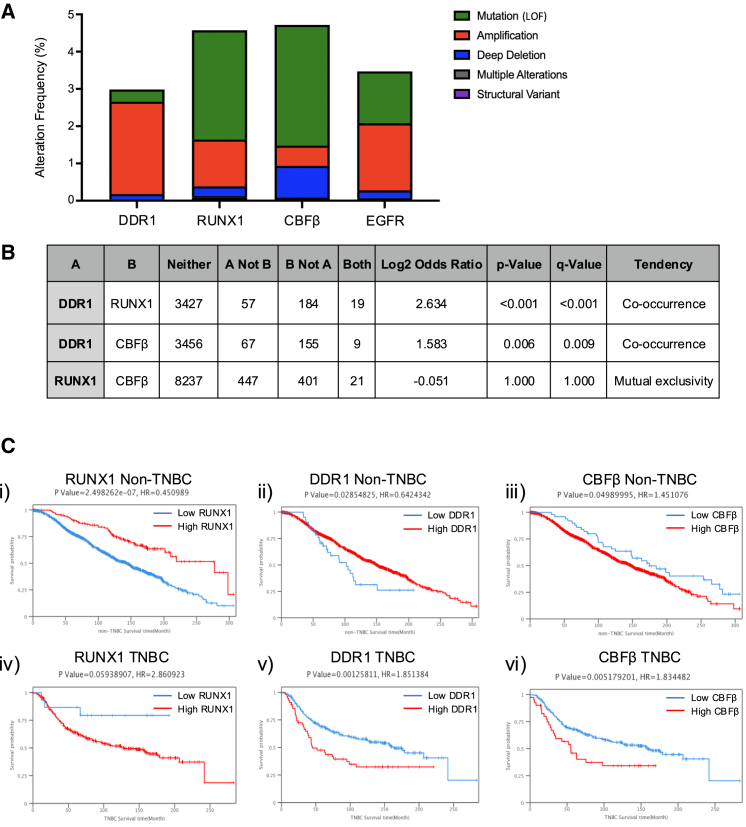
Comprehensive analysis of gene expression and clinical outcomes (A) Genomic alteration frequencies of *RUNX1*, *DDR1*, *CBF*, and *EGFR* in human breast cancer. Mutational frequency from 10,363 breast cancer (BC) samples in 9,776 patients, categorized by mutation type, for genes of interest and well-known regulators in BC, from the cBioPortal database. (B) Mutual exclusivity of *DDR1*, *RUNX1*, and *CBFβ* from the mutational data of 10,363 BC samples in 9,776 patients compiled on the cBioPortal database. (C) Kaplan-Meier OS curve based on high (red) and low (blue) *RUNX1* (i), *DDR1* (ii), or *CBFβ* (iii) in non-triple negative breast cancer (non-TNBC) or TNBC (iv–vi) from METABRIC data on the Breast Cancer Integrative Platform.

Given that *RUNX1* expression has previously been correlated with a positive prognosis in hormone positive non-triple-negative breast cancer (non-TNBC) and negative prognosis in triple-negative breast cancer (TNBC) (Fernández et al., 2023; Koboldt et al., 2012; Stender et al., 2010), we sought to investigate whether *DDR1* and *CBFβ* expression levels exhibit similar correlations. This notion is based on the hypothesis that *DDR1* and *CBFβ* operate within the same pathway as *RUNX1*, contributing to cellular differentiation and structural stability in breast cancer. To assess the association of *DDR1*, *RUNX1*, and *CBFβ* expression levels in these breast cancer subtypes, we used METABRIC data from the Breast Cancer Integrative Platform (BCIP) to produce Kaplan-Meier curves stratifying the association between their expression and survival by breast cancer subtype, with non-TNBC representing luminal/HR^+^ cancers and TNBC representing basal-like cancers. The results showed that similar to the effects of *RUNX1* expression in luminal cancers, elevated expression of DDR1 associated with increased survival in non-triple negative breast cancers (ER^+^/PR^+^/HER2^+^) (Figures 6Ci and 6Cii). In contrast, low expression of *DDR1* was associated with a survival in TNBC, which is similar to what is seen with *RUNX1* expression levels in this subtype (Figures 6Civ and 6Cv). Interestingly, in both cases, low *CBFβ* seemed to be associated with a slight increased survival (Figures 6Ciii–6Cvi). These findings underscore a connection between the expression patterns of *DDR1* and *RUNX1* across different cancer types and their involvement in stem cell states and lineage differentiation. Further work is needed to determine the relevant clinical implications of these proteins for potential therapeutic treatments across different breast cancer subtypes.

## Discussion

The data presented here establish a link between DDR1 activation and the transcriptional activity of *RUNX1* during the development and maturation of breast tissue. Our findings build on previous research about these proteins (Rauner et al., 2021; Sokol et al., 2015), highlighting their critical roles in the early phases of breast organogenesis, specifically during induction and patterning. The failure to activate DDR1 and RUNX1 during these stages hinders cellular lineage proliferation and the formation of alveolar structures. Additionally, our observations show that DDR1 inhibition diminishes protein interaction between RUNX1 and CBFβ. Given CBFβ’s established role in enhancing the affinity between RUNX proteins and DNA (Malik et al., 2019) and the predominant expression of RUNX1 in breast tissue (Mercado-Matos et al., 2017), this disruption significantly impacts the RUNX1-driven transcriptome. Notably, 55% of the genes differentially expressed following DDR1 inhibition in MCF10A cells show changes akin to those observed when RUNX1-CBFβ binding is inhibited. 

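Of the 334 genes differentially expressed with DDR1i, 327 (97.9%) changed in the same direction with RUNXi. In simulated libraries without any inhibitor effect, compared with the same collagen libraries, a high share also arose. Among as many genes with the smallest p for DDR1i, it ranged from 92.8 to 97.0%. A high share alone is therefore no evidence of a common response. Each simulation called 1 gene at most for DDR1i, so that it cannot tell what part of the 97.9% the shared reference explains. Across all tested genes, the log2 fold changes of the inhibitors had a Pearson correlation of 0.698 and a Spearman correlation of 0.677, where genes are not independent replicates. Because both fold changes use the same collagen libraries, the simulated libraries gave a mean Pearson correlation of 0.582 and a highest of 0.599. The observed correlation was not above this in every setting. When 1 library was left out, it ranged from 0.553 without RUNXi replicate 4 to 0.849 without collagen replicate 4. It was 0.503 with collagen replicate 3 included and 0.592 with DESeq2. These settings had no simulated value of their own. When each inhibitor was compared with a different single collagen library among replicates 1, 2 and 4, the median Pearson correlation was 0.110 (0.063 to 0.144). With the same single library for both inhibitors, over all 4 collagen libraries, it was 0.778. A single library is a noisier reference than a mean of 3, and no expected value was simulated. The 0.110 therefore cannot tell a shared response from deviations of the collagen libraries. A direct comparison of DDR1i with RUNXi found 77 genes, 47 higher and 30 lower with DDR1i. Among the shared genes, 2 changed in opposite directions. *TNC* rose by a log2 fold change of 1.05 with DDR1i and changed by -0.82 with RUNXi, and *AKR1C1*, whose reads could be split with its close paralogs, changed by -0.70 and 1.60. Neither was firmly in the overlap: *TNC* was differentially expressed with RUNXi (adjusted p = 0.0388 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in 5 of the 11 fits that each left out 1 library, and *AKR1C1* with DDR1i (adjusted p = 0.0498, same edgeR test) in 4 of them. The adjusted p of *TNC* with collagen replicate 3 included was 0.493 with DDR1i and 0.0610 with RUNXi, and that of *AKR1C1* with DDR1i was 0.454 (same edgeR test).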

A substantial proportion (54%) of these DEGs are recognized as direct RUNX1 targets, with the remainder potentially influenced by TFs regulated by RUNX1. While we have established a clear connection between DDR1 and RUNX1 modulation through both expression and activity upon inhibition, determining whether this modulation results from a direct or indirect interaction between the two proteins requires further investigation. Future studies are needed to elucidate how the RUNX1-CBFβ complex is regulated downstream of DDR1 activation.

Although further investigation is needed, our data provide valuable insights into the functional roles of RUNX1 in breast tissue, which appear to vary according to the developmental phase and the differentiation state of the cells. During induction, inhibiting the DDR1-RUNX1 axis impedes differentiation, preventing bipotent progenitors and stem cells from progressing to lineage-committed progenitors. In the patterning phase, disruption of signaling through the DDR1-RUNX1 axis obstructs normal physiological morphogenesis. Within the cell, DDR1 inhibition leads to a loss of *RUNX1* mRNA expression in progenitor and basal cell types, resulting in a significant reduction of both RUNX1 and its associated binding partner CBFβ proteins. Previous studies using transplant and organoid models have shown that progenitor and basal cells, which are in direct contact with the extracellular matrix, are the first to develop (Arendt et al., 2010; 2014; Russo and Russo, 2004). Additionally, the effects of RUNX1 and DDR1 inhibition are particularly pronounced in these early cell types when treatment is applied during the initial stages of breast development, highlighting the critical influence of these proteins on stem cells and early progenitors.

The range of functions associated with the identified TFs highlights the dual role that RUNX1 plays downstream of DDR1, involving both the suppression of stem-related genes and the activation of epithelial differentiation genes. 

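Of the 193 genes shared by DDR1i and RUNXi in MCF10A cells, 76.7% were higher with both inhibitors (95% Wilson confidence interval 70.2 to 82.1%). The interval covers counting error only, and genes are not independent replicates. The percentage higher ranged from 66.4% without collagen replicate 1 to 85.7% without DDR1i replicate 3 when 1 library was left out. The direction of change followed transcript length. The median length of the canonical transcript in the annotation was 8402.5 bases for the 148 genes that were higher, 1336 bases for the 43 that were lower and 3257 bases for all tested genes. After the trend of expression with transcript length was removed from each library, a step that would also take away a response truly related to length, 69 genes were shared, of which 21.7% were higher with both.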

A notable observation from our analysis is that nearly 70% of the overlapping gene set (219 out of 316 genes) exhibits upregulation in response to the loss of either *RUNX1* or *DDR1*. This suggests that RUNX1 primarily acts as an inhibitory factor in breast tissue, restraining the transcription of genes that promote a stem-like state, while facilitating the activation of genes necessary for epithelial differentiation. This activity underscores RUNX1’s critical function in maintaining cellular identity and preventing aberrant cell states in breast development.

Recently, RUNX1 and CBFβ have all garnered attention as potential clinical targets in breast cancer (Ariffin, 2022; Han et al., 2022; Malik et al., 2019). Current evidence indicates that *RUNX1* and *CBFβ* are among the 30 most frequently mutated genes in breast cancer (Ariffin, 2022; Griffith et al., 2018; Koboldt et al., 2012), with a prevalence of approximately 4%–5% in breast cancer cases. However, *CBFβ* mutations may be under reported, as deletion of its chromosomal loci at 16q22 represents one of the most frequent and earliest genomic alterations observed in breast cancer, affecting roughly 50% of all cases (Cleton-Jansen et al., 2000). Similarly, *DDR1* mutations in breast cancer, estimated to occur in of 2%–4% of cases, may also be underreported as many genomic studies on breast cancer have not explicitly explored *DDR1*.

Human tumor sequencing data reveals a substantial co-occurrence of mutations between *DDR1* and either *RUNX1* or *CBFβ*, whereas such co-occurrence is not necessarily observed between *RUNX1* and *CBFβ*. These data are in line with our findings, as mutations to *DDR1* and either *RUNX1* or *CBFβ* would have two distinct effects, while loss of both *RUNX1* and *CBFβ* would be largely redundant. In these cases, concurrent loss mutations of *DDR1* and a member of the RUNX1-CBFβ complex could allow for survival advantages by manipulating their role in the balance of stem and differentiated states, or by promoting their normal function of proliferation. Further examination of this co-occurring mutation across all cancer studies on cBioPortal showed that this mutational relationship between DDR1 and either RUNX1 or CBFβ remained strongly significant, indicating that this axis is worth investigating outside of breast cancer. Given the development of potent and selective inhibitors targeting both RUNX1 and DDR1 for potential clinical therapies against various localized tumors, research aimed at deepening our understanding of the role of the DDR1/RUNX1 axis in oncogenesis and normal development is critical.

### Conclusions

Our investigation employing a cutting-edge breast organoid model generated in a 3D hydrogel has shed light on a previously unrecognized yet crucial player within the DDR1 signaling pathway—RUNX1. The activation of DDR1, triggered by the binding of its ligand, collagen, controls the regulation of RUNX1 through *RUNX1* mRNA and protein expression as well as the association between RUNX1 with CBFβ, and thus their downstream transcriptional processes. This newly uncovered DDR1-RUNX1 axis operates as a potent stem cell TF signaling node, orchestrating differentiation, and significantly impacting the morphological characteristics of breast epithelial structures. The clinical implications of these proteins’ expression in cancer are breast cancer subtype specific, warranting further scrutiny to harness the full potential of inhibitor-based therapeutic interventions.

## Methods

### Ethics statement

Primary tissues that normally would have been discarded as medical waste post-surgery were obtained in compliance with all relevant laws, using protocols approved by the institutional review board at Maine Medical Center and Tufts Medical Center. All tissues were anonymized before transfer to prevent tracing back to specific patients; for this reason, this research was provided exemption status by the Committee on the Use of Humans as Experimental Subjects at the Massachusetts Institute of Technology, and at Tufts University Health Sciences (IRB no. 13521). All enrolled patients in this study signed an informed consent form agreeing to participate in this study and for publication of the results.

### 2D cell culture of MCF10 cells

MCF10A (ATCC CRL-10317) and MCF10F (ATCC CRL) cells were cultured in DMEM/F12 (Corning) supplemented with 10 μg/mL insulin (Sigma), 20 ng/mL hEGF (E9644, Sigma Aldrich), 500 ng/mL hydrocortisone (Sigma), 100 ng/mL cholera toxin (Sigma-Aldrich), 5% horse serum (Gibco), and 1× antibiotic/antimitotic (Corning).

### Primary sample preparation

Primary tissue samples from reduction mammoplasties of healthy women were dissociated as previously described (Rauner et al., 2021) Epithelial clusters were dissociated to single cells using 0.25% trypsin-EDTA (Gibco) and filtered through a 40-mm mesh filter after fibroblast removal.

### Collagen stimulation assay

MCF10A and MCF10F cells were seeded at densities of 1e6 cells in 10-cm plates or 2.5e6 cells in 15-cm plates. Cells were treated with vehicle control (DMSO) or with 2 μM DDR1 inhibitor DDR1-in-1 (Tocris, 5077) or RUNX1 inhibitors AI-10-104 (Aobious, AOB17076) at a concentration of 5 μM, RO5-3335 (MedChemExpress, HY-108470) at a concentration of 1 μM, or AI-10-49 (Aobious, AOB0174) at a concentration of 20 nM. After 24 h, a solution of media, collagen (0.05 mg/mL), and 0.1 N NaOH for polymerization, and inhibitor or vehicle was placed on cells during media changes. Twenty-four hours later (48 h of total inhibitor treatment), collagen was removed, cells were lifted with 0.25% trypsin-EDTA, and prepared for downstream assays.

### 3D hydrogel model culture

Single cell primary tissue samples and MCF10A cells were mixed in a suspension of 1.7 mg/mL rat tail collagen I (Corning), 40 μg/mL laminin (Thermo Fisher Scientific), 20 μg/mL fibronectin (Gibco), and 10 μg/mL hyaluronic acid (Sigma), adjusted to pH 7.3 with 0.1 N NaOH. Hydrogels were plated in a four-chamber slide (Falcon) as a mold, polymerized for 1 h at 37°C, and overlaid with MEGM medium (Lonza, CC-3150) supplemented with 1× antibiotic/antimitotic, 1× Glutamax (Gibco). Structures were dissociated with collagenase and trypsin-EDTA, depending on downstream assays.

### Inhibitor time course

Single cell primary tissue samples were seeded into gels in three conditions: control, chronic DDR1 inhibitor or RUNX inhibitor treatment starting day 0 (induction), and chronic DDR1 or RUNX inhibition starting day 7 (patterning). For g-secretase inhibitor DAPT (Sigma, D5942) comparison to DDR1i, done at a concentration of 5 μM, samples developed quickly so they were treated on day 0 for induction and 4 for patterning. Samples were matured for up to 28 days and scored blinded for structure types.

### RNA isolation and quantitative RT-PCR

Cells were pelleted, and RNA was isolated using the RNAeasy kit (QIAGEN). cDNA was produced with the iScript cDNA kit (Bio-Rad), and RT-qPCR was performed with Sybr green (Bio-Rad). Primers for target genes are provided in supplemental information.

### scRNA-seq

Previously published scRNA-seq data from organoids (Rauner et al., 2021) was analyzed using Seurat v3 for data integration, normalization, and feature selection.

### Western blot

Cells grown in 2D or isolated from 3D hydrogels were pelleted by centrifugation and were fractionated using into nuclear and cytoplasmic extracts as previously described (REF). Nuclear fractions were separated via NuPAGE gel (Invitrogen), transferred to PDVF (Bio-Rad) and incubated with primary antibody overnight at 4°C and with secondary antibody for 1 h at room temperature. Immunoblot membranes were developed using a chemiluminescent substrate (Thermo Fisher Scientific) and imaged with the Chemidoc XRS+ with Image Lab 6.0.1 software (Bio-Rad, Hercules, CA). ImageJ2 (version 2.8.0/1.53t) was used to densitometry quantifications. Primary antibodies used were: RUNX1 (4336, Cell Signaling Technology, Clone D33G6, 1:1,000), CBFβ (A303-549A, Bethyl Laboratories, 1:1,000), HDAC1 (5356, Cell Signaling Technology, Clone 10E2, 1:1,000), H3 (9715, Cell Signaling Technology, 1:1,000). Secondary antibodies used were goat anti-rabbit (7074, Cell Signaling Technology, 1:1,000) and goat anti-mouse (7076, Cell Signaling Technology, 1:1,000).

### Co-immunoprecipitation

MCF10A cells from 2D collagen stimulation assays were pelleted by centrifugation and lysed using 1× RIPA buffer containing both 1× protease inhibitor cocktail and 1× phosphatase inhibitor lysate was precleared with protein-A magnetic beads (73778, Cell Signaling Technology). Cells were then incubated in immunoprecipitative antibody overnight at 4°C. Antibodies and attached proteins were conjugated to the magnetic beads at room temperature for 40 min. Samples were separated via SDS-PAGE gel and transferred to PDVF to be blocked in 5% BSA. Blots were then incubated with primary antibody overnight at 4°C and with secondary antibody for 1 h at room temperature. Immunoprecipitative antibody was RUNX1 (HPA004176, SIGMA, 5 μg/mg lysate). Primary antibodies were RUNX1 Ms (sc-365644, Santa Cruz Biotechnology, A-2, 1:1000), CBFβ Ms (67885-1, Proteintech, 1D7F2, 1:1000), and secondary antibody was goat anti-mouse (7076, Cell Signaling Technology, 1:1000).

### Microscopy

Immunofluorescence images captured using Nikon AXR (Nikon Microscopy). Brightfield images captured using Nikon Eclipse Ti-U (Nikon Microscopy), using SPOT 5.6 software.

### Immunofluorescence

Cells and hydrogels were fixed with 4% paraformaldehyde (Thermo Fisher Scientific), permeated with 0.1% Triton 100×, and incubated at 4°C for 18 h with the following primary antibodies: E-Cad (13–1700, Thermo Fisher Scientific, HECD-1, 1:100), CK-14 (RB-9020, Thermo Fisher Scientific, 1:300), CK14 (Abcam, AB7800), ZEB1 (Santa Cruz Biotechnology, sc-25388, 1:100), CK7 (Cell Signaling Technology, 4465, 1:100), EpCAM (Fisher, BD 347200, 1:10,000), and RUNX1(HPA004176, Sigma, 1:100). Samples were then incubated at 4°C for 18 h with the following secondary antibodies: DAPI (D1306, Life Technologies, 1:1000), AF488 (A11008, Invitrogen, 1:1000), AF555 (A21424, Invitrogen, 1:1000), and Phalloidin-AF647 (A22289, Invitrogen, 1:500).

### Live imaging

Primary single cells, isolated as described previously, were incubated with the cell tracking dye Cytopainter Green (1:500, cat no. ab138891, Abcam) for 30 min and then were washed and seeded at a concentration of 100 cells per 20 μL hydrogel. For gel fabrication, 20 μL hydrogel drops were deposited onto the center wells of a 96-well plate (Corning, no. 3603). Gels were allowed to incubate for one hour at 37°C until fully polymerized. MEGM (80 μL) was then added to each well and gels were gently lifted off the well surface with a pipette tip. Cultures were immediately placed in a pre-warmed incubator chamber (Okolab Inc.) enclosed over a Nikon Eclipse Ti2-AX confocal microscope (Nikon Microscopy). Images of selected points were collected starting immediately after the addition of media, and every 30–45 min after, in both brightfield and with A488 laser at 4× magnification and 2.5× zoom across nine *z* positions. MEGM (20–40 μL) was added to the culture twice a week to maintain proper growth factors and liquid volume to prevent hydrogels from drying out. Cultures were live imaged for 18–21 days. Analysis and production of videos across locations and time points was performed using NIS-Elements (Nikon) and Premiere Pro (Adobe) software.

### Flow cytometry

Patient sample-derived structures, either control or inhibited during patterning at day 7, were dissociated and pelleted by centrifugation. Samples were washed and stained with the antibodies CD49f-FITC (555736, BD Biosciences, GoH3, 1:20) and EPCAM-PE (347198, BD Biosciences, 1:20). Samples were run on LSRII. FlowJo (version 10.9.0) was used for visualization and quantification.

### RNA-seq

RNA-seq was performed on human breast epithelial organoids and MCF10A cells to identify transcriptional changes upon DDR1 and RUNX inhibition. Organoids derived from primary human breast epithelial cells (3 different donor samples) were seeded as single cells into 3D hydrogels. Treatments with DDR1 inhibitor (DDR1i) or the RUNX inhibitor AI-10-104 began at day 7 of organoid development and continued until day 21. Organoids were allowed to form and grow until day 21, at which point they were extracted from the collagen matrix, lysed, and processed for RNA extraction and bulk RNA-seq. For MCF10A cells, mRNA isolated from cells in a collagen stimulation assay for 48 h. Organoids or MCF10A cells were lysed, and RNA was extracted using the RNeasy Mini Kit (QIAGEN), following the manufacturer’s protocol. RNA integrity and concentration were assessed using a bioanalyzer (Agilent). Libraries were prepared using TruSeq RNA Library Preparation kits (Illumina), and sequencing was performed on an Illumina NovaSeq platform, generating 150-bp paired-end reads. Data quality was checked using FastQC, followed by alignment to the human genome using STAR.

### MCF10A RNA-seq analysis

Read alignment to the human genome was performed using STAR with the CRCh37/hg19 assembly. Library normalization as well as differential expression testing was performed using R with DESeq2 (3.17). Sample SSR107 was removed as it was deemed outlier by PCA. 

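In a principal component analysis of log2 CPM of the most variable 500 genes in all 16 MCF10A libraries, PC1 held 26.0% and PC2 13.7% of the variance. The removed library, collagen replicate 3, lay at -10.5 on PC1, next to collagen replicate 4 at -9.38, while collagen replicates 1 and 2 lay at 6.67 and 1.55. Its distance to the nearest collagen library was 0.063 of the range of the group on PC1 and 0.334 on PC2, both below Dixon's critical ratio for an outlier among 4 samples. Computed on DESeq2's variance-stabilized values, the ratio of collagen replicate 3 was 0.878 on PC1, above that critical ratio, and 0.050 on PC2, where collagen replicate 4 was the one above it (0.871). The libraries farthest out on PC1 were control replicates 2 and 3, at 55.5 and 38.2, which had the lowest total counts of the control group. The paper's text does not give the principal component analysis behind the removal.

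**Figure D2:**
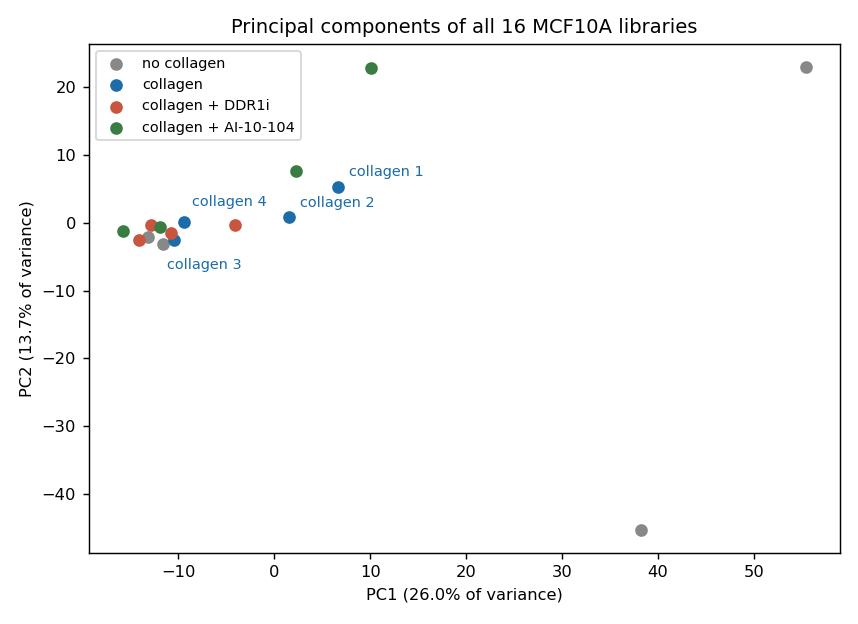
Principal component analysis of the 16 MCF10A libraries, with PC1 (26.0% of the variance) and PC2 (13.7%) on the axes and 1 point per library, coloured by group. The collagen libraries are labelled by replicate, and replicate 3 lies beside replicate 4 on PC1.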

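The paper's text does not say whether the p-values behind the MCF10A genes were adjusted. With unadjusted p-values from edgeR's quasi-likelihood test under the same threshold, 2442 genes passed for DDR1i and 2853 for RUNXi, and 1581 were shared, of which 56.5% were higher with both inhibitors. DESeq2 with Benjamini-Hochberg adjustment gave 819, 1154 and 490 genes, respectively. Of the 193 genes shared in the edgeR test, 190 were also shared with DESeq2.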

Differential gene analysis was conducted with significance determined by log fold change greater than or less than 0 with a *p* value of less than 0.05. Gene ontology analysis of the 316 overlapping gene set was performed using the ChEA dataset (Lachmann et al., 2010) visualized with Harmonize (version 3.0) and with the TRRUST (Han et al., 2015) dataset from ENRICHR to gain deeper insights into the potential cellular processes governed by the shared 316 DDR1/RUNX target genes. Data were also input into GSEA to determine hallmark gene sets that may be affected. Heat maps and Venn diagrams were created in R using Pheatmap and ggVennDiagram, respectively.

### Organoid RNA-seq analysis

Read alignment to the human genome was performed using STAR with the GRCh38 p14 assembly. Genes were retained for downstream analysis only if at least two out of nine samples exhibited non-zero counts. Differential gene expression analysis was performed using DESeq2 to compare paired patient samples, with significance determined by log fold change greater than or less than 0, and by a Benjamini-Hochberg adjusted *p* value of less than 0.05. TF targets’ analysis of the DEGs was performed using the ChEA dataset (Lachmann et al., 2010) on Harmonize (version 3.0) and visualized with R. GSEA was conducted using the C3:miR gene set collection from the Molecular Signatures Database. RNA-seq deconvolution analysis was conducted using CIBERSORTx (Steen et al., 2020) with a reference single cell gene set created from the epithelial populations extracted from single-cell sequencing of healthy breast tissue (Gray et al., 2022) and visualized with R.

### Mutational analysis

RUNX1, CBFβ, and DDR1 were probed for breast cancer alteration frequency on cBioPortal using primary tumor BC data from 20 studies broken down by cancer type. Mutational status across breast cancer subtype by PAM50 and exploration into mutational mutual exclusivity were also conducted using these studies on cBioPortal. Kaplan Meier survival curves were produced using METABRIC data the BCIP, plotting overall survival based upon transcriptome analysis of either a triple negative status, or non-triple negative (i.e., the expression of at least one receptor ER/Progesterone Receptor/HER2).

### Statistics

All statistics were performed using GraphPad Prism 8–10. Student’s t tests (two sided) were performed as a determinant of significance unless otherwise stated. Data are expressed as mean ± SD. Significance levels are indicated as follows: ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001, and ^∗∗∗∗^*p* < 0.0001.

## Resource availability

### Lead contact

Information requests can be directed to the lead contact, Charlotte Kuperwasser ().

### Materials availability

Materials used in this study are available from the lead contact, Charlotte Kuperwasse, upon request.

### Data and code availability

This paper analyzes two existing scRNA-seq datasets, publicly available through the following GEO accession numbers: GSE180878 and GSE162296. Original scRNA-seq data for this paper was deposited to GEO, and is available through the following accession numbers: GSE298818 and GSE272979. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

We gratefully acknowledge Albert Tai, Irena Grinvald, and Michael Berne at the Tufts Genomics core for high-throughput sequencing services; Stephen Kwok and Allen Parmelee at the Tufts Laser Cytometry Core Facility for flow cytometry support; and Karla Murga, Daniela Requena, and Megan Maloney at Tufts Biomedical Repository for tissue support. This research was supported by the following: 10.13039/100000002NIH/10.13039/100000057NIGMS (7R01GM124491 to P.B.G. and C.K.), 10.13039/100000002NIH/10.13039/100000057NIGMS (T32GM150533 to R.W.), 10.13039/100001006Breast Cancer Research Foundation (to C.K.), and Find The Cause (FTC) Breast Cancer Foundation (to C.K. and S.M.).

## Author contributions

C.T., G.R., N.T., M.P., D.E.C.F., Y.M., P.B.G., and C.K. conceived the project and designed experiments. C.T. performed experiments. C.T. and N.T. performed sequencing analysis. R.W. and S.M. performed RNA-seq data analysis and interpretation. C.T. and C.K. wrote the manuscript.

## Declaration of interests

G.R. consults for Turtle Tree Inc. C.K. is co-founder and consultant of Naveris Inc. P.B.G. is co-founder, Chief Science and Technology Officer, and Executive Chairman of Naveris Inc.

# Supplementary material for: DDR1 regulates RUNX1-CBFβ to control breast stem cell differentiation
**Source:** Stem Cell Reports. 2025 Jul 3;20(8):102576. doi: 10.1016/j.stemcr.2025.102576
**Supplement:** Document S1. Figures S1–S5 and Tables S1–S5

**Stem Cell Reports, Volume 20**

## **Supplemental Information**

### **DDR1 regulates RUNX1-CBF $\beta$ to control breast stem cell differentiation**

**Colin Trepicchio, Gat Rauner, Nicole Traugh, Ruohong Wang, Meadow Parrish, Daniel E. C. Fein, Youssef Mal, Piyush B. Gupta, Stefano Monti, and Charlotte Kuperwasser**

## Supplemental Materials

Quantitative RT-PCR Primers: ABCD4: Forward: TGCCTACTACACCCTCAACG;  
Reverse TGAACGGGGAGATGATGAG. BCAR3: Forward: TCAGGGATCCACATCTTCTG;  
Reverse CCAGCTCCTTCTTCAGTTTCTC, ZEB1: Forward: TAAGAACTGCTGGGAGGATGAC;  
Reverse TCTGCATCTGACTCGCATTC

RNAseq: raw data was loaded and integrated into one Seurat object using the merge function. Filtering removed cells with < 200 or >2500 genes and mitochondrial content greater than 7.5%. Genes detected in less than 3 cells were dropped from analysis. The data was normalized by multiplying transcripts by a factor of 10,000 followed by log-transforming the data. Variable features used for analysis were identified by using the FindVariableFeatures function, with a low cutoff of 0.0125 and a high cutoff of 5 for dispersion and a low cutoff of 0.1 and a high cutoff of 0.8 for average expression. The data was integrated by the FindIntegrationAnchors and IntegrateData functions, which identify the anchors to integrate the two datasets, and then integrates them together. Cells were then clustered using K-nearest neighbor (KNN) graphs and the Louvain algorithm using the first 10 dimensions from principal component analysis. Clustered cells were visualized by tSNE embedding using the default settings in Seurat. Clusters were called using the FindClusters function with a resolution of 1. To identify differentially expressed genes between cell clusters, we utilized the FindAllMarkers function to identify features detected in >10% of a cell cluster compared to all other cells. Pathway analysis to identify enriched biological pathways associated with differentially expressed genes was done using established databases, such as PanglaoDB. The top 15 differentially expressed markers were used to determine gene expression location.

## Supplemental Figure 1: Effects of DDR1i on single-cell-derived breast organoid development

A) Quantification of the total number of organoids that formed following DDR1i treatment during induction. Data presented as Mean  $\pm$  SD (n= 4 gels/ 2 primary patient samples). B) Representative immunofluorescent panels showing the expression of EMT transcription factor ZEB1 in structures treated with DDR1i during induction. ZEB1 (Green), Phalloidin (Red), DAPI (Blue). Scale bar = 20  $\mu$ m. C) Quantification of the total number of organoids that formed following DDR1i treatment during

Patterning. Data presented as Mean  $\pm$  SD (n= 4 gels / 3 primary patient samples). Statistical significance was determined through multiple t-tests, with significance levels indicated as follows: \*p-value < 0.05, \*\*p-value < 0.01, \*\*\*p-value < 0.001, \*\*\*\*p-value < 0.0001.

### **Supplemental Figure 2: RUNX1 expression across development**

Representative immunofluorescent images showing RUNX1 expression in the nuclei of most cells during early patterning, morphogenesis, and mature stages of development. RUNX1 (Green), Phalloidin (Red), DAPI (Blue).

### **Supplemental Figure 3: Differential expression analysis in response to DDR1 inhibition.**

A) scRNA-seq clustering of epithelial cells from primary tissue organoids. B) Violin plots showing the distribution of DDR1 expression across epithelial breast cell types. C-J) Violin plots showing the distribution of expression in RUNX1 target genes: ANP32B, PLEC, CEBPD, ID1, STAT3, and the expression of related transcription factors RUNX2, RUNX3 and CBF $\beta$  across epithelial clusters in primary tissue organoids grown for 14 days under control DDR1i or DDR1r conditions. K) Quantification of RUNX1 target gene expression from three different patient samples (i-iii). Data expressed as Mean  $\pm$  SD. L) Quantification of RUNX1 target gene expression from MCF10F cells in a 2D collagen stimulation assay. Data expressed as Mean  $\pm$  SD. Statistical significance was determined through multiple t-tests, with significance levels indicated as follows: \*p-value < 0.05, \*\*p-value < 0.01, \*\*\*p-value < 0.001, \*\*\*\*p-value < 0.0001.

### **Supplemental Figure 4: Effects of RUNXi on breast organoid development**

A) Western blot showing co-immunoprecipitation of CBF $\beta$  bound to the pulled down RUNX1 when exposed to DDR1i and RUNX inhibitors AI-10-104, AI-10-47, and RO5-3335. B) Quantification of the total number of organoids that formed following AI-10-104 treatment during induction. Data presented as Mean  $\pm$  SD (n= 4 gels/ 2 primary patient samples). C) Representative brightfield images depicting

primary patient samples cultured in a 3D environment, comparing control conditions with DDR1 and RUNX inhibitor-treated conditions initiated during patterning. Scale bar = 200  $\mu$ m. D) Quantification of the total number of organoids that formed following AI-10-104 treatment during Patterning. Data presented as Mean  $\pm$  SD (n= 4 gels/ 3 primary patient samples). E) Normalized quantification of different structure types; (i) Alveolar, (ii) Ductal, (iii) Compound, formed when exposed to DDR1 or NOTCH1 inhibitors (gsi) beginning during induction or patterning. Data presented as Mean  $\pm$  SD (n= 4 gels). F) Normalized quantification of different structure types; (i) Alveolar, (ii) Ductal, (iii) Compound, formed when exposed to DDR1-in-1 (DDR1i) or DAPT (NOTCH1i) treatments either beginning during induction or patterning. Data presented as Mean  $\pm$  SD (n= 8 gels/ 2 primary patient samples). Statistical significance was determined through multiple t-tests, with significance levels indicated as follows: \*p-value < 0.05, \*\*p-value < 0.01, \*\*\*p-value < 0.001, \*\*\*\*p-value < 0.0001.

#### **Supplemental Figure 5: Transcription factor insights into core DDR1-RUNX1 gene set**

A) Pie charts comparing the number of differentially expressed genes within three patient samples, compared to control, that are known RUNX1 transcriptional target genes with either DDR1i or RUNX1 treatments. B) Mountain plots depicting the distribution of miR-93 5p target genes within the ranked list of genes differentially expressed following either DDR1 or RUNX1 inhibition. Venn Diagram depicts the overlap of genes found in the leading edge. C) Mountain plots depicting the distribution of miR-93 3p target genes within the ranked list of genes differentially expressed following either DDR1 or RUNX1 inhibition. Venn Diagram depicts the overlap of genes found in the leading edge. D) Hierarchically clustered heatmap presenting the association between various transcription factor hits and genes differentially expressed from our overlapping gene set (input), utilizing data from the TRRUST database. Red squares indicate that the associated transcription factor is known to regulate the gene in this dataset. Generated with ENRICH.

#### **Supplemental Table 1: List of samples**

List of samples used for each experiment and notes on sample type, age, body mass index (BMI), and other factors that may affect the growth of the primary sample.

**Supplemental Table 2: scRNA-Seq lineage groupings**

List of top differentially expressed genes used to create groupings for scRNA-Seq Data. Basal classifications were collapsed into one group for plotting on graph.

**Supplemental Table 3: Differential gene expression of primary samples**

A). List of co-occurring differentially expressed genes that move in the same direction with DDR1i and RUNXi treatments, in all three patient samples.

**Supplemental Table 4: GSEA analysis of DDR1-RUNX1 transcriptome**

A). Gene set enrichment analysis (GSEA) interrogating core DDR1-RUNX1 gene set with the top 20 Hallmark Gene sets from Molecular Signatures Database (MSigDB)

A)

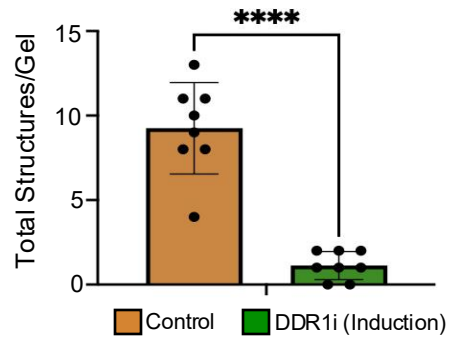

B)

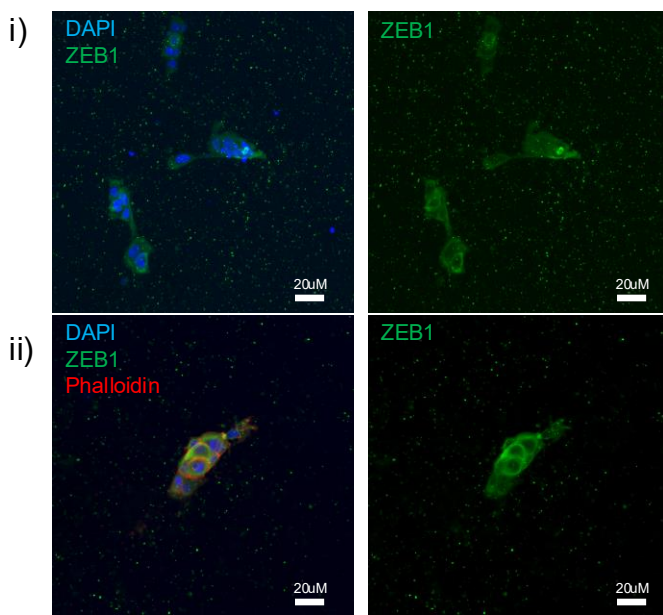

C)

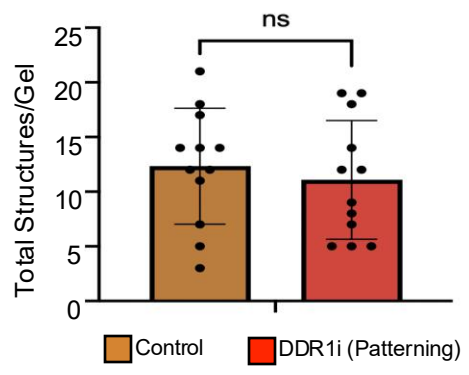

Early Patterning

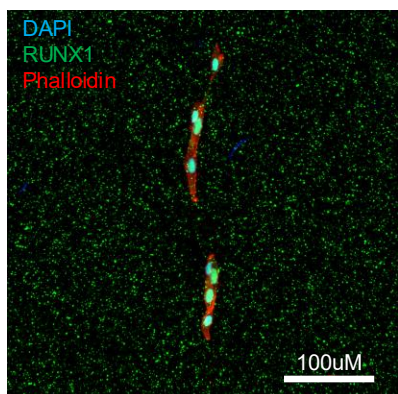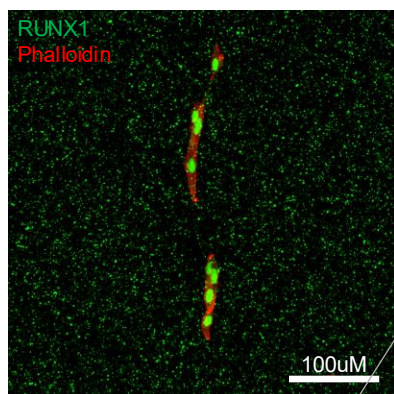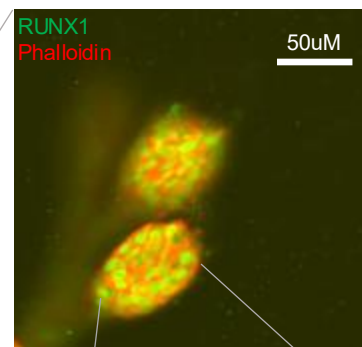

Morphogenesis

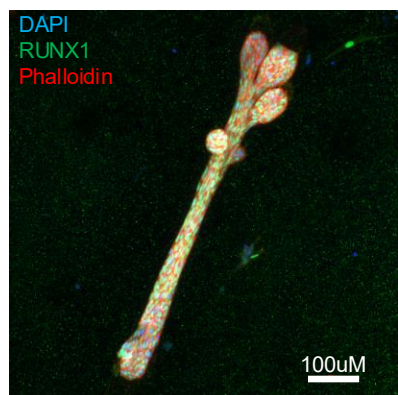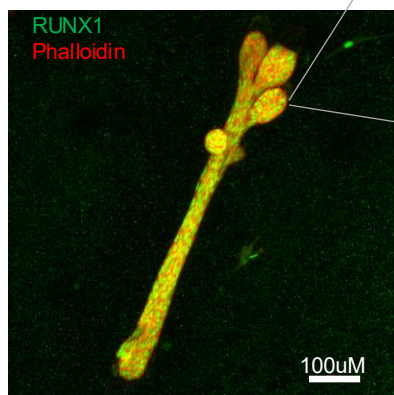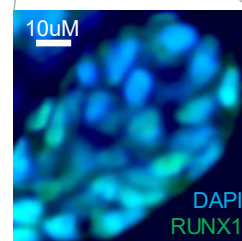

Maturation

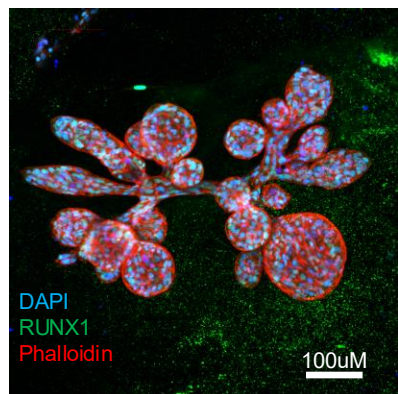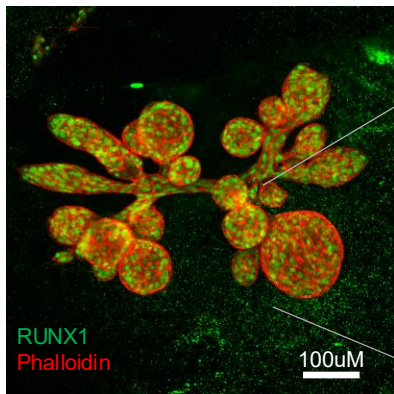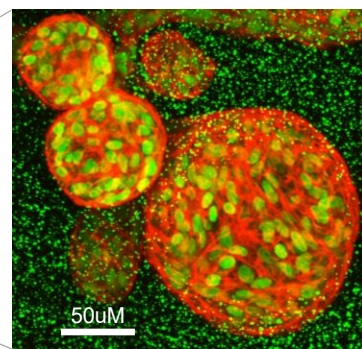

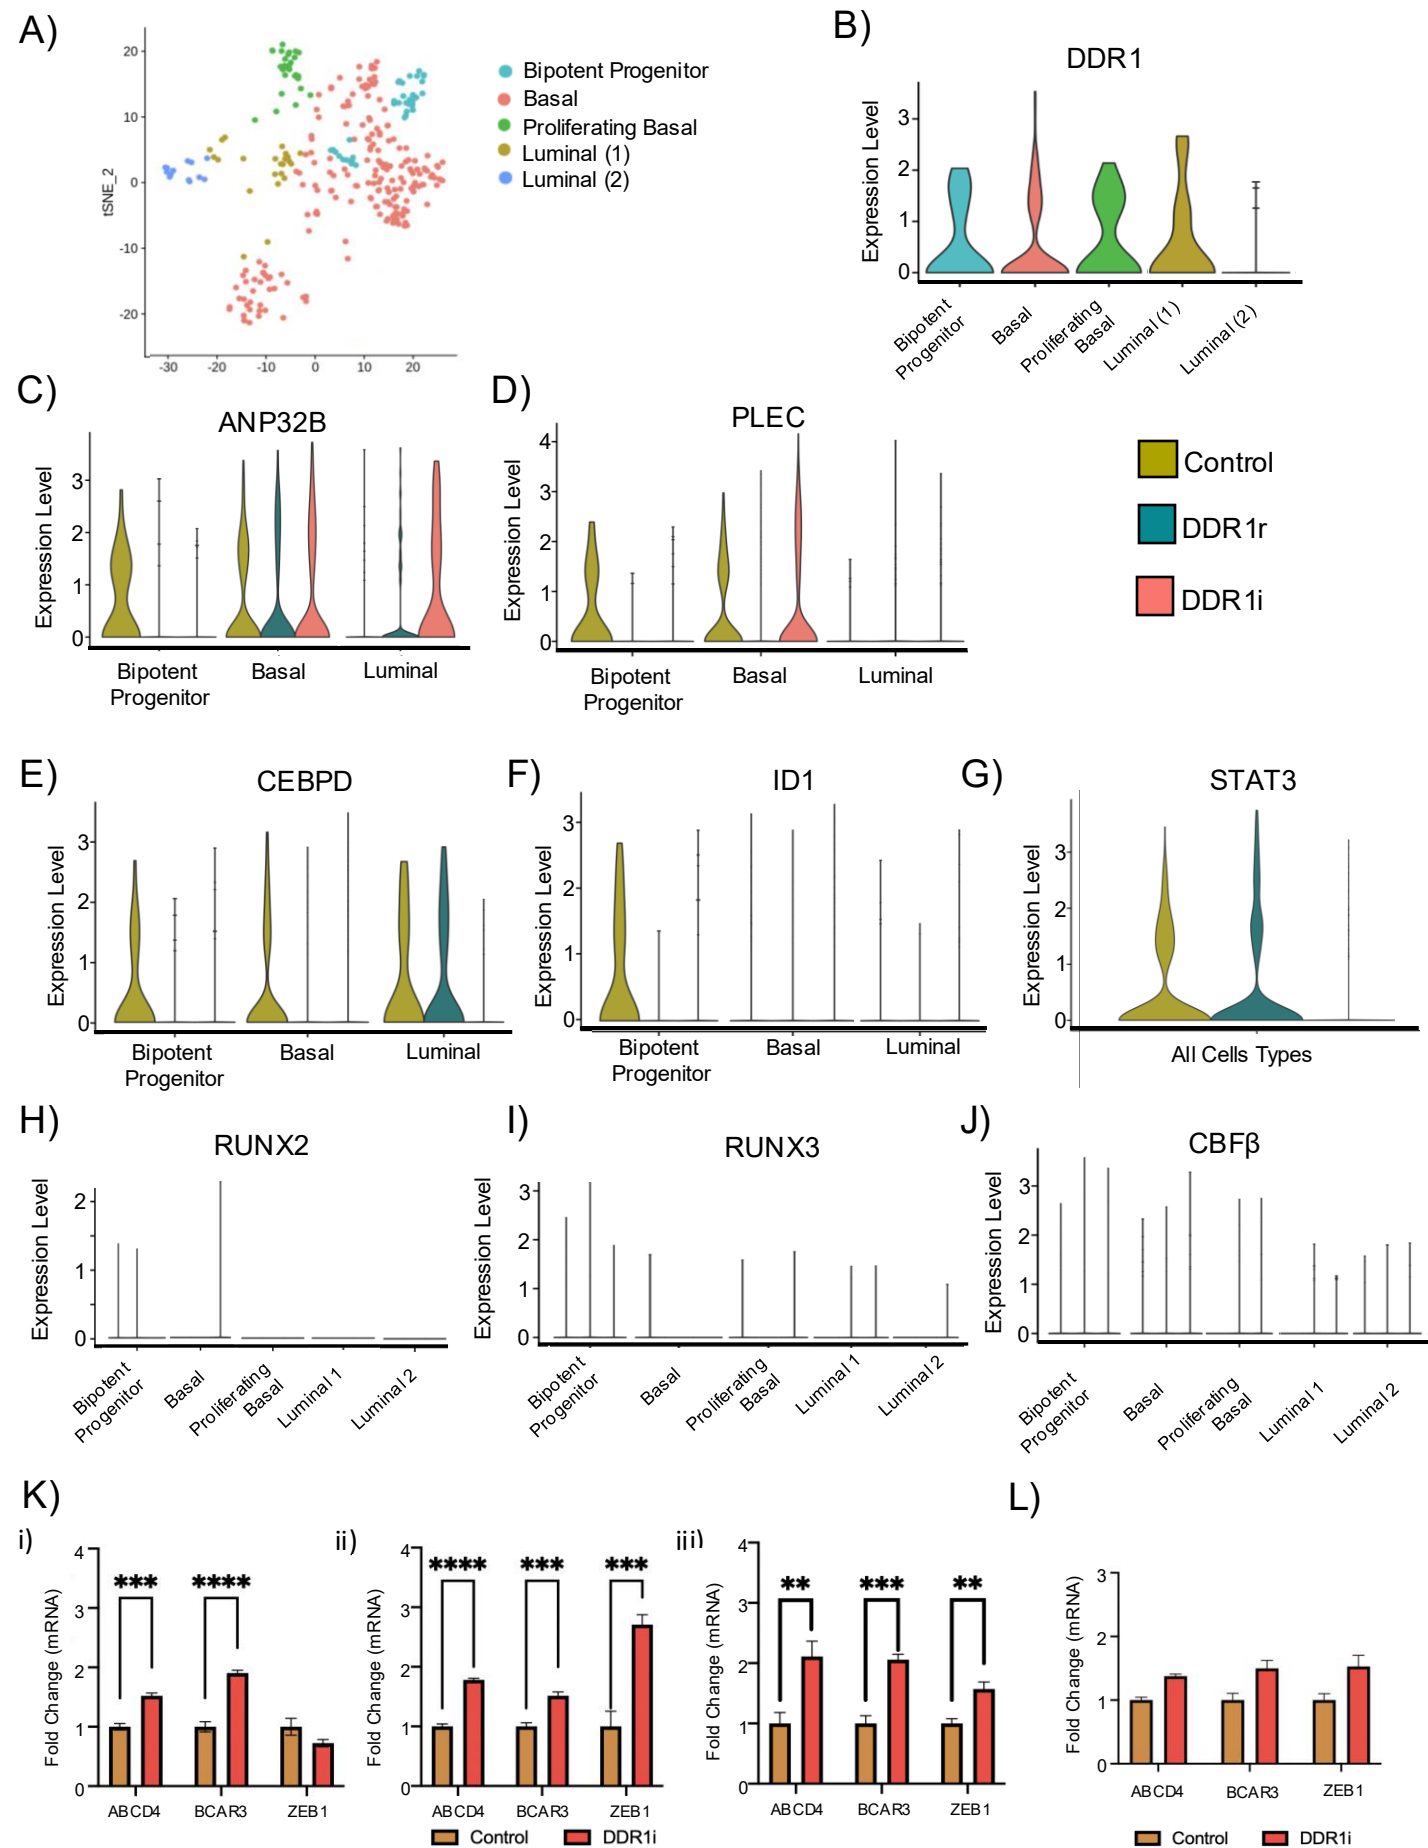

Supplemental Figure 3

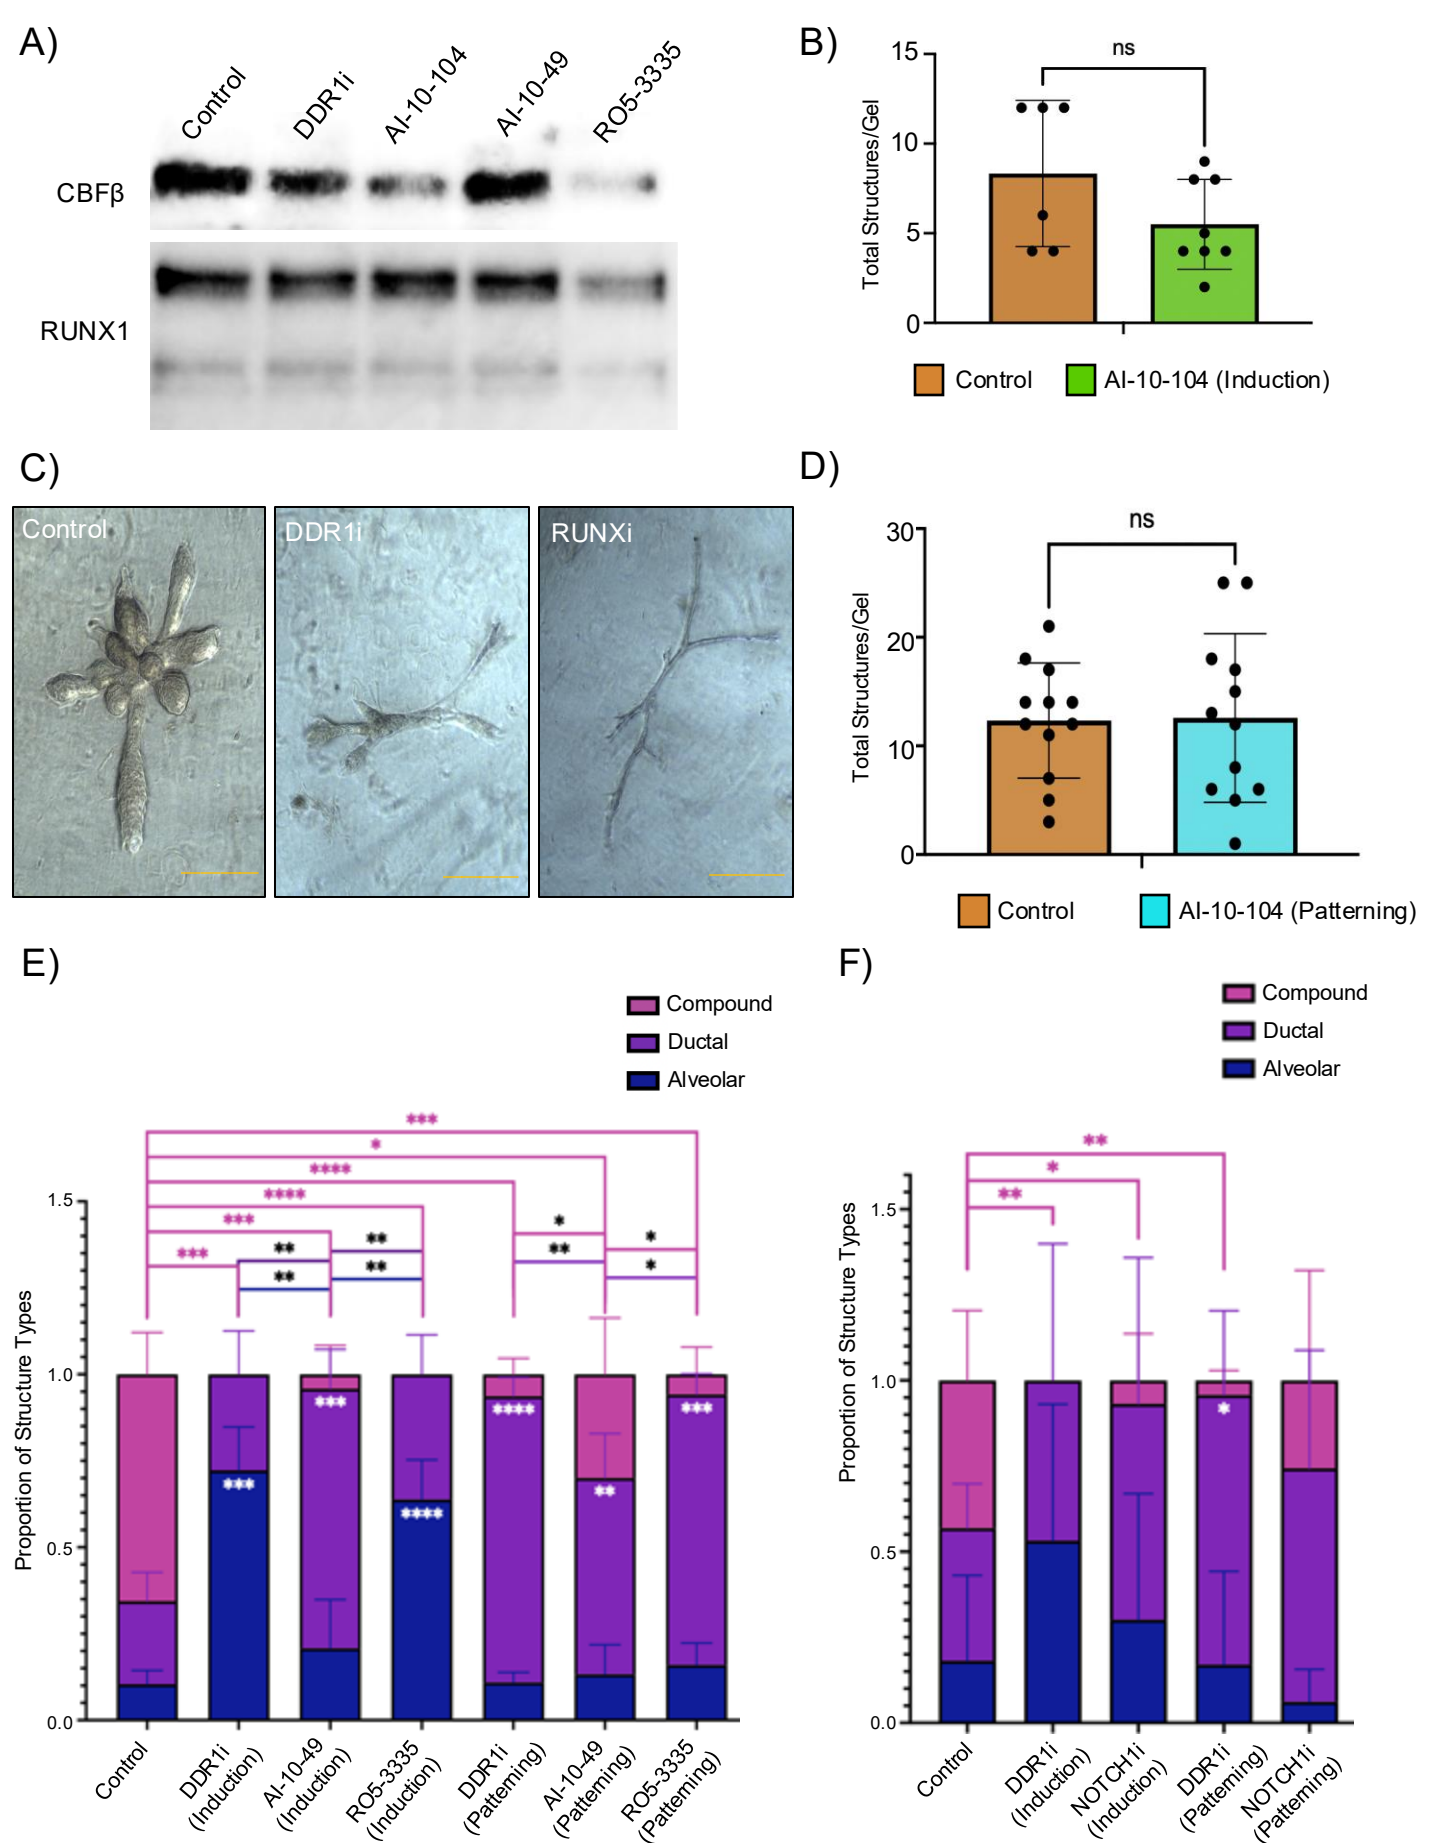

Supplemental Figure 4

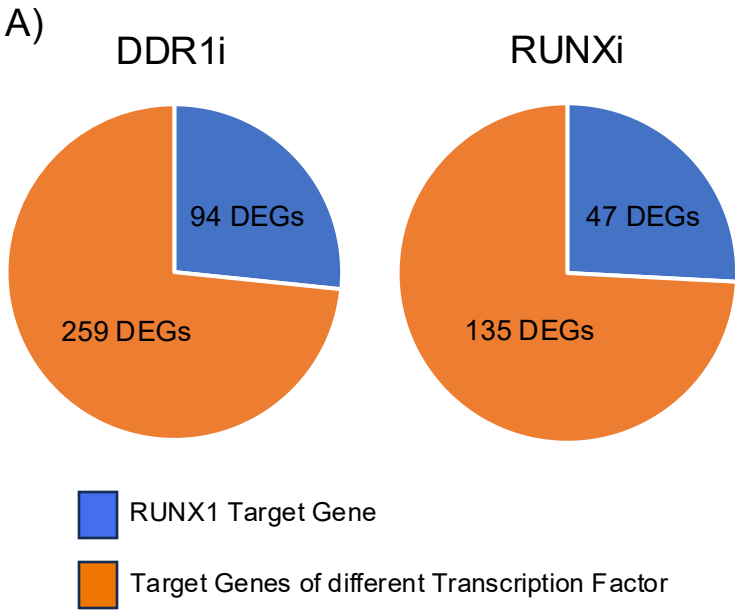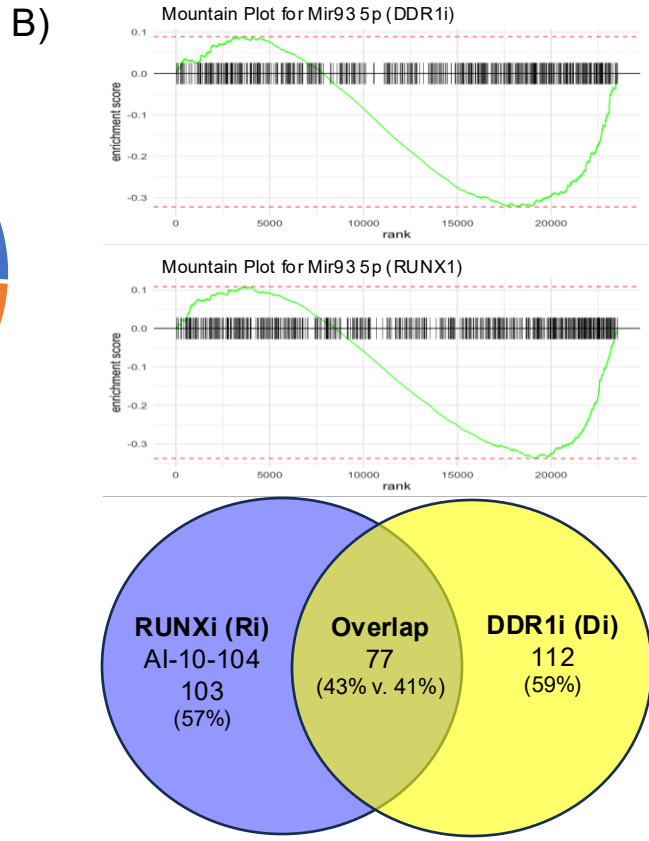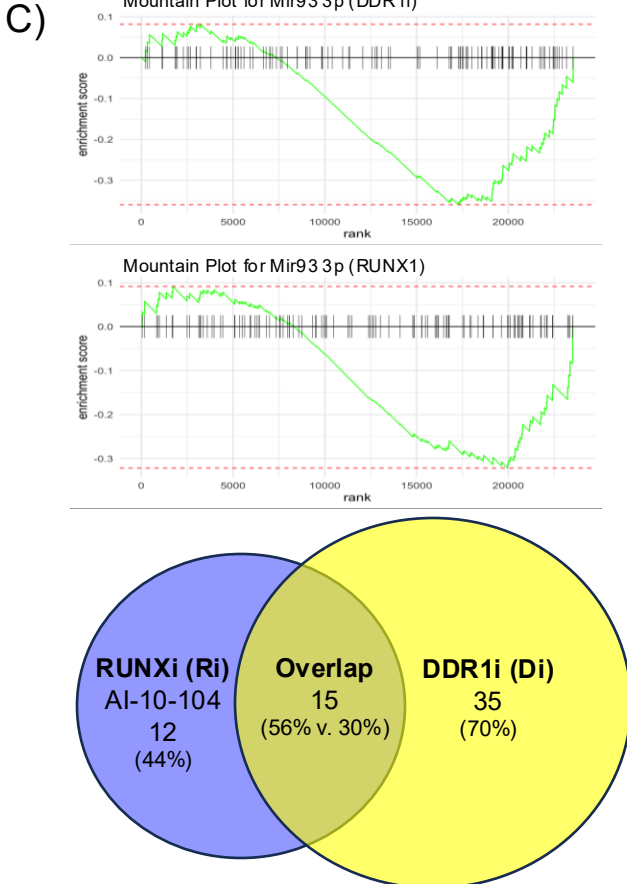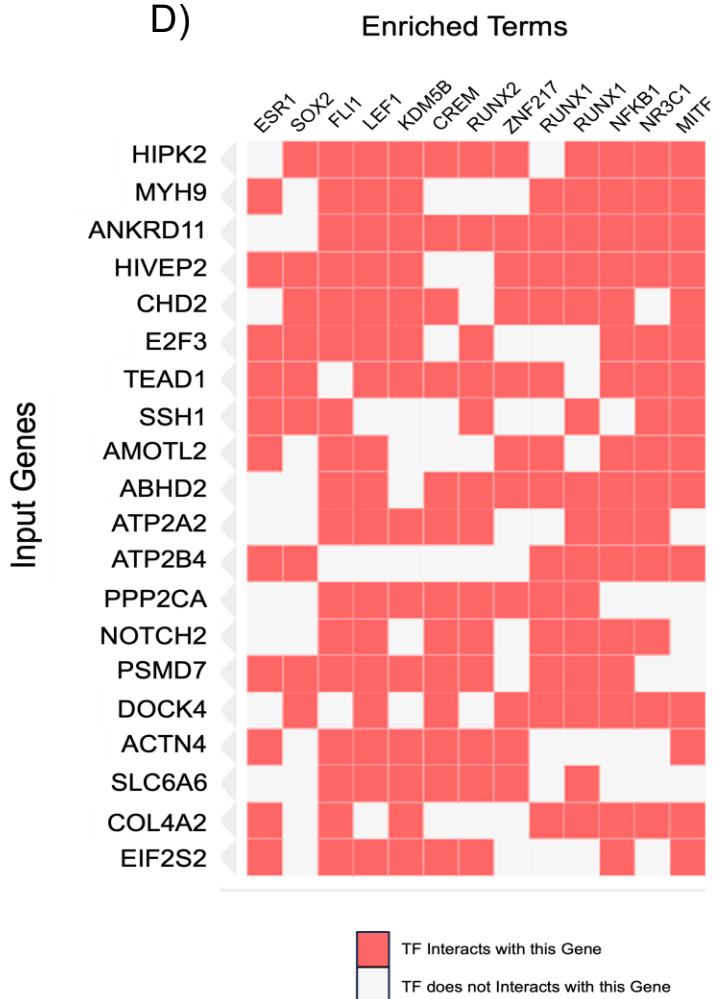

Supplemental Figure 5

A)

A)

| Gene | Bipotent Progenitor | Basal    | Basal  | Basal      | Basal  | Proliferating Basal | Luminal (1) | Luminal (2) <i>Mature</i> |
|------|---------------------|----------|--------|------------|--------|---------------------|-------------|---------------------------|
| 1    | KRT6A               | MYLK     | RPL3P2 | MALAT1     | S100A2 | ASPM                | KRT19       | STAC2                     |
| 2    | KRT16               | SPARC    | RPL23  | NEAT1      | KRT14  | MKI67               | AZGP1       | GLYATL2                   |
| 3    | GJB2                | A2M      | UBE2N  | AP000769.1 | ITGA6  | TOP2A               | KRT18       | SAA2                      |
| 4    | KRT17               | SPARCL1  | RPL26  | XIST       | KRT5   | NUSAP1              | KLK6        | SCGB1D2                   |
| 5    | KRT6B               | SESN3    | RPS20  | FOSB       | LAMB3  | TPX2                | RARRES1     | CCL28                     |
| 6    | CCNA1               | GJA1     | SUMO2  | FUS        | SFN    | BUB1                | KRT81       | AZGP1                     |
| 7    | LGALS7B             | DSC3     | RPL15  | NKTR       | LAMA3  | DLGAP5              | C6orf15     | CLDN3                     |
| 8    | FAM84A              | TAGLN    | MYL6   | CHD2       | LAMC2  | CENPF               | MGP         | RBM47                     |
| 9    | PERP                | VCAN     | RNF181 | LDLR       | AREG   | CENPE               | KRT8        | SYNM                      |
| 10   | SLPI                | PTN      | CALML3 | SREK1      | GSTP1  | DEPDC1              | WFDC2       | RCAN1                     |
| 11   | DSG3                | PLAT     | CST3   | SRRM2      | PRNP   | ANLN                | KRT7        | LTF                       |
| 12   | CARD18              | DKK3     | KRT15  | SARAF      | KRT6A  | CCNB1               | KLK7        | SERPINA3                  |
| 13   | SERPINB5            | CLCA2    | RALA   | PNISR      | CALML3 | KIF11               | CLDN4       | PLEKHS1                   |
| 14   | DSP                 | SERPINH1 | S100A2 | PNN        | ODC1   | HMMR                | CD24        | NR4A1                     |
| 15   | SH3KBP1             | FHDC1    | KRT14  | CCNL1      | CSTA   | NCAPG               | EPCAM       | DEFB1                     |

A)

| Gene      | log2FoldChange.DDR1i | padj.DDR1i | log2FoldChange.RUNXi | padj.RUNXi |
|-----------|----------------------|------------|----------------------|------------|
| LINC00342 | -2.2277772           | 0.00730725 | -2.5986804           | 0.00168861 |
| APPAT     | -1.8329045           | 0.0199586  | -2.6239684           | 0.00031695 |
| PPFIA4    | -1.7052535           | 0.02352877 | -1.9028483           | 0.0120125  |
| NPIPA6    | -1.3003987           | 0.02392481 | -1.5471814           | 0.00555912 |
| WASH5P    | -1.1739841           | 0.0386013  | -1.4229456           | 0.00856563 |
| DUOX1     | -1.109003            | 0.00041978 | -1.2129564           | 0.00022171 |
| DDX39B    | -1.0835731           | 0.0229621  | -1.2830346           | 0.00554489 |
| WSB1      | -1.0374469           | 0.01210898 | -1.334566            | 0.00062599 |
| NKTR      | -0.9733074           | 0.03783515 | -1.3282731           | 0.00159329 |
| FAT2      | -0.9591466           | 0.00093764 | -1.1903583           | 4.3221E-05 |
| XYLT1     | -0.94433             | 7.5676E-06 | -1.132478            | 2.0935E-07 |
| PCSK9     | 0.92483677           | 0.00482072 | -1.3019287           | 5.2728E-05 |
| NQO1      | 1.00361635           | 7.924E-05  | 0.65748              | 0.04122437 |
| AKAP12    | 1.0386018            | 0.01887441 | 1.42772283           | 0.00043382 |
| APOD      | 1.10369259           | 0.01997604 | 1.26522997           | 0.0071036  |
| GFPT2     | 1.81209321           | 0.04938445 | 2.22884038           | 0.00967602 |
| HS3ST2    | 1.8555124            | 8.4903E-08 | 1.2165303            | 0.00433206 |
| TAC1      | 2.94425925           | 0.01376926 | 3.55618317           | 0.00184531 |
| ESM1      | 5.56295462           | 0.04602164 | 5.99388932           | 0.02940666 |

| Gene Set                                 | DDR1i overlap | DDR1i pval | DDR1i fdr  | RUNXi overlap | RUNXi pval | RUNXi fdr  | Up or Down Regulated |
|------------------------------------------|---------------|------------|------------|---------------|------------|------------|----------------------|
| HALLMARK_KRAS_SIGNALING_DN               | 161           | 1.4E-12    | 1.4E-11    | 161           | 0.08       | 0.12       | Down                 |
| HALLMARK_APICAL_JUNCTION                 | 193           | 0.0063     | 0.017      | 193           | 0.017      | 0.03       | Down                 |
| HALLMARK_APICAL_SURFACE                  | 41            | 0.056      | 0.094      | 41            | 0.23       | 0.27       | Down                 |
| HALLMARK_WNT_BETA_CATENIN_SIGNALING      | 40            | 0.18       | 0.25       | 40            | 0.29       | 0.32       | Down                 |
| HALLMARK_IL2_STAT5_SIGNALING             | 188           | 0.21       | 0.28       | 188           | 0.2        | 0.24       | Down                 |
| HALLMARK_INTERFERON_ALPHA_RESPONSE       | 97            | 0.28       | 0.34       | 97            | 0.18       | 0.23       | Down                 |
| HALLMARK_HEDGEHOG_SIGNALING              | 36            | 0.44       | 0.45       | 36            | 0.0035     | 0.0076     | Down                 |
| HALLMARK_OXIDATIVE_PHOSPHORYLATION       | 200           | 1E-33      | 5E-32      | 200           | 0          | 0          | Up                   |
| HALLMARK_MYC_TARGETS_V1                  | 199           | 1.4E-30    | 3.6E-29    | 199           | 0.00000061 | 0.0000022  | Up                   |
| HALLMARK_MTORC1_SIGNALING                | 199           | 1.1E-19    | 1.9E-18    | 199           | 0.00017    | 0.00048    | Up                   |
| HALLMARK_CHOLESTEROL_HOMEOSTASIS         | 74            | 6.7E-10    | 5.6E-09    | 74            | 0.095      | 0.14       | Up                   |
| HALLMARK_FATTY_ACID_METABOLISM           | 151           | 2.2E-08    | 0.00000016 | 151           | 0.0000037  | 0.000012   | Up                   |
| HALLMARK_DNA_REPAIR                      | 150           | 0.0000002  | 0.0000013  | 150           | 0.00000011 | 0.00000047 | Up                   |
| HALLMARK_ADIPOGENESIS                    | 195           | 0.00000027 | 0.0000015  | 195           | 0          | 1.9E-10    | Up                   |
| HALLMARK_REACTIVE_OXYGEN_SPECIES_PATHWAY | 47            | 0.00000065 | 0.0000032  | 47            | 1.3E-08    | 0.00000007 | Up                   |
| HALLMARK_UNFOLDED_PROTEIN_RESPONSE       | 111           | 0.00011    | 0.00038    | 111           | 0.13       | 0.17       | Up                   |
| HALLMARK_MYC_TARGETS_V2                  | 57            | 0.00017    | 0.00056    | 57            | 0.26       | 0.3        | Up                   |
| HALLMARK_PEROXISOME                      | 98            | 0.0077     | 0.019      | 98            | 0.022      | 0.036      | Up                   |
| HALLMARK_KRAS_SIGNALING_UP               | 187           | 0.0098     | 0.023      | 187           | 0.000053   | 0.00016    | Up                   |
| HALLMARK_MYOGENESIS                      | 180           | 0.012      | 0.028      | 180           | 0.13       | 0.17       | Up                   |
| HALLMARK_PI3K_AKT_MTOR_SIGNALING         | 100           | 0.016      | 0.033      | 100           | 0.0013     | 0.003      | Up                   |
| HALLMARK_ANDROGEN_RESPONSE               | 99            | 0.033      | 0.061      | 99            | 0.011      | 0.022      | Up                   |
| HALLMARK_COMPLEMENT                      | 186           | 0.089      | 0.14       | 186           | 0.0000042  | 0.000013   | Up                   |
| HALLMARK_BILE_ACID_METABOLISM            | 104           | 0.13       | 0.19       | 104           | 0.19       | 0.23       | Up                   |
| HALLMARK_IL6_JAK_STAT3_SIGNALING         | 78            | 0.36       | 0.4        | 78            | 0.017      | 0.03       | Up                   |
| HALLMARK_PROTEIN_SECRETION               | 96            | 0.43       | 0.45       | 96            | 0.11       | 0.15       | Up                   |

Supplemental Table 4

A)

| Hallmark Gene Set                 | # of Bookmarked Genes | p-value               | FDRq-value            |
|-----------------------------------|-----------------------|-----------------------|-----------------------|
| Mitotic Spindle                   | 21                    | 3.03 e <sup>-18</sup> | 1.51 e <sup>-16</sup> |
| Myc Targets                       | 18                    | 1.34 e <sup>-14</sup> | 3.36 e <sup>-13</sup> |
| Oxidative Phosphorylation         | 14                    | 3.48 e <sup>-10</sup> | 5.81 e <sup>-9</sup>  |
| Apical Junction                   | 11                    | 3.21 e <sup>-7</sup>  | 3.21 e <sup>-6</sup>  |
| Epithelial Mesenchymal Transition | 11                    | 3.21 e <sup>-7</sup>  | 3.21 e <sup>-6</sup>  |
| IL2 Stat5 Signaling               | 10                    | 2.5 e <sup>-6</sup>   | 2.09 e <sup>-5</sup>  |
| E2F Targets                       | 9                     | 1.93 e <sup>-5</sup>  | 1.07 e <sup>-4</sup>  |
| Estrogen Response Early           | 9                     | 1.93 e <sup>-5</sup>  | 1.07 e <sup>-4</sup>  |
| Estrogen Response Late            | 9                     | 1.93 e <sup>-5</sup>  | 1.07 e <sup>-4</sup>  |
| NOTCH Signaling                   | 4                     | 8.75 e <sup>-5</sup>  | 4.38 e <sup>-4</sup>  |
| Myogenesis                        | 8                     | 1.27 e <sup>-4</sup>  | 5.77 e <sup>-4</sup>  |
| TGF Beta Signaling                | 4                     | 6.78 e <sup>-4</sup>  | 2.31 e <sup>-3</sup>  |
| UV Response (Down)                | 6                     | 7.17 e <sup>-4</sup>  | 2.31 e <sup>-3</sup>  |
| G2M Checkpoint                    | 7                     | 7.4 e <sup>-4</sup>   | 2.31 e <sup>-3</sup>  |
| MTORC1 Signaling                  | 7                     | 7.4 e <sup>-4</sup>   | 2.31 e <sup>-3</sup>  |
| TNFA Signaling vis NFkB           | 7                     | 7.4 e <sup>-4</sup>   | 2.31 e <sup>-3</sup>  |
| Complement                        | 6                     | 3.77 e <sup>-3</sup>  | 1.11 e <sup>-2</sup>  |
| Myc Targets V2                    | 3                     | 9.01 e <sup>-3</sup>  | 2.5 e <sup>-2</sup>   |
| Heme Metabolism                   | 5                     | 1.65 e <sup>-2</sup>  | 4.13 e <sup>-2</sup>  |
| P53 Pathway                       | 5                     | 1.65 e <sup>-2</sup>  | 4.13 e <sup>-2</sup>  |

# Supplementary material for: DDR1 regulates RUNX1-CBFβ to control breast stem cell differentiation
**Source:** Stem Cell Reports. 2025 Jul 3;20(8):102576. doi: 10.1016/j.stemcr.2025.102576
**Supplement:** Document S2. Article plus supplemental information

DDR1 regulates RUNX1-CBF $\beta$  to control breast stem cell differentiationColin Trepicchio,<sup>1</sup> Gat Rauner,<sup>1</sup> Nicole Traugh,<sup>1</sup> Ruohong Wang,<sup>2</sup> Meadow Parrish,<sup>1</sup> Daniel E.C. Fein,<sup>1</sup> Youssef Mal,<sup>1</sup> Piyush B. Gupta,<sup>1,3</sup> Stefano Monti,<sup>2,4,5</sup> and Charlotte Kuperwasser<sup>1,3,6,\*</sup><sup>1</sup>Department of Developmental, Molecular & Chemical Biology, Tufts University School of Medicine, Boston, MA 02111, USA<sup>2</sup>Bioinformatics Program, Faculty of Computing & Data Science, Boston University, Boston, MA 02215, USA<sup>3</sup>Laboratory for the Convergence of Biomedical, Physical, and Engineering Sciences, Tufts University School of Medicine, Boston, MA 02111, USA<sup>4</sup>Section of Computational Biomedicine, Boston University Chobanian & Avedisian School of Medicine, Boston, MA 02118, USA<sup>5</sup>Department of Biostatistics, Boston University School of Public Health, Boston, MA 02118, USA<sup>6</sup>Lead contact\*Correspondence: <https://doi.org/10.1016/j.stemcr.2025.102576>

## SUMMARY

Understanding epithelial stem cell differentiation and morphogenesis during breast tissue development is essential, as disruption in these processes underlie breast cancer formation. We used a next-generation single-cell-derived organoid model to investigate how individual stem cells give rise to complex tissue. We show that discoidin domain receptor 1 (DDR1) inhibition traps cells in a bipotent state, blocking alveolar morphogenesis and luminal cell expansion, which is necessary for complex epithelium formation. Disrupting RUNX1 function produced nearly identical phenotypes, underscoring its critical role downstream of DDR1. Mechanistically, DDR1 affects the interaction and expression of RUNX1 and its cofactor core binding factor beta (CBF $\beta$ ), thereby regulating its activity. Mutational analyses in breast cancer patients reveal frequent alterations in the DDR1-RUNX1 signaling axis, particularly co-occurring mutations. Together, these findings uncover DDR1-RUNX1 as a central signaling pathway driving breast epithelial differentiation, whose dysregulation may contribute fundamentally to breast cancer pathogenesis.

## INTRODUCTION

Epithelial organogenesis, morphogenesis, and differentiation are core processes of developmental biology, underlying the specification, expansion, and differentiation of stem cells into organized multicellular tissues. In the case of the human breast, which is characterized by both its complex ductal and lobular anatomy and its multilineage epithelium, the process by which these structures arise from stem cells and how they relate to each other during development has been difficult to study. In addition, how stem cell differentiation and tissue morphogenesis is controlled in a highly regenerative tissue such as the breast is important to understand as defects in these processes underlie the formation of breast cancer (Arendt et al., 2010, 2014; Russo and Russo, 2004).

The human breast is a dynamic tissue that undergoes several developmental phases, starting during embryogenesis with organogenesis, then continuing postnatally at puberty, again during pregnancy, lactation, and finally regressing during post-lactation involution. The breast actively regenerates during each menstrual and pregnancy cycle until ultimately atrophying and losing its regenerative capacity at menopause (Arendt et al., 2014; Russo and Russo, 2004). Unlike rodents, human breast tissue is composed of 15–20 lactiferous ducts, which are responsible for transporting milk from the lobules to the nipple. Lobules with differing levels of complexity are composed of many terminal ductal lobular units (TDLUs) that consist

of terminal ducts culminating in grape-like clusters of alveoli (Arendt et al., 2014; Russo and Russo, 2004). A single lobule can have anywhere from 10 to 100 TDLUs, each composed of both luminal epithelial cells that line the inside of the ducts and alveoli and basal/myoepithelial cells that lie outside the luminal cells and are in direct contact with the basement membrane (Arendt et al., 2014; Russo and Russo, 2004; Woodward et al., 2005). During development, both luminal and myoepithelial cells are derived from bipotent stem cells that give rise to unipotent luminal and basal progenitors, which in turn serve as precursor reservoirs for mature luminal and myoepithelial cells in the adult tissue, respectively (Arendt et al., 2014; Woodward et al., 2005).

The ability of breast epithelial stem cells to create complex structural components, such as ducts and alveoli, is governed by a combination of intrinsic cell programming and cell-cell interactions, as well as extrinsic signals from the microenvironment (Woodward et al., 2005). Mouse models have been traditionally used to study mammary stem cells, development, and morphogenesis; however, there are inherent differences between species that limit the direct translation of findings to humans (Russo and Russo, 2004). Traditional models including 2D cell culture as well as 3D organoid and mammosphere models have also provided valuable insights in studying breast stem cells and epithelial differentiation. However, they fall short in capturing the complexities of human breast tissue organogenesis and morphogenesis.

Recently, we reported the creation of a next-generation 3D organotypic model with advanced representation of complex glandular human TDLU architecture and function (Rauner et al., 2021; Sokol et al., 2016). We found that human breast TDLU organoids form in response to collagen signaling through the activation of discoidin domain receptor 1 (DDR1) (Rauner et al., 2021). DDR1 activation by binding collagen gives rise to basal progenitors and luminal cells, which drive alveolar budding, branching, and the formation of complex TDLU organoids (Rauner et al., 2021). In this study, we investigated how DDR1 signaling in single stem cells leads to the creation of these complex multi-structural tissues. In doing so, we identified Runt-related transcription factor 1 (*RUNX1*) as a necessary transcriptional regulator linking DDR1 signaling with bipotent stem cell differentiation that in turn is required for tissue morphogenesis. These findings, along with mutational data, suggest that disruption of this signaling axis could have important implications in the biology of breast cancer.

## RESULTS

### Live imaging of single cells reveals the complex and dynamic nature of TDLU organoid formation and morphogenesis

To investigate stem cell dynamics and tissue morphogenesis from the earliest stages of breast development, we seeded single primary human breast epithelial cells from various patients ( $N = 7$ ; see Table S1) into 3D hydrogels. We observed the formation of complex, multilayered, and heterogeneous breast TDLU organoids in all donor samples (Figure 1A) (Rauner et al., 2021; Sokol et al., 2015, 2016). We combined this method with high-speed point scanning confocal microscopy, to visualize organogenesis from a single bipotent stem cell in real time (Figure 1B; Video S1). We observed that TDLU organoid formation takes ~18–21 days to complete and proceeds through 4 distinct stages: induction, patterning, morphogenesis, and maturation. Within the first 3 days after seeding, stationary single stem cells are induced to proliferate and exit the bipotent stage (Figure 1B; Video S1) (Rauner et al., 2023). Shortly thereafter, between days 5 and 8, stem cell progeny exhibit dynamic cell movements where they travel along an emerging branch prior to the formation of a cohesive tissue (Figure 1B; Video S1) (Rauner et al., 2023). Interestingly, while single cells during the induction phase express the epithelial-mesenchymal transition (EMT)/stem cell marker ZEB1, by the patterning phase, ZEB1 expression is lost, consistent with stem cells undergoing lineage commitment and differentiation (Figure 1C). Epithelial cells continue to divide and invade the matrix, in a manner reminiscent of

tissue patterning, clearing room for the organoid to develop primary ducts. Around day 9, basal progenitor cells begin the process of morphogenesis whereby ducts elongate and alveolar buds appear (Figure 1B; Video S1) (Rauner et al., 2023). This leads to the formation, maturation, and differentiation of organoids that are anatomically equivalent to human breast TDLUs (Figures 1Di–1Div). These structures are histologically normal with an inner layer containing mature E-Cadherin expressing luminal cells (Figures 1Di, 1Dii, and 1Div) and external CK14<sup>+</sup> myoepithelial cells (Figures 1Di, 1Diii, and 1Div). Since TDLU organoids are derived from a single cell (Video S1) (Rauner et al., 2023), and the resulting complex tissue is composed of both ducts and alveoli as well as both basal and luminal cell lineages, (Figures 1B and 1D), this parent-progeny relationship between the precursor cell and the TDLU demonstrates they are facultative multilineage stem cells (Rauner et al., 2023; Woodward et al., 2005).

Interestingly, not all organoids formed from single cells result in highly complex TDLUs. Rather, some remain in a simpler state, categorized as alveoli only or ductal only, which is not observed when seeding tissue clusters (Rauner et al., 2021) (Figure 1E). Alveolar organoids are characterized by the formation of simple acini or clusters of cells, while ductal organoids are characterized by the formation of elongated and branched structures and lack alveoli. In contrast, complex TDLU organoids are compounded structures containing both ducts and varying numbers of alveoli at their terminal regions (Figure 1E). A quantitative assessment of organoid types across five patient samples revealed that single cells form on average 11 organoids per 1,000 seeded cells, with a distribution of 2.5 alveolar, 3.5 ductal, and 5.5 compound TDLU structures, respectively (Figure 1E).

### Inhibition of DDR1 restricts stem cells to a bipotent state and blocks alveologensis

Using this approach, we examined the effects of DDR1, a receptor tyrosine kinase activated by collagen binding, on the early stages of development, using the well-studied specific small molecule inhibitor of DDR1, DDR1-IN-1 (DDR1i) (Rauner et al., 2021) (Figure 2A). Prior studies have established a role for DDR1 during mammary morphogenesis (Rauner et al., 2021) but little is known of its role in stem cells during the early stages of breast development. When single patient-derived cells were treated with DDR1i during induction, there was a complete absence of TDLU formation, a large increase in the proportion of alveolar only organoids in relation to other structure types, and a significant reduction in the overall number of organoids formed (Figures 2B and S1A). Additionally, alveolar-only organoids that did form in the presence of DDR1i at induction exhibited noticeable

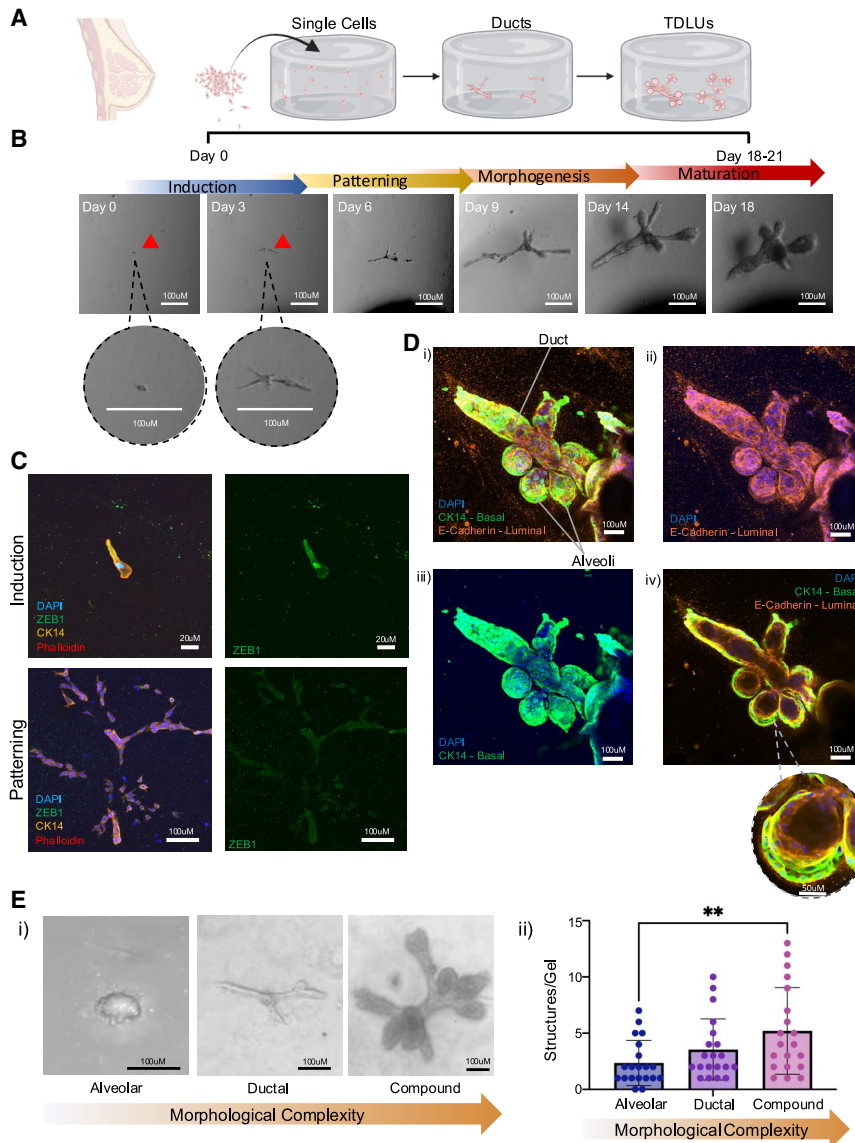

**Figure 1. Phenotypic characterization of patient-derived single-cell hydrogel methodology**

(A) Schematic representation and summary of human breast organogenesis in a 3D hydrogel TDLU organoid model.

(B) Timeline with brightfield images of TDLU formation from single cells, starting on day 0 immediately after hydrogel polymerization to the formation of complex ductal-lobular structures from day 18 onward. Four phases of organogenesis showing induction, patterning, morphogenesis, and maturation. Scale bars, 100  $\mu$ m.

(C) Representative immunofluorescent staining showing single cells expressing EMT transcription factor ZEB1 during induction, while during patterning this expression is lost. ZEB1 (green), CK14 (orange), phalloidin (red), and DAPI (blue). Scale bars, 20  $\mu$ m for induction and 100  $\mu$ m for patterning.

(D) Immunostaining of (i-iv). A three-dimensional maximum intensity projection (MIP) TDLU organoids, at day 21 of development, stained with phalloidin (red) for actin cytoskeleton, with CK14 (green), E-Cadherin (orange) for cell lineage, and with DAPI (blue) for nuclei. Scale bars, 100  $\mu$ m.

(E) Representative brightfield images (i) and quantification (ii) of 3D organoid morphologies from 5 primary patients. Mean  $\pm$  SD ( $n = 4$  gels/primary patient samples). Scale bars, 100  $\mu$ m.

abnormalities. Staining of these disorganized, rudimentary structures with epithelial marker E-Cadherin along with specific luminal (EpCAM and CK7) and basal (CK14) markers (Figure 2C) revealed that cells within the structures co-stained for both luminal and basal markers, suggesting that they are trapped in a bipotent state. Interestingly, these simple acinar structures no longer express nuclear ZEB1 (Figures S1Bi and S1Bii).

To assess the role of DDR1 during the patterning stage, 3D cultures derived from single cells were treated with DDR1i starting on day 7 (Figure 2A). Although the total number of organoids formed was comparable to the control, these organoids also failed to develop into complex ductal-alveolar TDLUs (Figures 2D and S1C). Instead, these

organoids remained in a simple ductal-only in state, consistent with DDR1i treatment on tissue clusters (Rauner et al., 2021). Staining of these ductal-only organoids with E-Cadherin and CK14 demonstrated lineage specification, and differentiation into both ductal luminal and basal cells (Figure 2E). This indicates that DDR1 inhibition during patterning does not alter stem cell differentiation but does interfere with tissue patterning and the formation of alveoli.

The capacity to undergo alveolar morphogenesis is driven by coordinated expansion and differentiation of luminal cells (Rauner et al., 2021). In their absence, ductal structures form. Therefore, we examined whether the lack of alveolar morphogenesis in response to DDR1i might be

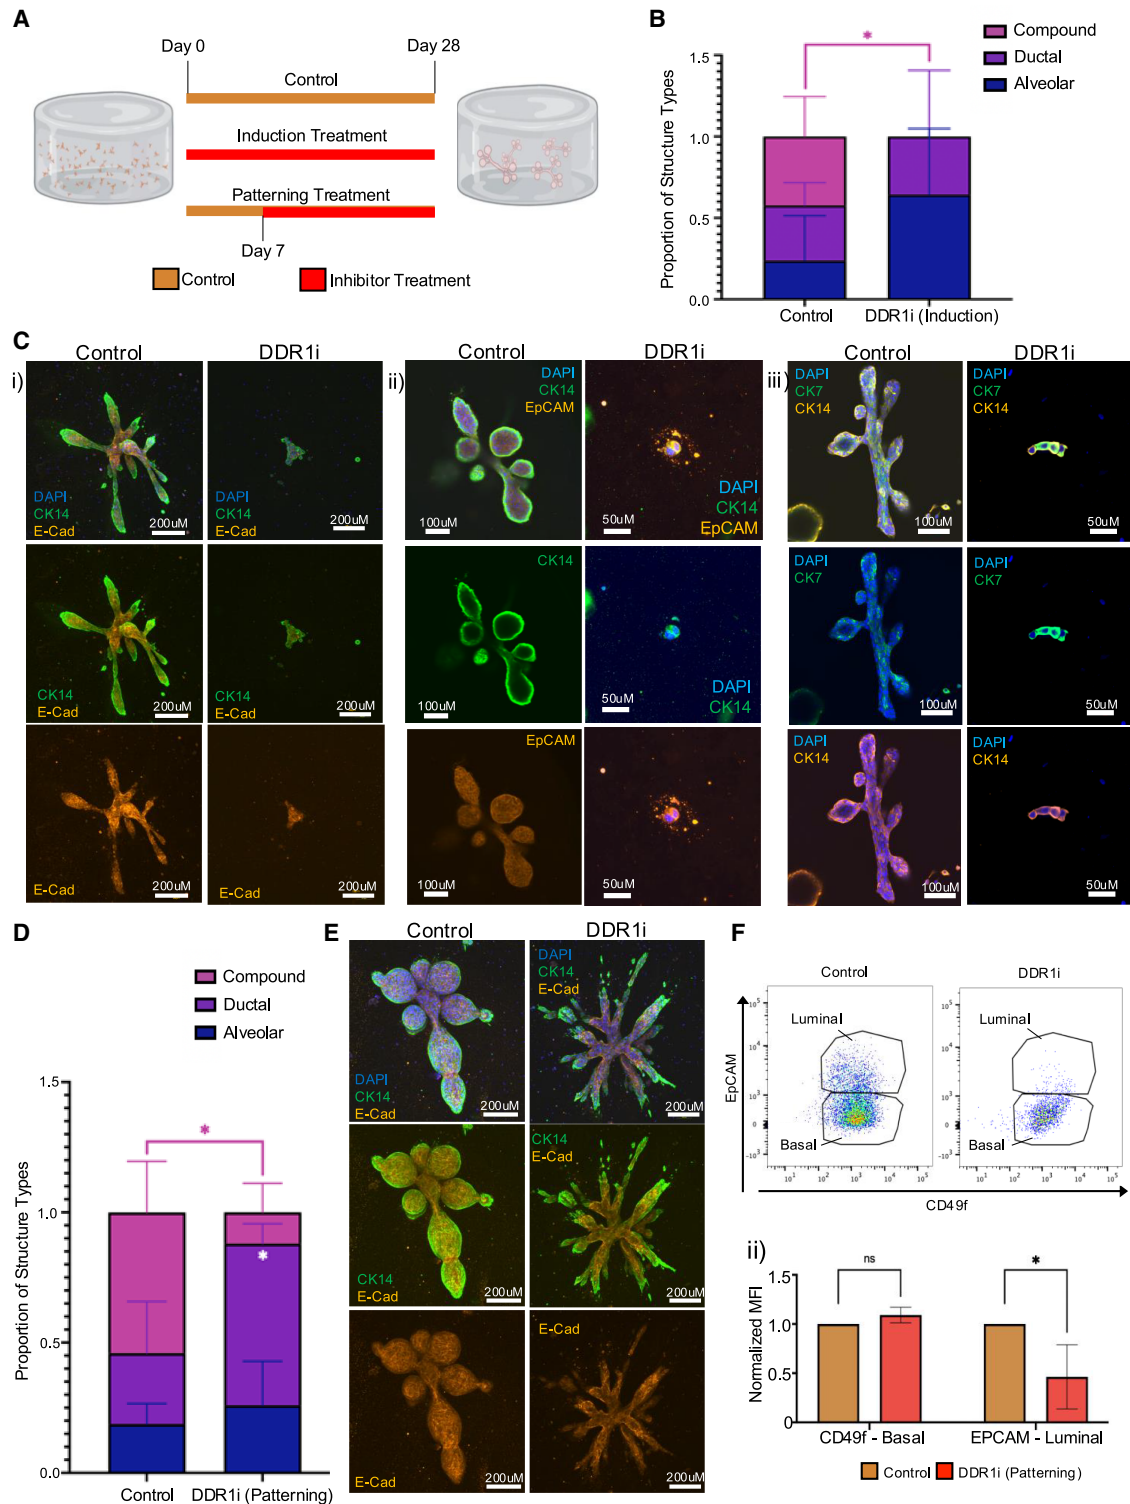

**Figure 2. Effect of DDR1 signaling inhibition on TDLU organoid development**

(A) Schematic of the strategy to test the effects of DDR1i on breast TDLU organogenesis. Inhibition during induction began with DDR1i treatment starting at day 0 and concluded when control structures were fully formed no later than day 28. Inhibition during patterning started with DDR1i beginning day 7 and concluding around day 28.

(legend continued on next page)

due to a failure of luminal cell expansion. Luminal (EpCAM<sup>high</sup>) and basal (EpCAM<sup>neg/low</sup>/CD49f<sup>pos</sup>) cells were assessed by flow cytometry in primary single-cell-derived organoids that formed in the presence or absence of DDR1i during patterning. Indeed, a significant reduction in the number of luminal cells was found in DDR1i-treated organoids (Figure 2F), consistent with the previous data indicating that the failure to form alveoli is due to a failure in luminal cell expansion (Rauner et al., 2021). Together, these findings demonstrate that DDR1 plays a crucial role in driving the specification and differentiation of stem cells during induction but also the expansion of luminal cells during patterning.

### DDR1 regulates *RUNX1* expression and transcriptional activity

Studies have suggested that *RUNX1* is essential for breast stem cells to exit the bipotent state and commit to a specific lineage (Hong et al., 2017; Sokol et al., 2015). Consistent with these findings, Runx1 protein expression was observed during late induction and it remained elevated throughout the subsequent stages of organogenesis (Figures 3A and S2). Since DDR1i inhibited lineage specification and differentiation in stem and progenitor cells, we therefore examined *RUNX1* expression using single-cell RNA sequencing (scRNA-seq). Organoid cultures were grown for 14 days and treated continuously with DDR1i (DDR1i) or treated with DDR1i for 12 days followed by release from inhibition for two additional days (DDR1r) before sequencing (Figure 3B) (Rauner et al., 2021).

Cells were categorized into clusters based on their expression profiles as bipotent progenitors, non-dividing basal cells (basal), proliferating basal cells, and two types of luminal cells (luminal 1 and luminal 2). Luminal 1 cells were characterized by expression of classical luminal epithelial markers such as *KRT7*, *KRT8/18*, *KRT19*, and *EPCAM* (Rauner et al., 2021; Sokol et al., 2016), while luminal 2 cells, expressed more mature luminal differenti-

ation markers including Lactotransferrin (Figure S3A; Table S2).

Consistent with the immunofluorescence (IF) findings, in the absence of DDR1i, *RUNX1* is heterogeneously expressed in various cell types including bipotent stem cells, basal cells, and luminal cells (Figure 3C). The highest levels of *RUNX1* are expressed in bipotent progenitor cells and basal cell types, with lower levels expressed in luminal cells. Interestingly, DDR1 is expressed in similar cell populations including bipotent progenitor and basal cells with lower levels in luminal cells (Figure S3B).

Notably, treatment with DDR1i resulted in a significant reduction of *RUNX1* expression in both basal cell populations and bipotent progenitor cells. This downregulation was reversible in basal cells, as *RUNX1* expression recovered upon removal of DDR1i (DDR1r) (Figure 3C). However, bipotent progenitors exhibited an irreversible decrease in *RUNX1* expression, suggesting distinct regulatory mechanisms influenced by DDR1 in these cell types. Interestingly, luminal 2 cells, which uniquely do not express DDR1 in the breast, were also the only cell type unaffected by DDR1i in terms of *RUNX1* expression (Figures 3C and S3B). This observation underscores the differential roles of DDR1 across various breast cell lineages.

Given that *RUNX1* expression levels were sensitive to DDR1 activity, we also examined whether *RUNX1* target gene expression might be responsive to DDR1i. Indeed, DDR1i caused differential expression in several direct *RUNX1* target genes including *DUT*, an essential nucleotide metabolism enzyme seen upregulated across breast cancers (Davison et al., 2021), and *MYC*, along with *ANP32B*, *PLEC*, *CEBPD*, *ID1*, and *STAT3* (Figures 3D, 3E, and S3C–S3G). The responsiveness of *RUNX1* to DDR1i was specific as expression of other members of the RUNX family (*RUNX2* and *RUNX3*) (Figures S3H and S3I) or its essential cofactor core binding factor beta (*CBFβ*) (Figure S3J) were not affected by DDR1i.

To further validate these findings, we treated three additional primary organoid cultures and assessed

(B) Normalized quantification of the types of organoids that formed following DDR1i treatment during induction. Data are presented as mean ± SD ( $n = 4$  gels/3 primary patient samples).

(C) Representative immunofluorescence staining of organoids from control or DDR1 inhibitor-treated gels, with treatment initiated during the induction phase of organoid formation. Stained as follows: (i) basal marker CK14 (green), epithelial marker E-Cadherin (orange), and DAPI (blue) staining (scale bars, 200 μm); (ii) basal marker CK14 (green), luminal marker EpCAM (orange), and DAPI (blue) staining (scale bars, 100 and 50 μm for control and DDR1i treatment, respectively); (iii) luminal marker CK7 (green), basal marker CK14 (orange), and DAPI (blue) staining (scale bars, 100 and 50 μm for control and DDR1i treatment, respectively).

(D) Normalized quantification of the types of organoids formed in DDR1i treated cultures beginning during patterning. Data are presented as mean ± SD ( $n = 4$  gels/3 primary patient samples).

(E) Representative immunofluorescence staining of organoids from control or DDR1i treated gels initiated during the patterning phase of organoid formation. CK14 (green), E-Cadherin (orange), and DAPI (blue) staining. Scale bars, 200 μm.

(F) Representative flow cytometry plot analysis of basal (CD49f) and luminal (EpCAM) cells (FACS) (i) and quantification of mean fluorescent intensity (ii) from primary patient samples cultured in 3D, treated with DDR1i during patterning ( $n = 3$  primary samples, and values are expressed as mean ± SD). Statistical significance was determined via multiple t tests, with significance levels indicated as follows: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , and \*\*\*\* $p < 0.0001$ .

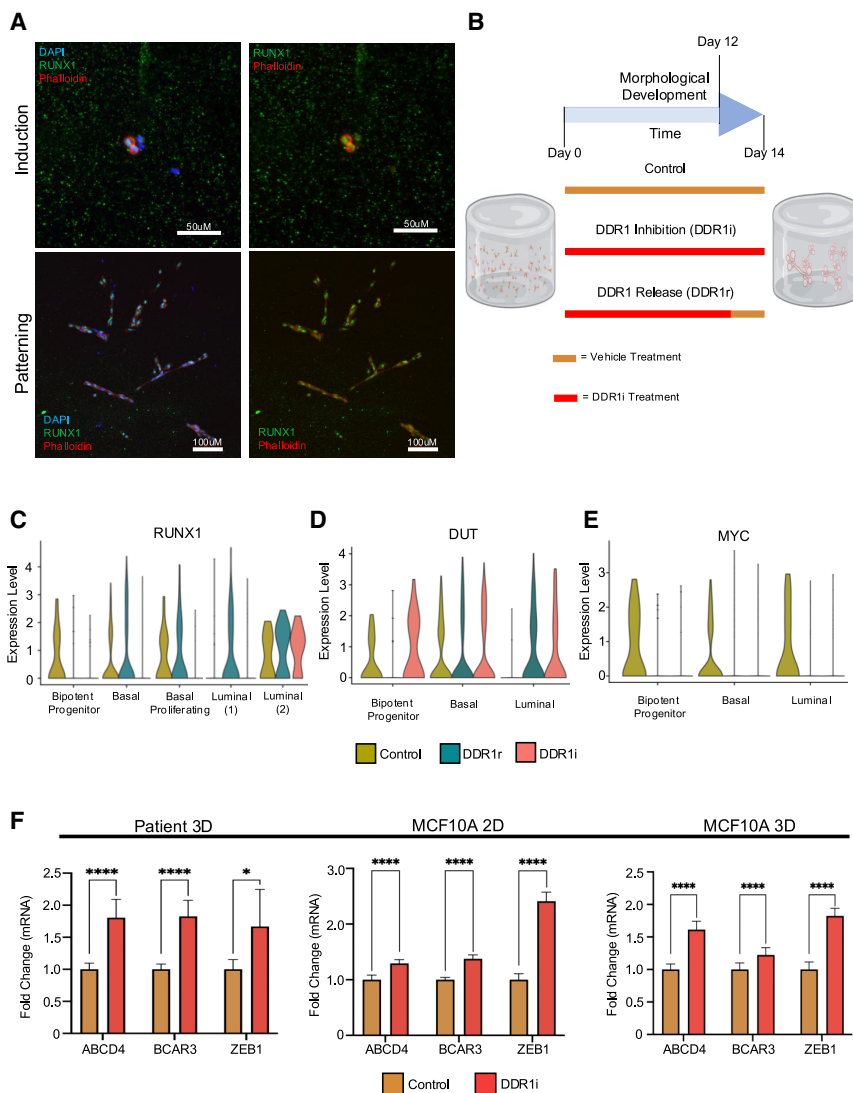

**Figure 3. Effect of DDR1 inhibition on *RUNX1* and *RUNX1* target genes**

(A) Representative immunofluorescent panels showing *RUNX1* staining in developing organoids. Scale bars, 50 and 100  $\mu$ m for induction and patterning time points, respectively.

(B) Schematic representation of DDR1 inhibitor time course design for scRNA-seq. DDR1i treatment starting on day 0 and concluding on day 14, and DDR1r treatment with DDR1i initiation on day 0 and cessation on day 12, with the last two days free from inhibition.

(C–E) Violin plots showing the distribution of *RUNX1*, *DUT*, and *MYC* expression in primary tissue organoids under control, DDR1r, or DDR1i conditions.

(F) Compilation of RT-qPCR quantification data derived from three primary patient samples cultured in a 3D environment, MCF10A cells grown in 2D or MCF10A cells grown in 3D, comparing *RUNX1* target gene response to DDR1 inhibition. Values are expressed as mean  $\pm$  SD. Statistical significance was determined via multiple t tests, with significance levels indicated as follows: \* $p$  < 0.05, \*\* $p$  < 0.01, \*\*\* $p$  < 0.001, and \*\*\*\* $p$  < 0.0001.

mRNA expression of additional *RUNX1* target genes to DDR1i. While patient heterogeneity in response to DDR1i was observed (Figures S3Ki–S3Kiii), *RUNX1* target genes were similarly affected by DDR1i (Figure 3F). We also examined the expression of these *RUNX1* target genes in MCF10A and MCF10F cells, normal immortalized breast cell lines that maintain populations of basal and luminal lineages (Sokol et al., 2015). Cultured in 2D and stimulated with collagen and DDR1i, MCF10A (Figure 3F) and MCF10F (Figure S3L) cells showed a significant change in mRNA expression of these *RUNX1* target genes. MCF10A cells grown in 3D also showed a significant change in *RUNX1* target gene expression (Figure 3F). Taken together, these data show that DDR1 activity can modulate *RUNX1* expression and the expression of *RUNX1* target genes.

### Disruption of RUNX signaling phenocopies DDR1 inhibition

Given that DDR1 regulates the expression of *RUNX1* and its target genes, and considering *RUNX1*'s role in breast stem cell differentiation (Sokol et al., 2015), we investigated whether inhibiting *RUNX1* could similarly impact organoid formation, as observed with DDR1i. To this end, we treated primary single-cell-derived organoid cultures with the pan-RUNX inhibitor AI-10-104, which impedes RUNX activity by blocking its binding to CBF $\beta$  (Figure S4A) (Illendula et al., 2016). Although AI-10-104 is a broad-spectrum RUNX inhibitor, *RUNX1* is the only RUNX family member expressed in these organoids, thus likely enhancing the specificity of the observed effects to *RUNX1* (Figures S3H and S3I). AI-10-104 treatment was initiated either on day 0, before stem cells exit from bipotency, or on day 7 during

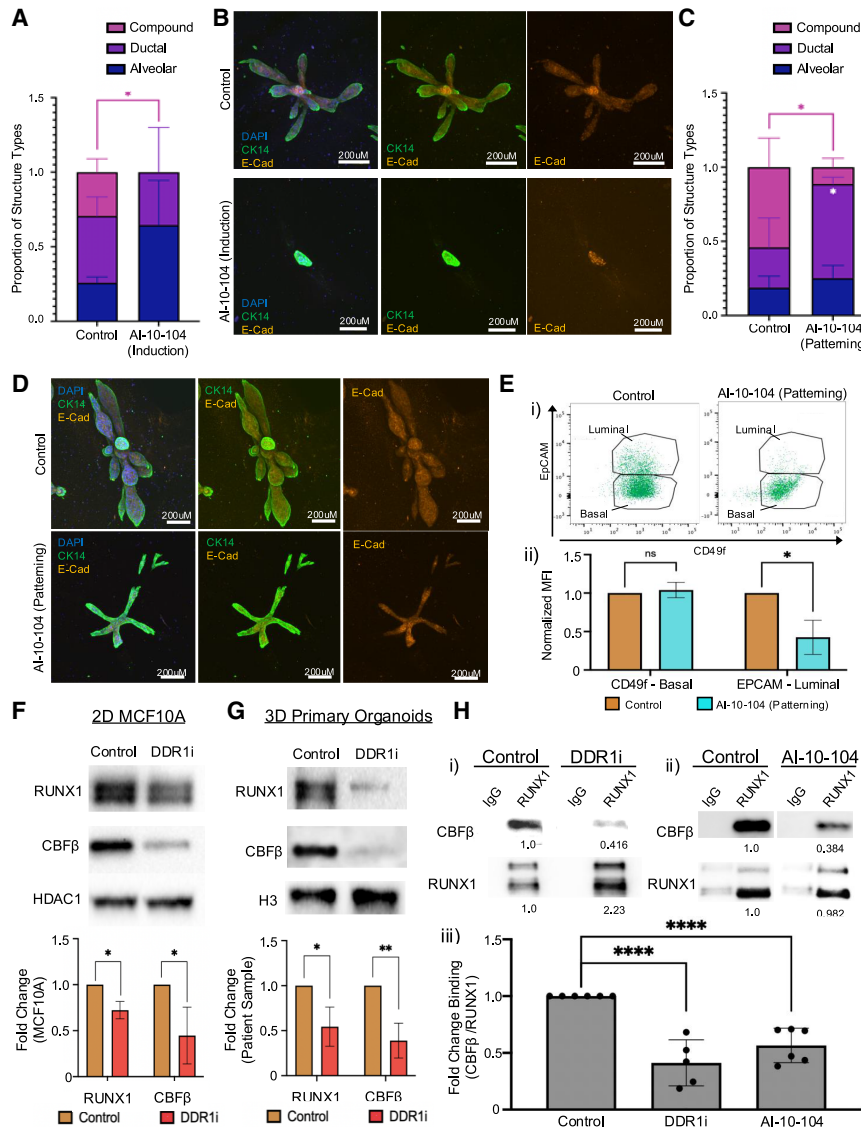

**Figure 4. Effect of RUNX signaling inhibition on TDLU organoid development**

(A) Quantification of the types of organoids that formed following AI-10-104 treatment during induction. Data are presented as mean  $\pm$  SD ( $n = 4$  gels/2 primary patient samples).

(B) Representative immunofluorescence staining of organoids from control or RUNX inhibitor-treated gels, with treatment initiated during the induction phase of organoid formation. CK14 (green), E-Cadherin (orange), and DAPI (blue) staining. Scale bars, 200  $\mu$ m.

(C) Quantification of the types of organoids that formed following AI-10-104 treatment during patterning ( $n = 4$  gels/3 primary patient samples). Data are presented as mean  $\pm$  SD.

(D) Representative immunofluorescence staining of organoids from control or RUNX inhibitor-treated gels, with treatment initiated during the induction phase of organoid formation. CK14 (green), E-Cadherin (orange), and DAPI (blue) staining. Scale bars, 200  $\mu$ m.

(E) Representative flow cytometry plot analysis of basal (CD49f) and luminal (EPCAM) cells (FACS) (i) and quantification of mean fluorescent intensity (ii) from primary patient samples cultured in 3D, treated with RUNX inhibitor during patterning ( $n = 3$  primary samples). values are expressed as mean  $\pm$  SD.

(F) Representative western blot analysis and quantification of Runx1 and Ddr1 expression from nuclear lysates of MCF10A cells treated with collagen and DDR1i ( $n = 3$ ). Data are presented as mean  $\pm$  SD.

(G) Representative western blot and quantification of nuclear protein from fractionated lysate obtained from primary patient samples cultured in 3D hydrogels ( $n = 3$ ). Data are expressed as mean  $\pm$  SD.

(H) CoIP of Runx1 and subsequent blotting and quantification of CBF $\beta$  from the lysate of MCF10A samples cultured in 2D treated with collagen or collagen and either DDR1i or RUNX inhibitor AI-10-104. Normalized quantification values below the blot. Quantification is derived from  $n = 6$  independent experiments for control and AI-10-104 and  $n = 5$  for DDR1i treatment and is presented as mean  $\pm$  SD. Statistical significance was determined through multiple t tests, with significance levels indicated as follows:  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$ , and  $****p < 0.0001$ .

progeny patterning. Similar to DDR1i, administering AI-10-104 during induction led to an increase in the proportion of alveolar-only organoids compared to other structures, as well as a complete loss of formation of mature TDLU organoids (Figure 4A). However, unlike DDR1i, there was no significant reduction in the total number of organoids that formed (Figure S4B). The alveolar colonies that did develop in the presence of AI-10-104 were immature, disorganized, and composed of cells that are double-positive for both

luminal and basal markers, consistent with stem cells being trapped in a bipotent state (Figure 4B) (Sokol et al., 2015).

Similar to DDR1i, AI-10-104 treatment during the patterning phase also led to a loss of complex TDLU organoid formation (Figure S4C). The organoids that did form under AI-10-104 treatment were primarily composed of simple ductal structures (Figure 4C). Despite these changes, the total number of organoids remained unaffected by AI-10-104 treatment (Figure S4D), suggesting a blockage in

tissue patterning rather than in organoid initiation. Immunofluorescence staining for E-Cadherin and CK14 in organoids treated with AI-10-104 starting from day 7 revealed lineage specification similar to that observed with DDR1i treatment, despite the inability to form alveoli at the terminal ends of the elongating ductal structures (Figure 4D). We also examined whether the lack of alveolar morphogenesis in AI-10-104 treated organoids might be due to differences in the number of cells present within the structures. Indeed, a significant reduction in the number of EpCAM<sup>high</sup> luminal cells was found in AI-10-104 treated organoids (Figure 4E), consistent with the notion that the failure to form alveoli is due to a failure of luminal cell expansion (Rauner et al., 2021).

Since DDR1i and AI-10-104 treatment phenocopy each other, we sought to determine whether DDR1 inhibition might affect the expression and/or interaction of RUNX1 and CBF $\beta$ . MCF10A cells stimulated with collagen and DDR1i showed a significant reduction in the total levels of RUNX1 protein expression as well as the expression of RUNX1 co-factor CBF $\beta$  (Figure 4F), whose binding is essential for both RUNX1 protein stabilization and transcriptional activity (Qin et al., 2015). Similarly, primary single-cell-derived organoids grown in 3D treated with DDR1 inhibitor also exhibited a similar decrease of RUNX1 and CBF $\beta$  protein expression (Figure 4G).

The RUNX1-CBF $\beta$  complex is critical for both the stability of RUNX1 protein but also for its activity as a transcription factor (TF) (Qin et al., 2015). Since DDR1i reduced the levels of RUNX1 and CBF $\beta$ , we investigated whether DDR1 inhibition might also affect their interaction. Indeed, co-immunoprecipitation of CBF $\beta$  with RUNX1 in MCF10A cells showed a significant reduction in complex formation in the presence of DDR1i (Figures 4Hi and 4Hiii), similar to that seen with the RUNX1-CBF $\beta$  inhibitor AI-10-104 (Figures 4Hii and 4Hiii; Figure S4A).

We used two additional RUNX inhibitors, with differing effects on RUNX1/CBF $\beta$  complex formation to assess morphological phenotypes. Cells and organoids were treated with either RO5-3335, which was discovered in a screen for small molecules that also disrupts the RUNX1 and CBF $\beta$  complex (Figure S4A) (Illendula et al., 2016), or AI-10-49, which targets the oncogenic CBF $\beta$  fusion protein CBF $\beta$ -SMMHC more selectively than the wild-type complex. RO5-3335 treatment phenocopied DDR1i or AI-10-104 treatment and had a significant increase in the proportion of alveolar or ductal structures generated when treatment began during induction or patterning, respectively, along with a loss of complex TDLU structures (Figures 2B, 4A, S4A, and S4E). While treatment with AI-10-49 during induction also resulted in the loss of complex TDLU structures, it caused significantly different structural proportions in culture compared to other treatments. The notably similar phe-

notypes of organoids treated between DDR1i, where DDR1i decreases CBF $\beta$ /RUNX1 expression, and inhibitors specific for CBF $\beta$ /RUNX1 complex formation (AI-10-104 and RO5-3335), suggest that DDR1 regulates RUNX expression and activity to influence tissue patterning and differentiation.

Finally, we also treated organoids with a gamma-secretase inhibitor to block NOTCH1 signaling during the same experimental time points to rule out confounding effects from overlapping stem cell signaling pathways and evaluate whether all inhibitors of stem cell activity phenocopy each other. The Notch signaling pathway plays a crucial role in the regulation of mammary stem cells and promotes the differentiation of luminal progenitors while inhibiting the myoepithelial lineage, thereby helping to shape the architecture of the mammary gland (Rauner et al., 2021). Interestingly, inhibiting NOTCH1 during induction led to a failure in TDLU formation but did not cause an expansion of alveolar organoid formation, an outcome not observed with either DDR1i or AI-10-104 treatments (Figure S4F). Instead, NOTCH1 inhibition during both induction and patterning led to an increase in ductal-only organoids compared to other structure types. This indicates that stem cell activity regulated by NOTCH during the early stages of breast organoid development differs from that of DDR1-RUNX1, highlighting the distinct stem cell signaling pathways influencing tissue development and architecture.

Together, these results elucidate a common stem cell regulatory pathway involving these two proteins, which differs from Notch signaling that guide the complex morphological development of stem cells into complex breast tissue organoids. It also underscores the importance of RUNX during induction and patterning. Like DDR1, during induction, RUNX1 is necessary for differentiation of bipotent stem cells, while during patterning, it is required for the expansion of luminal cells. The disruption of this luminal cell differentiation consequently inhibits alveologenesis, preventing the formation of complex TDLUs and thus mirroring the effects observed with DDR1 inhibition.

### **DDR1 and RUNX share a core transcriptional network that controls breast epithelial differentiation**

Given the strong phenotypic similarities observed following DDR1 and RUNX1 inhibition, we sought to investigate whether these effects could be attributed to a common transcriptional network. To test this, we first performed bulk RNA-seq analysis on primary breast organoids, from 3 different donors, treated with DDR1 or RUNX inhibitors. A total of 353 genes were differentially expressed upon DDR1 inhibition and 182 following RUNX inhibition. (Figure 5A).

Unsupervised hierarchical clustering of primary sample-derived organoids showed consistent clustering of

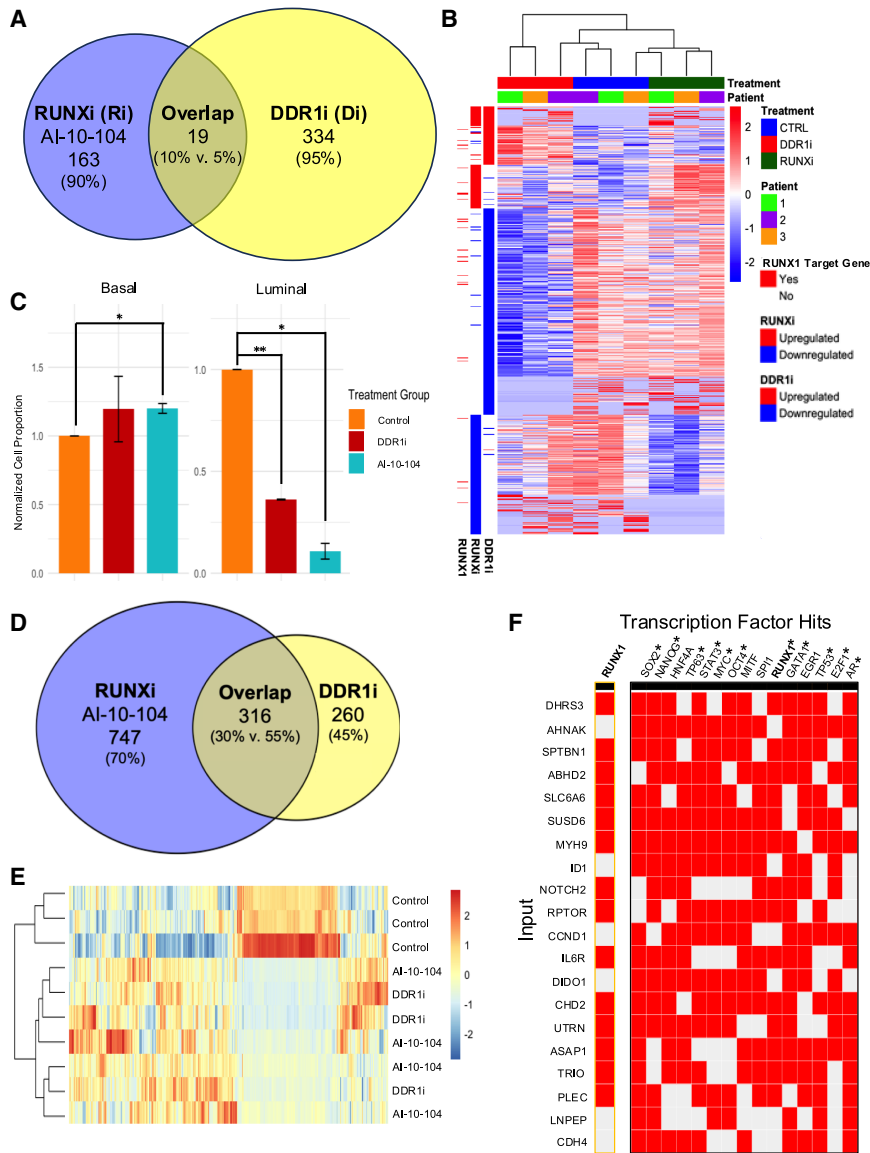

**Figure 5. Interplay between DDR1 and RUNX1 in regulating breast epithelial differentiation**

(A) Venn diagram illustrating the overlap of differentially expressed genes in three primary patient treated with DDR1 and RUNX inhibitors.

(B) Heatmap of the overlapping differentially expressed genes from DDR1i and RUNXi treated organoids, as compared to the control. Bars on right represent clustered groupings of differentially expressed genes for DDR1i and RUNXi. Dashes in *RUNX1* column represent *RUNX1* target genes.

(C) Normalized cell populations determined through the deconvolution of bulk sequencing by using CIBERSORTx (Steen et al., 2020).

(D) Venn diagram illustrating the overlap of differentially expressed genes in MCF10A cells treated with DDR1 and RUNX inhibitors, highlighting a core set of 316 genes impacted by both treatments treated with Col-1 and DDR1 inhibitor (DDR1i) or Col-1 and RUNX inhibitor (RUNXi), compared to control.

(E) Heatmap of the overlapping differentially expressed genes from MCF10A cells, as compared to the control.

(F) Unsupervised clustering analysis showing that DDR1i and AI-10-104 treated cells cluster closely together, distinct from control cells, suggesting similar transcriptional responses to both inhibitors. Heatmap of the overlapping differentially expressed genes, as compared to the control. Hierarchically clustered heatmap visualization of the associations between *DDR1-RUNX1* overlapping gene set (input) and enriched transcription factors, utilizing data

from the ChEA database (Lachmann et al., 2010). \* represents transcription factor hits of interest. Statistical significance was determined through multiple t tests, with significance levels indicated as follows \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

treatment groups away from control samples, highlighting similar responses of each patient sample to each inhibitor, and showed the range of effects on *RUNX1* target genes with each treatment (Figure 5B). Among the differentially expressed genes (DEGs), approximately 25% represented direct *RUNX1* transcriptional targets, suggesting a partial but limited overlap. Nineteen of these DEGs from both treatment groups overlapped, indicating a common core of gene targets (Figure 5; Table S3). Using the ChEA dataset (Lachmann et al., 2010) on Harmonize, we found that 94 of the 353 DDR1i-associated genes (~26%) and 47 of the 182 RUNXi-associated genes (25%) were direct targets of *RUNX1* (Figure S5A).

Gene set enrichment analysis (GSEA) of DEGs revealed loss of *KRAS* and apical signaling as well as expression of *MYC* and *MTOR* targets shared following DDR1i or RUNX inhibition (Table S4). GSEA of MicroRNAs (miRNAs) revealed that the differentially expressed gene sets from both DDR1i and RUNXi treatment groups overlapped with genes regulated by miR-93, significantly with miR-93-5p ( $p = 9.27 \times 10^{-3}$  for DDR1i;  $p = 9.86 \times 10^{-6}$  for RUNXi), and trending toward significance for miR-93-3p ( $p = 0.0566$  for DDR1i;  $p = 0.086$  for RUNXi) (Figures S5B and S5C). miR-93 expression is known to be repressed by *RUNX1* and other members of the RUNX TF family and has been implicated in migration and proliferation of

normal and cancerous cells (Bao et al., 2020). The large overlap of miR-93-5p target genes in the leading edge for both *DDR1i* and *RUNXi* gene sets suggests additional ways *RUNX1* and *DDR1* could share regulatory mechanisms (Figure S5B).

We also applied CIBERSORTx-cell lineage-deconvolution to infer population-level changes (Steen et al., 2020). Both *DDR1i* and *RUNXi* treatments significantly reduced the proportions of luminal cell populations (Figure 5C), consistent with the morphological and FACS data (Figures 2F and 4D).

The limited overlap in core transcriptional regulators observed in primary organoids likely reflects patient heterogeneity and long-term adaptations (21 days post-seeding) of primary organoids. Given this, we next examined the transcriptional relationship between *DDR1* and *RUNX1* more directly, using the normal human breast MCF10A cell line exposed to either collagen alone or collagen in combination with *DDR1* or *RUNX* inhibitors. Under these conditions, *DDR1* and *RUNX* inhibition induced highly overlapping transcriptional responses, identifying 316 shared DEGs (representing over half of all *DDR1*-responsive genes). Over half the genes (316 out of 576) that exhibited differential expression upon *DDR1* inhibition overlapped with those affected by *RUNX* inhibition (Figure 5D). Moreover, unsupervised clustering analysis of these 316 DEGs indicated that cells treated with *DDR1i*, and cells treated with AI-10-104 closely clustered together, contrasting with the control cells (Figure 5E). Notably, GSEA of the genes within this shared set reveals that they are implicated in known *RUNX1* processes such as tissue development, EMT (Ariffin, 2022), estrogen response (Stender et al., 2010), *MYC* signaling (Choi et al., 2017), as well as numerous other functions (Table S5). This short-term design captured immediate transcriptional responses without confounding compensatory mechanisms, thus revealing a robust common transcriptional network.

We next analyzed the overlapping *RUNX1/DDR1* target gene set to gain deeper insights into how they are regulated at the transcriptional level. (Figures 5F and S5D). We identified several TFs including *SOX2*, *NANOG*, and *OCT4* that regulate the same *RUNX1/DDR1* target genes. These TFs have known roles in the regulating pluripotent stem cell functions as well as cooperating in MCF10A cells with driving stem-like phenotypes (Figures 5F and S5) (Qu et al., 2015; Sokol et al., 2015). Other significant TFs identified as regulating the *DDR1/RUNX1* target genes include *TP63*, *STAT3*, *MYC*, *GATA1*, *TP53*, *E2F1*, and *AR* (Figure 5F). Notably, these TFs regulate stemness and differentiation programs in the breast, but also in other stratified epithelial tissues (Portal et al., 2022; Wu et al., 2003), as well as the hematopoietic system (Aigner et al., 2019; Choi

et al., 2017; Huang et al., 2014; Shimizu and Yamamoto, 2023; Trikha et al., 2011). The contrasting results between chronic inhibition in 3D versus acute disruption in MCF10 cells highlight the complexity of *DDR1-RUNX1* signaling dynamics. Acutely, *DDR1/RUNX1* share transcriptional responses, while chronically *DDR1/RUNX1* yields subtler transcriptional changes due to cellular adaptation or lineage-specific survival biases. This context-dependent regulation underscores the importance of temporal dynamics and cellular context in the regulation of genes essential for breast epithelial differentiation.

### ***DDR1/RUNX1* axis mutations commonly occur in breast cancer**

How the deposited data were processed for this re-analysis (not part of the article)

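Expression was measured by RNA-seq in 16 libraries of MCF10A cells, 4 each of vehicle control without collagen, collagen alone, collagen with DDR1-IN-1 (DDR1i) and collagen with AI-10-104 (RUNXi). Libraries were assigned to groups and replicates from the deposited labels, and doses and times came from the methods of the collagen stimulation assay. The organoid RNA-seq was not analysed here.

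The authors deposited raw counts, the number of reads counted on each gene in each library, after alignment to GRCh37 with STAR. Nothing in the deposited values pointed to normalization, pooling of replicates or a filter on low counts. The paper's text does not name the counting tool, the annotation or the use of strand, so that counts of overlapping genes, antisense genes and close paralogs are uncertain. The table has 26475 genes under 26473 distinct names, and 28 entries have a calendar date in place of a gene symbol. All columns were assigned to a library, and no entry was a total or an unassigned class. Gene positions, transcript lengths and GC content came from the GENCODE annotation lifted to GRCh37, to which 22024 names were matched (20676 by current and 1348 by older symbols). The length used for a gene was that of its canonical transcript in that annotation.

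Total counts ranged from 12184619 to 44332378 per library. Counts of replicates differed by far more than sampling noise in every pair (lowest chi-square per degree of freedom 18.3), and none was treated as a library deposited more than once. The biological coefficient of variation over the tested genes was 0.287.

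Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, robust quasi-likelihood fit), with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p-value. The fit of the inhibitors used 11 libraries, without collagen replicate 3, which the authors removed, and without the control group. Collagen was compared with the control in a fit of 7 libraries. Log2 CPM for clustering and principal component analysis used a prior count of 2, and the latter used the 500 most variable genes. Confidence intervals of percentages are 95% Wilson intervals. Gene lists from the paper and technical classes of genes (ribosomal protein and histone genes) were tested with limma 3.58.1 (camera with a preset correlation of 0.01, with fry and an estimated correlation beside it). DESeq2 1.42.0 was used as an alternative. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

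The samples of each fit, its test, the rule for the genes that are named and a list of alternatives were fixed before the data were examined. The genes named are those that the paper names, with the 5 higher and 5 lower shared genes that had the smallest larger adjusted p-value of the pair of comparisons, and the 3 higher and 3 lower genes with the smallest adjusted p-value in each other comparison. Alternatives covered the test, normalization, filter, threshold, groups in the fit, replicate block, reference group, inclusion of collagen replicate 3 and leaving out each library. Alternatives added later covered further DESeq2 fits, trends with transcript length and GC content removed from each library by splines with 4 degrees of freedom, the number of genes detected as a covariate, counts thinned at random, in a single draw, to 15558341 per library and the 20 most abundant genes left out.

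The test was tried on simulated data made from the means and library sizes of the real libraries, with 200 genes changed. Of the 199 changed genes that were tested, it called 147 (73.9%), none in the wrong direction, and it called 5 unchanged genes. DESeq2 called 152 changed and 20 unchanged genes. Every planted change was larger than 0.714, the median absolute log2 fold change of the shared genes with DDR1i. These rates therefore do not apply to changes of that size. With a planted length trend in 12873 genes, 1398 unchanged genes were called before its removal and 7 after, with 150 and 141 of 185 changed genes. Libraries without inhibitor effects were simulated 20 times against shared collagen libraries, and the libraries were regrouped in every possible way, or in 100 drawn groupings for the overlap.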

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

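Of the tests in this part, the regroupings of the libraries were chosen in advance, and the tests of transcript length, GC content, library size, genes detected and abundant genes were chosen only after the result was seen.

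Collagen replicate 1 had a total of 17570707 counts, far below the 26642600, 27045597 and 27695778 counts of the other collagen libraries (gap of 0.896 of the range, above Dixon's critical ratio for 4 samples). It was 1 of 40 groups of values past the critical ratio, and 2 were expected by chance. A low library size as the source of the number of shared genes is argued against by the fit without this library. That fit shared 229 genes, against 193 in the fit with this library. Of the 193 genes, 136 were among the 229, so that for the rest this source stays open. No biological explanation was tested.

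Compared directly, DDR1i and RUNXi differed in 77 genes, 47 higher and 30 lower with DDR1i. The difference is taken between the inhibitor groups, but the filter, normalization and spread of the fit draw on the collagen libraries too. With collagen replicate 3 included, 67 genes were found, 66 of them among the 77, and in a fit of the 8 inhibitor libraries alone 83, of which 72 were among the 77. Of the 35 splits of the inhibitor libraries into groups of 4, with the 3 collagen libraries kept in the fit, 1 split, the real one, gave as many genes, and the highest of the others gave 10. The genes with the smallest adjusted p were *AKR1C1* (log2 fold change of DDR1i against RUNXi -2.30, adjusted p = 7.8e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *FTL* (-1.14) and *KRT16* (-1.35), lower with DDR1i, and *TNC* (1.87), *FAM167A* (1.27) and *TINAGL1* (1.10), higher with DDR1i. *AKR1C1*, *KRT16* and *FTL* have close paralogs or pseudogenes, and reads shared with these were not tested. Technical trends as the whole cause are argued against by the genes found after each was removed: 86 genes with the transcript length trend removed (71 of the 77 among them), 80 with the GC content trend removed (69 of the 77), 73 with the number of genes detected as a covariate (69 of the 77), 74 with libraries thinned to the smallest (72 of the 77) and 75 without the 20 most abundant genes (75 of the 77). In fits without 1 library, the number was lowest, at 53, without RUNXi replicate 1, and no such fit moved it over 1.5 times. A difference between the inhibitors in their targets may underlie these genes, which remains a hypothesis.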

How the results depend on the processing

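The alternatives with DESeq2 other than its plain fit, those with all 16 libraries, and those on transcript length, GC content, genes detected, thinned counts and abundant genes were chosen only after the result was seen. Numbers of DEGs are given for DDR1i, RUNXi and both. The cause of a change was not tested unless stated.

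The number of shared genes stayed within 1.5 times of 193 with DESeq2's size factors in the edgeR fit (344, 574 and 197), at least 10 counts in every library (380, 668 and 225), all 4 groups in the fit (233, 395 and 136) and robust fitting turned off (308, 466 and 168).

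With collagen replicate 3 included, the numbers were 9, 60 and 1, so that 11.1% of DDR1i genes were shared and 100% of shared genes were higher, and the correlation of fold changes was 0.503. At unadjusted p, 1149, 1632 and 498 genes passed. With control as the reference group, they were 17, 35 and 1 (5.88% shared, 100% higher, correlation 0.558).

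With DESeq2 the numbers were 819, 1154 and 490 (64.3% higher, correlation 0.592, 136 genes between the inhibitors), and with its filtering level at 0.05 they were 857, 1160 and 508 (62.4% higher, 134 between the inhibitors). Without a filter on low counts they were 755, 1046 and 454 (68.9% higher, correlation 0.584, 163 between the inhibitors). At unadjusted p they were 2442, 2853 and 1581 (64.7% shared, 56.5% higher, 839 between the inhibitors), and with DESeq2 2636, 3158 and 1699 (64.5% shared, 56.6% higher, 1007 between the inhibitors). With only the 2 groups compared, DDR1i had 143 genes and 85 were shared (84.7% higher).

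The replicate block gave 537 genes for DDR1i, 293 shared and 154 between the inhibitors. Libraries with the same replicate number were taken as paired if every pair had correlated deviations over 0.1, which was not met: 8 of 24 pairs were over 0.1 (-0.095 to 0.279). All 6 pairs of replicate 4 were (0.157 to 0.279), so that a batch shared by the libraries of replicate 4 stays possible.

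With DESeq2 and collagen replicate 3 included, the numbers were 40, 154 and 13 (32.5% shared, 61.5% higher, correlation 0.514, 120 between the inhibitors), and at a filtering level of 0.05 they were 42, 152 and 12 (28.6% shared, 66.7% higher). On 15 libraries DESeq2 gave 665, 904 and 386 (66.1% higher, correlation 0.592), and 665, 957 and 404 at 0.05 (65.8% higher). On all 16 libraries it gave 32, 124 and 9 (28.1% shared, correlation 0.514), and 32, 131 and 9 at 0.05 (66.7% higher). edgeR on all 16 libraries gave 6, 55 and 1 (16.7% shared, 100% higher, correlation 0.513). With control as the reference group, DESeq2 gave 52, 96 and 8 on 15 libraries (15.4% shared, 62.5% higher, correlation 0.427) and 45, 89 and 6 on 16 (13.3% shared, 66.7% higher, correlation 0.427). At 0.05 these were 52, 95 and 7 (13.5% shared, 57.1% higher) and 45, 85 and 5 (11.1% shared).

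With the transcript length trend removed, the numbers were 163, 203 and 69 (42.3% shared, 21.7% higher), of which 26 were among the 193. In the 13007 genes with a length but no trend removed they were 335, 597 and 198, so that the change came from the removal. With the GC content trend removed, DDR1i had 539 genes (50.5% shared), and 47.4% of the shared genes were higher. Removing both trends gave 135, 248 and 60 (44.4% shared, 28.3% higher). Removing the length trend with the replicate block gave 39.9% shared, 23.4% higher, a correlation of 0.604 and 221 genes between the inhibitors, and with collagen replicate 3 included 9, 63 and 1 (11.1% shared, 100% higher, correlation 0.472).

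Fits that each left out 1 library ranged from 60 genes for DDR1i without DDR1i replicate 3 to 662 without DDR1i replicate 1, from 123 for RUNXi without collagen replicate 4 to 715 without collagen replicate 1, and from 31 shared genes without collagen replicate 4 to 313 without DDR1i replicate 1. Shared genes also moved over 1.5 times without DDR1i replicate 2 (94 higher and 18 lower), DDR1i replicate 3 (49), DDR1i replicate 4 (70), RUNXi replicate 2 (89 higher and 16 lower), RUNXi replicate 3 (95) and RUNXi replicate 4 (81). The share of DDR1i genes ranged from 26.3% without RUNXi replicate 4 to 81.7% without DDR1i replicate 3, the share higher from 66.4% without collagen replicate 1 to 85.7% without DDR1i replicate 3, and the correlation from 0.553 without RUNXi replicate 4 to 0.849 without collagen replicate 4.

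DESeq2 without DDR1i replicate 1 gave 1226, 1153 and 664 (59.3% higher, correlation 0.575), and 1286, 1192 and 707 at 0.05 (58.4% higher). Without DDR1i replicate 2 it gave 536, 1102 and 314 (67.8% higher, correlation 0.533), and 536, 1112 and 323 at 0.05 (68.1% higher). Without DDR1i replicate 3 RUNXi had 1126 genes (70.0% shared, correlation 0.590), and 1131 at 0.05 (71.4% shared, 70.2% higher). Without DDR1i replicate 4 it had 1010 (64.2% shared, 70.0% higher, correlation 0.571, 126 between the inhibitors), and 1082 at 0.05 (66.7% shared, 69.5% higher, 128 between the inhibitors).

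Collagen against control gave 0 genes in the main setting (1754 at unadjusted p), 399 with DESeq2, 284 without a filter on low counts and 313 with all 4 groups in the fit. Clustering misplaced 1 library with collagen replicate 3 included and 1 with correlation distance (DDR1i replicate 1), 2 on all tested genes and 4 on the 500 most variable genes. The ratio of collagen replicate 3 on PC1 was 0.878 on DESeq2's variance-stabilized values and 0.063 to 0.282 in the other settings. On PC2 of the variance-stabilized values its ratio was 0.050, and collagen replicate 4 was past the critical ratio (0.871).

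Among single genes, the RUNXi log2 fold change of *KRT16* ranged from -0.058 without RUNXi replicate 3 to 0.28 without RUNXi replicate 4. That of *DDR1* with DDR1i ranged from -0.10 without DDR1i replicate 4 to 0.043 without DDR1i replicate 2, and was 0.0056 and 0.042 with DESeq2 without DDR1i replicate 1 and 2. With RUNXi it was -0.024 with both trends removed. Neither gene was differentially expressed with that inhibitor in the fits that left out 1 library. Of the other results, 140 for single genes became weaker and 3 stronger, and 16 for gene lists became weaker and 4 stronger.

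The group of 3 collagen libraries limits every comparison with an inhibitor, since adding collagen replicate 3 left 1 shared gene and leaving out collagen replicate 4 left 31.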

Differences from the paper's values

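The paper gives 576 genes differentially expressed with DDR1i, and 334 were found here. The legend of Fig. 5D names the reference as control, without saying whether this is collagen alone or the vehicle control. With the vehicle control as the reference group, 17 genes were found. At unadjusted p this reference gave 627 genes for DDR1i, 894 for RUNXi and 187 shared (29.8% of DDR1i genes). DESeq2 on 15 libraries gave 808, 1175 and 258 at unadjusted p (31.9%). Both DDR1i counts and the 258 shared genes lie within 1.5 times of the paper's values, while both shares lie below its 55%. The settings listed below as close are at adjusted p. Of the alternatives set before the data were examined, DESeq2 (819 genes), no filter on low counts (755), the replicate block (537) and the fit without DDR1i replicate 1 (662) came within 1.5 times of the paper's value, and the others did not. Alternatives chosen after seeing the values that did so were DESeq2 with its filtering level at 0.05 (857), DESeq2 on 15 libraries (665, and 665 at 0.05), the GC content trend removed (539), the transcript length trend removed with the replicate block (461), the number of genes detected as a covariate (497), and DESeq2 without DDR1i replicate 2 (536, and 536 at 0.05) or without DDR1i replicate 4 at 0.05 (384).

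For genes shared by both inhibitors, the paper's number is 316, and 193 were found here. No filter on low counts (454), at least 10 counts in every library (225), the replicate block (293), and the fits without collagen replicate 1 (229) or DDR1i replicate 1 (313) came within 1.5 times of it among the alternatives set before the data were examined, and the others did not, DESeq2 (490) among them. Alternatives chosen after seeing the values that did so were DESeq2 on 15 libraries (386, and 404 with the filtering level at 0.05), the GC content trend removed (272), the number of genes detected as a covariate (261), and DESeq2 without DDR1i replicate 2 (314, and 323 at 0.05), replicate 3 (247, and 262 at 0.05) or replicate 4 (233, and 256 at 0.05), whereas DESeq2 without DDR1i replicate 1 shared 664 genes (707 at 0.05). These fits without a DDR1i library were all run because Fig. 5E shows 3 DDR1i libraries, and the paper does not say which.

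The part of Fig. 5D for RUNXi alone holds about 750 genes, read by eye, and 356 were found here. DESeq2 (664) and no filter on low counts (592) came within 1.5 times of it among the alternatives set before the data were examined, and the others did not. Alternatives chosen after seeing the values that did so were DESeq2 with its filtering level at 0.05 (652), DESeq2 on 15 libraries (518, and 553 at 0.05), and DESeq2 without DDR1i replicate 2 (788, and 789 at 0.05), replicate 3 (879, and 869 at 0.05) or replicate 4 (777, and 826 at 0.05).

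The paper removed collagen replicate 3 as an outlier by principal component analysis. In the analysis here it lay next to another collagen library on PC1 (ratio 0.063), and it passed the critical ratio on PC1 of DESeq2's variance-stabilized values (0.878), where collagen replicate 4 passed it on PC2 (0.871).

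The genes drawn in Fig. 5F and Fig. S5D are part of the paper's overlap. Of the 35 genes, 20 were differentially expressed with both inhibitors here, 34 with DESeq2 and 35 with unadjusted p-values.

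The paper's text does not say whether the p-value behind the MCF10A genes was adjusted. With unadjusted p-values 2442 genes passed for DDR1i.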

Other observations

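The tests of transcript length, GC content, genes detected, library size and abundant genes were chosen only after the result was seen. So were those of the choice of collagen libraries and of the position of collagen replicate 3. The others in this part were chosen in advance.

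The overlap rested on the collagen libraries chosen. For the 191 shared genes that changed in one direction, collagen replicate 3, which had no part in their selection, lay beyond the other 3 collagen libraries on the side of the inhibitors for 191, nearer the mean of the inhibitors than of the other collagen libraries for 185 and nearer the control mean than the mean of the other collagen libraries for 189. With it included, 1 gene was shared (498 at unadjusted p). Without collagen replicate 4, 31 genes were shared, of which 27 were among the 193. Sampling noise of the shared collagen libraries, independent between genes, is argued against as the source of the fold-change correlation of 0.698. Simulated libraries without an inhibitor effect reached 0.599 at most. The correlation was below 0.599 in some other settings, such as 0.553 without RUNXi replicate 4 and 0.592 with DESeq2, but 0.849 without collagen replicate 4. The simulations shared 0 genes, but each called 1 gene at most per inhibitor. They cannot measure what the shared reference adds to the overlap. Of the 100 drawn groupings of the 11 libraries, 1, the real one, shared as many genes. The next, with 153, was 1 of 2 drawings that kept collagen replicates 1, 2 and 4 together and mixed the inhibitor libraries (32 in the other), and the 97 drawings that parted these collagen libraries shared 8 at most. As many genes as with DDR1i were called in 2 of 35 splits of its 7 libraries; the other split set DDR1i replicates 2, 3 and 4 against the collagen libraries with DDR1i replicate 1 and gave 410. For RUNXi it was 1 of 35 splits, with 4 genes in the next. With a different collagen library as the reference of each inhibitor, the median correlation of fold changes was 0.110, with collagen replicate 3 as one of them -0.071, and with the same library for both 0.778. No expected value was simulated for single libraries, which are noisier references, so that these correlations do not decide whether a response is shared. Collagen replicate 3 may be a library without a collagen response, and the overlap would then be a reversal of that response in the other collagen libraries; or these may share a deviation of their own that any library outside them would differ from. Both predict the 191 and the 189 genes, and they cannot be told apart, because no further collagen library was measured.

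The overlap followed transcript length. The log2 fold change correlated with length across genes (Spearman 0.395 for DDR1i and 0.382 for RUNXi), and 89 of the 148 shared higher genes lay in the tenth of genes with the longest transcripts. With the trend removed, 15 of the 148 higher and 11 of the 43 lower genes were still shared. This makes a length trend between libraries a candidate cause for most of them in that fit. With the replicate block as well, 184 genes were shared, and 36 of the 148 higher and 24 of the 43 lower genes were kept. For the lower genes the result therefore depended on the block. After removal of the trend without the block, 54 genes were lower with both. Of these, 43 were new and 11 were among the 43 lower genes. This number therefore does not decide whether the trend caused the lower genes. The removal would also take away a real response related to length. The correlation of expression with length was -0.17, -0.26, 0.20 and -0.52 in collagen replicates 1 to 4 and -0.32 in DDR1i replicate 1. Its mean did not differ past the threshold between the 4 collagen and the 8 inhibitor libraries (exact permutation test, two-sided, p = 0.101, 495 splits). Without collagen replicate 3, the collagen library with a positive correlation, the means differed (p = 0.018, 165 splits, exact), although DDR1i replicate 1 lay below collagen replicates 1 and 2. A technical trend and a collagen response related to length cannot be told apart in this design.

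Other technical explanations for the number of shared genes are argued against by their tests: 272 genes were shared with the GC content trend removed, 261 with the number of genes detected as a covariate, 186 with libraries thinned to the smallest and 194 without the 20 most abundant genes.

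The paper does not report a comparison of collagen with the vehicle control. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 0 genes differed (1754 at unadjusted p, smallest adjusted p = 0.106). A count of 0 is reached by 35 of the 35 splits whatever the libraries hold, so that the splits decide nothing here. DESeq2 called 399. Genes with the smallest adjusted p included *COX6C* (log2 fold change 0.76), *LSM3* (0.83) and *VMA21* (0.74), higher with collagen, and *NOTCH1* (-1.09), *SOGA1* (-1.15) and *PRKAR2A* (-1.66), lower with collagen, with adjusted p from 0.106 to 0.107 (same edgeR test). For *PRKAR2A*, collagen replicate 3 had 46.3 CPM, the control 50.2 ± 3.62 (SD, n = 4) and the other collagen libraries 15.8 ± 7.92 (SD, n = 3). Reversal of the collagen response by the inhibitors was a hypothesis: with different collagen libraries in the comparisons, the median correlation of the collagen and inhibitor responses was -0.050 for DDR1i and -0.064 for RUNXi, and with collagen replicate 3 as one of them 0.128 and 0.069. The sign changes with that library, which leaves the question open.

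The paper reports lower RUNX1 and CBFβ protein with DDR1i. In single cells of organoids it also reports lower *RUNX1* transcript in basal cells and bipotent progenitors, and no effect on the *CBFB* transcript. In the MCF10A libraries here, neither transcript differed past the threshold, and *RUNX1* was higher in sign. *RUNX1* had a log2 fold change of 0.31 with DDR1i (standard error 0.15, adjusted p = 0.279 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.30 with RUNXi (adjusted p = 0.26, same edgeR test), and *CBFB* of -0.15 and -0.20. *DDR1* had -0.02 and 0.14. *RUNX3* and *GATA1* had 0 counts in the 16 libraries, and *DDR2* had 87 in total. Of the 10 RUNX1 target genes that the paper names, *ID1*, *ANP32B*, *PLEC* and *CEBPD* were differentially expressed with both inhibitors and *DUT* with RUNXi, all tested against collagen replicates 1, 2 and 4.

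Gene lists were tested with camera. With DDR1i, the genes of Fig. 5F and Fig. S5D (chosen by the authors from these libraries) were higher (adjusted p = 3.72e-16 and 3.91e-12). Basal markers 2 (adjusted p = 9.55e-07, 13 of 15 genes tested, median log2 fold change -0.27), bipotent progenitor markers (0.000761, -0.25) and ribosomal protein genes (1.80e-11, -0.24) were lower. Basal markers 3 (0.000305, 0.19) were higher. So were the organoid genes that the paper found lower under both inhibitors (0.0115, 0.57, 7 of 11 genes tested). With RUNXi, the genes of Fig. 5F and Fig. S5D were higher (4.16e-13 and 1.43e-11), as were basal markers 3 (9.10e-05, 0.33), and basal markers 2 (2.45e-05, -0.30), luminal 1 markers (0.00163, -0.31) and ribosomal protein genes (2.15e-12, -0.27) were lower. Under fry, the figure genes with both inhibitors, and basal markers 2, bipotent progenitor markers and organoid genes with DDR1i and luminal 1 markers with RUNXi stayed past the threshold; with an estimated correlation, the figure genes and bipotent progenitor markers with DDR1i did. Without the replicate block, the remaining lists passed the threshold of camera with neither inhibitor. These were basal markers 1 and 4, immediate early genes, luminal 2 markers, proliferating basal markers and histone genes. They also included the transcription factors of Fig. 5F and the RUNX1 target genes. The RUNX1 target genes that the paper names passed the threshold of fry with both (adjusted p = 0.0151 with DDR1i and 0.00428 with RUNXi, against 0.151 and 0.159 with camera). Luminal 1 markers with DDR1i (0.0939) and the organoid genes with RUNXi (0.0909) did not pass that of camera. Nor did bipotent progenitor markers with RUNXi (0.865, median log2 fold change 0.04, 8 of 13 genes higher). With the replicate block in camera, proliferating basal markers (adjusted p = 0.00578 against 0.183 without it) and luminal 1 markers (0.0327) also passed with DDR1i. All of these used the same 3 collagen libraries. The paper's basal markers 2 include the ribosomal protein genes *RPL23*, *RPL26*, *RPS20* and *RPL15*, and its basal markers 3 include *MALAT1*, *NEAT1* and *XIST*. No list was tested with the transcript length trend removed. The shifts of the marker lists therefore cannot be told apart from that trend or read as a change of lineage. With collagen replicate 3 added, the organoid genes with DDR1i no longer passed the threshold of camera (adjusted p = 0.0509). The other lists that had passed it still did, such as bipotent progenitor markers with DDR1i (0.000123) and luminal 1 markers with RUNXi (0.00257).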
